# Characterization of the ocular inflammatory response to AAV reveals divergence by sex and age

**DOI:** 10.1016/j.ymthe.2025.01.028

**Published:** 2025-01-17

**Authors:** Alison J. Clare, Philip M. Langer, Amy Ward, Ying Kai Chan, Andrew D. Dick, David A. Copland

**Keywords:** adeno-associated virus, AAV, microglia, T cell, inflammation, age, sex-related differences, eye, gene therapy, retinal degeneration

## Abstract

Progress for ocular adeno-associated virus (AAV) gene therapy has been hindered by AAV-induced inflammation, limiting dose escalation and long-term efficacy. Broadly, the extent of inflammatory responses alters with age and sex, yet these factors are poorly represented in pre-clinical development of ocular AAV gene therapies. Here, we combined clinical imaging, flow cytometry, and bulk sequencing of sorted microglia to interrogate the longitudinal inflammatory response following intravitreal delivery of AAV2 in young (3-month-old), middle aged (9-month-old), and old (18-month-old) *Cx3cr1-creER:R26tdTomato*^*+/−*^ mice of both sexes. Young males and females exhibited a similar dynamic response, with peak inflammation evident at days 10–12 and signs of clinical resolution by day 28. However, the magnitude of the transcriptional response by microglia and adaptive T cell infiltrate differed between sexes. With age, increased and persistent inflammation were observed in both sexes, although old males maintained their microglia transcriptional AAV response signature. Contrarily, females demonstrated greater divergence in their inflammatory response across age, with enriched cellular stress and inflammatory gene expression in older mice and corresponding signs of retinal degeneration. These findings inform crucial sex and age differences for the therapeutic application of ocular gene therapy, highlighting the need to further understand these factors to overcome AAV immunogenicity.

## Introduction

Recombinant adeno-associated virus (rAAV) has become a leading platform for gene therapy, in part due to the broad tropism, stable non-integrating transduction, and low immunogenicity compared to alternative viral vectors.^1^^,^^2^ Nevertheless, it is evident within pre-clinical and clinical studies that AAV-induced inflammation is a limiting obstacle impacting safety and durable efficacy.^3^^,^^4^^,^^5^^,^^6^ Clinical trials for ocular indications are consistently reporting a dose-dependent inflammation, or gene therapy-associated uveitis (GTAU), which limits dose escalation and therapeutic efficacy.^6^^,^^7^^,^^8^ In severe cases, GTAU has, albeit uncommonly, led to the permanent loss of visual acuity, and long-term efficacy of treatment has only been achieved in 43.6% of ocular gene therapy trials.^9^ Improved understanding of the cellular response to AAV in the eye remains critical to establish effective vector designs and adjunct treatment regimens to control both clinical and subclinical inflammation to improve therapeutic efficacy.

Characterization of the early ocular immune responses to AAV in young animals demonstrates activation of resident microglia,^10^^,^^11^^,^^12^ antigen presentation,^10^ and lymphocyte infiltration.^3^^,^^4^^,^^5^^,^^10^^,^^12^ In preclinical mouse models, the early inflammatory response following intravitreal (IVT) delivery of AAV appears to clinically resolve; however, *ex vivo* assessment highlights subclinical inflammation, with elevated numbers of intraocular immune cells (CD45^+^).^3^ Recognizing that immune responses are divergent according to age and sex,^13^^,^^14^ tolerance for maintaining homeostasis after AAV-mediated alterations to the ocular immune threshold will also differ according to patient background immune status. Sex hormones, incomplete activation of immune-associated genes on the X chromosome, and the Xist ribonucleoprotein complex are contributors to sex differences in immune responses,^13^^,^^14^^,^^15^ leading to a greater susceptibility to autoimmune disease or a more robust pro-inflammatory and adaptive response to viral infection in adult females.^13^^,^^16^ Adult females have a greater adaptive response (T cell activation) across age, while the pro-inflammatory response is greater in adult females, but later in life becomes greater in males.^13^ Despite increased understanding that sex and age can influence immune responses, exploration of the effect that these biological factors exert during AAV inflammation remains unknown. The influence of systemic immunity and disease context on ocular immune response to AAV is highlighted further in recent clinical trials. A higher rate of significant adverse effects, linked to inflammatory events, were reported in patients with diabetic macular edema (INFINITY trial) compared to neovascular age-related macular degeneration (OPTIC trial), despite patients receiving the same therapeutic vector and dose.^17^^,^^18^

To date, studies to understand and develop approaches to control inflammation (e.g., modifying vector—capsid and sequence) have not sought to delineate sex differences.^5^ Where sex is considered, differences in the efficacy of a modified capsid to inhibit myeloid differentiation primary response 88 (MyD88) were identified.^19^ Investigations of the effect of age on AAV immune responses have been neglected.^20^ Understanding how these basic biological factors, age and sex, contribute to shaping the AAV immune response is essential for effective inflammation prevention in all patient populations.

In this study, we use young (3-month-old), middle-aged (9-month-old) and old (18-month-old), male and female *Cx3cr1-creER:R26tdTomato* mice^21^ to describe the longitudinal resident microglia and infiltrating cellular response following IVT delivery of a null AAV2 vector. Confirming previous work,^3^ we observe a dynamic response with a peak in inflammation (days 10–12 post-AAV delivery), followed by spontaneous clinical resolution (late inflammation; days 27–29 post-AAV delivery). In young mice, microglia undergo a significant transcriptional shift at peak inflammation, with greater changes observed in males when compared to age-matched females. Increased age results in an enhanced and extended inflammatory phenotype after AAV2 exposure, and females exhibit greater divergence in their microglia transcriptomic response to AAV across their lifespan. Of note, aged females have an enriched inflammatory microglia gene signature during late inflammation, with corresponding tissue degeneration.

## Results

### *In vivo* and *ex vivo* analyses reveal a dynamic microglial response to IVT injection of AAV2

In the retina, resident yolk sac-derived myeloid cells (microglia) act as a principal form for immune defense and immune regulation. In the CNS, increasing evidence demonstrates sex-related differences in the microglial compartment, particularly in response to stress (age or disease).^22^ We therefore wanted to assess how microglia respond to IVT-delivered AAV, with consideration of sex. Deploying the *Cx3cr1CreER:R26-tdTomato* (C57BL/6) model,^21^ we evaluated changes to the microglia *in vivo* and *ex vivo* in male and female mice injected IVT with 1E10 genome copies (gc)/eye of AAV2 null (no transgene) virus. *In vivo* fundus and optical coherence tomography (OCT) imaging identified significant alteration to the normal uniform distribution of microglia, which is demonstrated here by increased tdTom brightness and accumulation of microglia at the retinal vasculature (Figure 1A). A consistent peak in inflammation post-IVT AAV occurs at an early time point (days 10–12; Figure 1A), exemplified by perivascular sheathing (PVS) of microglia in 75% of females (18/24) and 80% of males (16/20; no significant difference between sex, *p* = 0.734, Fisher’s exact test) and vitreous infiltrate (as observed by OCT) for 95% of females (22/24) and 85% of males (17/20; no significance between sex, *p* = 0.646, Fisher’s exact test). These changes were significant when compared to PBS-injected eyes (*p* < 0.0001, Fisher’s exact test), in which for both sexes, no infiltrate was observed—males had no PVS (*n* = 6) and 1 (*n* = 7) female eye had mild PVS (Figure S6). Clinical inflammation resolved by a late time point (days 27–29; late inflammation), with microglia returning to a uniform fundal distribution and no inflammatory cells observed clinically in the vitreous (Figure 1A). *Ex vivo* immunohistochemistry analysis of retinal flat mounts confirmed significant inflammation at day 12, with CD3^+^ cells identified in and around vessels and decreasing numbers observed at day 28. Increased microglial activation was apparent by greater binding of isolectin B4, as well as microglia displaying ameboid morphology^23^ (Figure 1B). Migration of microglia to outer retinal layers and the sub-retinal space (SRS) was observed at day 12 post-AAV IVT (Figures 1C and 1D). Single-eye flow cytometric assessment (Figure S4 for gating strategy) revealed an expansion in microglia (CD45^+^CD11b^+^tdTom^+^) number, from 1,602 (392; males) and 1,456 (454; females) to 4,641 (1,353; males, *p* = 0.0003) and 4,048 (2,640; females, *p* = 0.0070) on day 10, when the greatest increase was observed. At late inflammation (days 28/29), microglia numbers are reduced, although only reaching significance in males when compared to peak inflammation (*p* = 0.0038 vs. day 10 and *p* = 0.0297 vs. day 12). Both sexes retain elevated numbers compared to naive, although not significantly by multiple comparison, with 2,527 (819) in males and 2,898 (1226) in females (Figure 2A). Furthermore, phenotypic analysis using a panel of established markers of activation in an endotoxin-induced uveitis model (BST2 and CD44) and of homeostasis (P2RY12)^21^ demonstrate specific changes in the response of microglia to AAV. The percentage of cells expressing BST2 reached a peak increase in females at day 10 (*p* < 0.0001), which was significantly greater than that of males (*p* = 0.0121; Figure 2B), while males had the highest expression and reached significance on day 12 only (*p* = 0.0075). CD44 expression (Figure 2C) was significantly increased at days 10 and 12 in both males (*p* < 0.0001) and females (*p* < 0.0001). Expression of both activation markers was reduced at the late time point (days 28/29), commensurate with a resolving clinical phenotype, although females only retained significant elevation of CD44 expression compared to naive eyes (*p* = 0.0022). Microglia expression of homeostatic marker P2RY12 decreased rapidly during peak inflammation (days 10–12), reaching significance compared to naive eyes at day 12 in males (*p* < 0.0001) and females (*p* < 0.0001). As peak clinical inflammation resolves, expression levels are partially recovered but remain significantly altered at days 28/29 compared to naive eyes in males (*p* < 0.0001) and females (*p* < 0.0001) (Figure 2D). These changes were specific to AAV, as changes to microglial markers were observed only in a dose-dependent manner and not seen in PBS sham-injected eyes (Figure S7).

**Figure 1:**
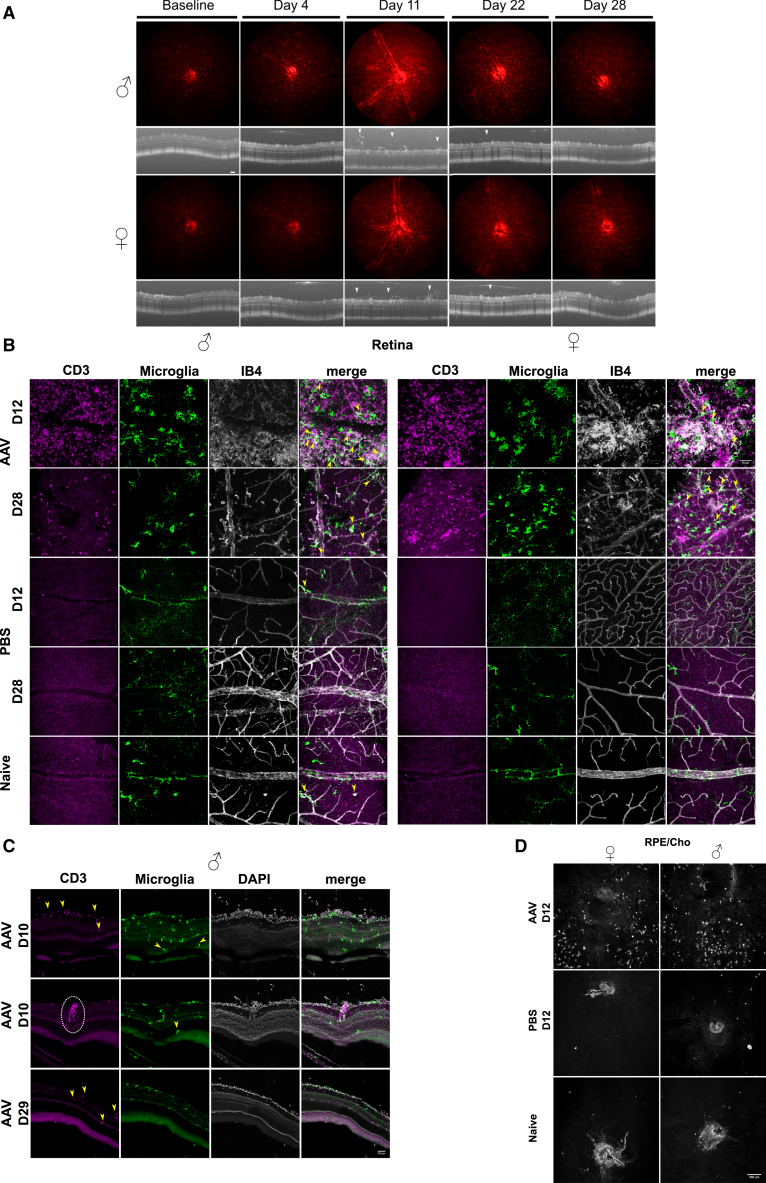
Microglia have a robust and dynamic response to intravitreally injected AAV2 in young animals (3-months-old) (A) Clinical imaging shows representative changes from a male and female eye of microglia (tdTomato fluorescence) distribution and brightness after AAV2 intravitreal (IVT) injections and infiltrating cells to the vitreous (OCT images; white arrowheads). Naive is the pre-injection image. (B) Images of flat mount immunohistochemistry staining for CD3^+^ (magenta) cells, tdTomato^+^ microglia (green), and isolectin B4 (IB4) binding (white). Co-labeling of microglia and IB4 is indicated by yellow arrowheads. Scale bar, 50 μm. (C) Tissue sections stained for CD3^+^ (magenta) cells, tdTomato^+^ microglia (green), and DAPI (white). CD3^+^ cell localization is indicated by yellow arrowheads. White dashed circle highlights cluster of CD3^+^ cells at peak inflammation (day 10). Yellow arrowheads identify microglia migrating to outer retinal layers and sub-retinal space (SRS) on day 10. Scale bar, 50 μm. (D) Immunohistochemistry staining of tdTomato^+^ microglia (white) on RPE/choroid flat mounts.

**Figure 2:**
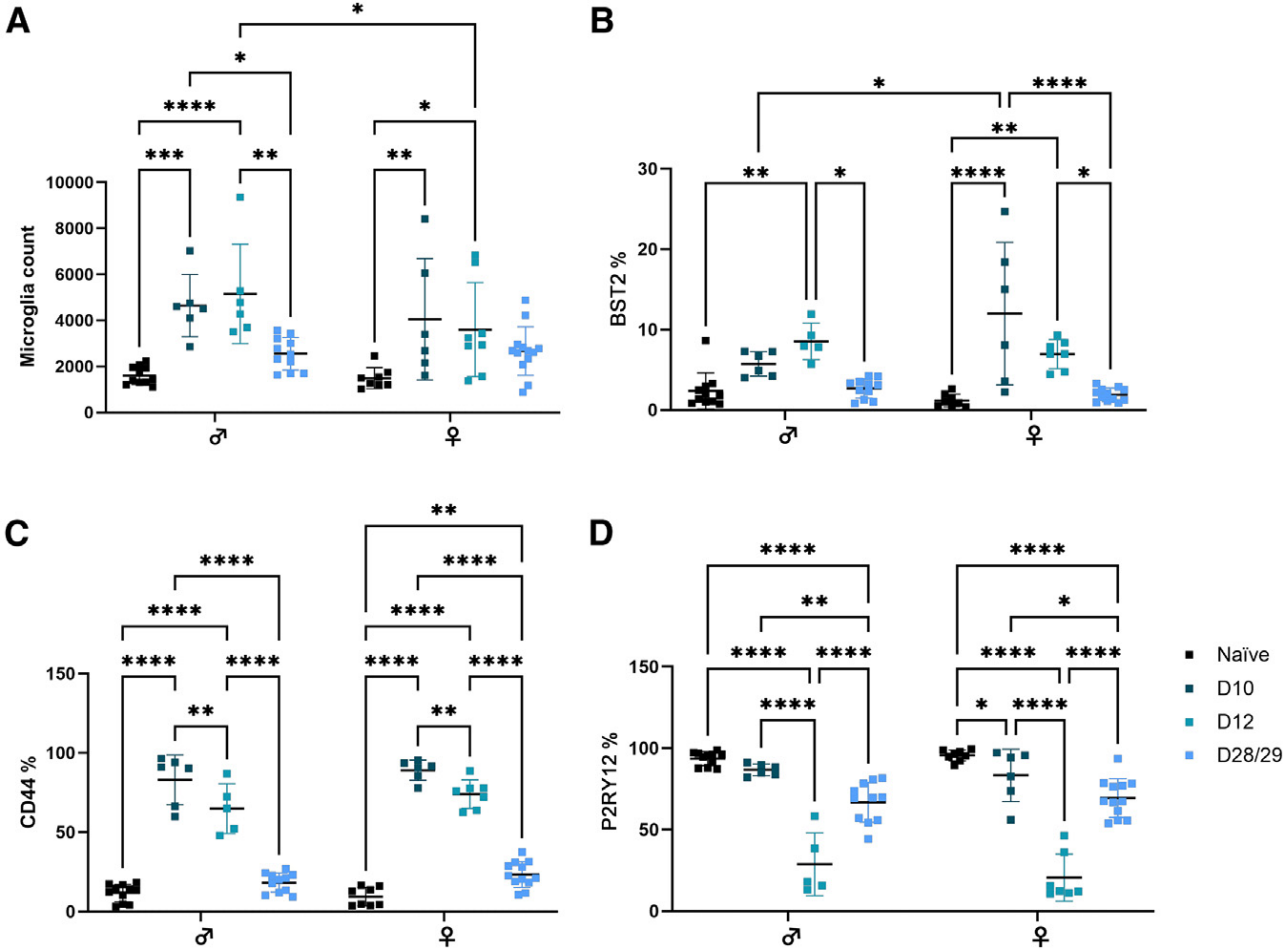
Microglia are increased in number and activated after AAV2 IVT injection in young animals (3-months-old) (A) Graph shows flow cytometric quantification of tdTomato^+^ microglia cells in naive retina compared to days 10, 12, and 28/29 post-AAV injection. Microglia were further characterized by their expression of activation markers percentage, for BST2 (B), CD44 (C), and homeostatic marker P2RY12 (D). All analyzed by two-way ANOVA with Holm-Šídák multiple correction; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001; graphs are mean ± SD; *n* = 6–13.

### AAV-induced transcriptomic changes in microglia are enhanced in male mice

Analysis of the microglia response to IVT AAV demonstrate similar and robust kinetics of their response between male and female mice. However, differences in the retained elevation of molecular marker CD44 (compared to their naive counterpart) at late inflammation between males and females, as well as in the difference in response of BST2 expression, indicate a variation in response dependent on sex. We explored the potential for molecular differences in the microglia response to AAV. In the brain, microglia have specific modules of transcriptomic changes depending on the stimuli,^24^ and previous studies have highlighted sex differences in the transcriptomic responses for spinal cord microglia, with perturbed CSF1 responses in females compared to males.^25^ 

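Single retinas of 3-month-old *Cx3cr1-creER:R26tdTomato* mice, whose microglia carry the red fluorescent protein tdTomato, were collected from naive animals and after intravitreal injection (IVT) of AAV2 at 1e10 genome copies per eye. Sorted microglia gave 22 RNA-seq libraries at this age. The groups held 4 naive, 4 day 12 and 4 day 28 libraries from females, and 3 naive, 4 day 12 and 3 day 28 libraries from males. cDNA was amplified with the SMART-Seq kit, and the paper states that reads were single-end. The deposited tables hold the reads the authors counted on 25239 genes after alignment to mm10, and these counts set the depth used here. The total per female library was 4300452 to 5622508 counts for naive (median 4335649), 2633741 to 5021679 for day 12 (median 4425886.5) and 4381740 to 7748504 for day 28 (median 5096982.5). For males it was 2469016 to 4688486 counts for naive (median 4428222), 2846469 to 4690305 for day 12 (median 3967987.5), and 1450718 to 4982467 for day 28 (median 4279514). At 3 counts, the smallest expression a library can show was 2.07 CPM in the shallowest of these, the library of a male at day 28, counting error alone being considered because amplified reads are not independent molecules. Libraries were collected on 2 days, which the authors treated as batches and removed from the counts with ComBat_seq. The batch-corrected counts were used for every value unless stated otherwise, without a further batch term. Library sizes were scaled by edgeR's TMM method, genes with few counts were removed by edgeR's filterByExpr, and groups were compared by edgeR's quasi-likelihood test. For comparisons with naive microglia, the test was against a log2 fold change of 1, at a Benjamini-Hochberg adjusted p of 0.05, in one fit per sex over the 3 groups. These thresholds follow the paper's tables, except that the legend of Table S2 gives an adjusted p of 0.052. Choices that changed the numbers included the form of the test, the filter on low counts, the libraries in a fit and the batch correction.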

Here, we assessed the complete transcriptomic response of retinal microglia, to probe for sex differences specific to a viral (AAV) response, using bulk RNA sequencing (RNA-seq) of microglia fluorescence-activated cell sorting (FACS) sorted from individual retinas of naive, day 12, and day 28 post-IVT animals. 

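Variance-stabilised counts of the 500 most variable genes were used for PCA of the 22 libraries of 3-month-old mice. PC1 held 65.4% of the variance (jackknife standard error 5.45 over the libraries). On PC1, naive females were at -21.5 ± 1.28 (SD, n = 4) and naive males at -22.2 ± 1.25 (SD, n = 3). At day 12 post-IVT AAV, females were at 14.7 ± 3.74 (SD, n = 4) and males at 23.5 ± 1.32 (SD, n = 4). The naive libraries lay between -23.2 and -19.7, and the lowest day 12 library was at 9.34, so that no day 12 library overlapped the naive ones. The number of genes moved the share of PC1 most, to 51.6% with the 2000 most variable genes.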

Principal-component analysis (PCA) revealed a significant change in the transcriptome profiles during peak inflammation (day 12; principal component [PC]1 67% variance; Figure 3A) for both males and females. The separation on PC1 analysis was less pronounced for microglia sorted at late inflammation (day 28), indicating recovery toward naive gene expression baseline post-infection. 

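On the same component, day 28 females were at -1.95 ± 3.35 (SD, n = 4) and day 28 males at 2.48 ± 3.58 (SD, n = 3). The female day 28 libraries ranged from -6.3 to 1.74 and the male ones from -1.64 to 4.91. All 7 day 28 libraries therefore lay above every naive library and below every day 12 library.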

Microglia from female mice showed less separation at peak, with analysis of sample distribution grouping those at peak inflammation (day 12) with samples from the late time point (day 28) post-IVT AAV. Furthermore, examining expression of curated microglia transcriptomic datasets from homeostasis and disease^24^ within our dataset corroborated this finding. 

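At day 12, PC1 was higher in males than in females by 8.86, and the male libraries (21.8 to 25) did not overlap the female ones (9.34 to 18; exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Within the collection days the difference was 6.95 on the first and 10.8 on the second, each day holding 1 library of one sex and 3 of the other. With each library left out in turn it stayed between 7.17 and 9.93, where a design of 3 against 4 cannot give a p below 0.0571. The paper's analysis of sample distribution, which placed day 12 females with day 28 samples, was not repeated here.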

Female microglia demonstrated a dampened response at peak across all modules, including those involved in viral-specific responses (proliferation and interferon [IFN] modules; Figure 3B).^24^ 

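In 3-month-old males, 420 of 11129 genes tested passed the threshold at day 12 against naive, 308 higher and 112 lower. At day 28 the number was 78, with 74 higher and 4 lower. In females, 270 of 11124 genes passed at day 12, 186 higher and 84 lower, and 49 at day 28, of which 44 were higher. The numbers depended on the form of the test. A plain quasi-likelihood test with the same adjusted p and a log2 fold change over 1 gave 1118 genes in males and 1061 in females at day 12, and 226 and 263 at day 28. The male number was thus larger at day 12 under both tests and smaller at day 28 under the plain one. DESeq2 with the same design gave 335 and 72 genes in males, and 201 and 39 in females. Of the genes whose libraries did not overlap between the groups, *Cd74* (chromosome 18 of GRCm38, the assembly of mm10, 60803849 to 60812652), the invariant chain of MHC class II, had the smallest p in males at day 12. It rose from 509 ± 90.4 CPM (SD, n = 3) in naive males to 22800 ± 3270 CPM (SD, n = 4), a log2 fold change of 5.59 (standard error 0.22, edgeR adjusted p = 1.29e-10). *H2-Ab1* and *H2-Eb1* came next, *H2-Eb1* with a log2 fold change of 5.38 (standard error 0.23, edgeR adjusted p = 2.37e-10), and genes of the MHC could share reads with their paralogs, which was not tested. *Cd74* was also raised in males at day 28, at 7260 ± 1770 CPM (SD, n = 3), with a log2 fold change of 3.91 (standard error 0.2, edgeR adjusted p = 5.01e-08). In females at day 12, the corresponding genes were *Ly6i* (chromosome 15, 74979534 to 74983434), at a log2 fold change of 6.27 (standard error 0.44, edgeR adjusted p = 4.54e-08), and *Ccl8* (chromosome 11, 82115185 to 82116799), at 9.91 (standard error 0.76, edgeR adjusted p = 7.52e-08). *Ccl8* in females went from 0.879 ± 1.09 CPM (SD, n = 4) to 745 ± 441 CPM at day 12 and 330 ± 229 CPM at day 28 (SD, n = 4 each). *Slamf7* was at 313 ± 25 CPM at day 12 and 226 ± 113 CPM at day 28 in females, against 6.23 ± 4.83 CPM in naive females (SD, n = 4 each), one of which stood apart at 13.4 CPM. *Cd300lf* rose in day 28 females by a log2 fold change of 2.96 (standard error 0.25, edgeR adjusted p = 1.24e-05).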

Analysis of differentially expressed genes (DEGs) confirmed a greater magnitude of response in males (286 DEGs day 12, Table S1; 69 DEGs day 28; Table S2) at day 12 compared to females (156 DEGS day 12, Table S3; 32 DEGs day 28, Table S4; Figure 3Ci). Of the genes that changed in females, the majority overlapped with male DEGs (70.5% day 12; 59.4% day 28; Figure 3Cii). 

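Of the 270 genes called in females at day 12, 192 were also called in males (71.1%, 95% Wilson interval 65.4% to 76.2%), and all 192 changed in the same direction. At day 28, 32 of 49 were shared (65.3%, 95% Wilson interval 51.3% to 77.1%). When an adjusted p under 0.2 in males also counted, the shares were 78.9% and 77.6%, and on uncorrected counts with no batch term they were 62.4% and 61.5%. The genes called in one sex alone were 228 in males and 78 in females at day 12. Of the 228, 213 were also tested in females, and all but 4 of these changed in the same direction there.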

Gene Ontology (GO) analysis of biological processes (BPs) for the 176 DEGs identified only in males revealed significant enrichment of genes associated with an IFN response (Figure 3D; Table S5), with higher expression at day 12 in males compared to females (Figure 3E). 

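The 16 genes of the IFN response that the paper draws in Fig. 3E were all called in males at day 12, with log2 fold changes from 1.65 to 5.78 (largest edgeR adjusted p = 0.0297). In females all 16 had a positive log2 fold change, from 0.14 to 3.39, and 5 were called. Adjusted over the 16 genes alone, 16 passed in males and 12 in females, a list that comes from the paper's own calls on these libraries. *Gbp6* (chromosome 5 of GRCm38, 105270702 to 105295871) rose from 1.27 ± 1.08 CPM (SD, n = 3) to 61.2 ± 14.7 CPM (SD, n = 4) in males, a log2 fold change of 5.52 (standard error 0.46, edgeR adjusted p = 1.08e-06). In females it rose from 5.03 ± 6.96 to 38.5 ± 16.7 CPM (SD, n = 4 each), a log2 fold change of 3.02 (standard error 0.62, edgeR adjusted p = 0.0213). *Irgm1* (chromosome 11, 48865245 to 48871420) had a log2 fold change of 2.73 (standard error 0.2, edgeR adjusted p = 1.5e-06) in males and 1.44 (standard error 0.24, edgeR adjusted p = 0.25) in females. *Igtp* (chromosome 11, 58199556 to 58207592) was at 252 ± 22.8 CPM in day 12 males (SD, n = 4), 1 of them at 286 CPM and the others between 238 and 243, and at 86.1 ± 15.2 CPM in naive males (SD, n = 3). In females it was at 144 CPM in both groups (SD 29.7 at day 12 and 43.6 in naive, n = 4 each), and its log2 fold change of 0.14 changed sign with uncorrected counts and no batch term, to -0.02. Several of the 16 belong to families of near-identical copies, the guanylate-binding proteins, interferon-activated proteins and immunity-related GTPases, whose reads the counting could have split. From the enrichment among the genes called only in males, and from the expression of these genes, the paper links the male response at day 12 to IFN.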

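Whether the change from naive differed between the sexes was tested directly, as the interaction of sex and day in a fit of the 22 libraries at 3 months, at an adjusted p of 0.1. At day 12, 7 of 12002 genes passed, all with the more positive change in males, and 1126 had an unadjusted p under 0.05. At day 28, 1 gene passed, with 566 at an unadjusted p under 0.05. *Naaa* (chromosome 5 of GRCm38, 92257660 to 92278181) rose more in males at day 12 by a log2 fold change of 1.67 (standard error 0.32, edgeR adjusted p = 0.074). *Iigp1* (chromosome 18, 60373616 to 60392634) did so by 3.36 (standard error 0.65, edgeR adjusted p = 0.074), going from 3.49 ± 1.85 CPM (SD, n = 3) to 460 ± 117 CPM (SD, n = 4) in males. *Plac8* did so by 6.77 (standard error 1.35), with day 12 males at 67.3 ± 72.6 CPM (SD, n = 4), an SD larger than the mean. Of the 16 IFN genes of Fig. 3E, *Igtp* alone passed, with an interaction of 1.51 (standard error 0.3, edgeR adjusted p = 0.074), and 15 had a positive value. Adjusted over the 16 genes alone, which are the paper's own list, 10 passed. At day 28 the gene was *Slfn1*, with an interaction of 4.66 (standard error 0.79, edgeR adjusted p = 0.0234). The numbers rested on the setting. DESeq2 gave 35 genes at day 12 and 3 at day 28, and one fit over all libraries gave 0 at both.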

Collectively, these data demonstrate a reduced microglia response to a viral stimulus for females at peak inflammation, despite similarly observed kinetics during the inflammatory response (Figure 2).

**Figure 3:**
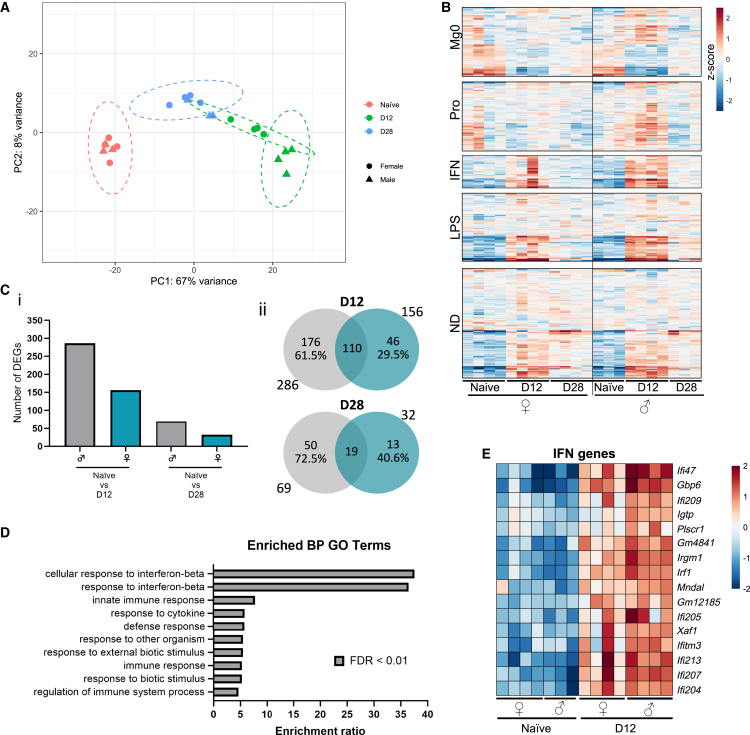
The microglia transcriptomic response to AAV is enhanced in 3-month-old males compared to females RNA sequencing analysis of sorted microglia, naive, day 12, and day 28 post-AAV injection. (A) PCA clustering analysis shows sample clustering, and sample distribution analysis (dashed lines) identifies groupings. (B) Heatmap explores changes in the expression of disease microglia gene modules^24^ for our AAV-stimulated microglia. IFN, interferon response; LPS, lipopolysaccharide response; Mg0, resting state microglia; ND, neurodegeneration-related; Pro, proliferation. (C) Bar graph shows number of differentially expressed genes identified, and the Venn diagrams show genes that overlap for both sexes at day 12 (i) and day 28 (ii). (D) Enriched Gene Ontology (GO) terms (biological processes [BP]) identified among 176 genes differentially expressed in males only at day 12. (E) Heatmap to show *Z* score of differentially expressed genes associated with the IFN GO terms.

### The adaptive inflammatory response to IVT injection of AAV reflects known sex differences in immune cell responses

Following AAV administration and in addition to the observed changes in the distribution of microglia, clinical imaging also demonstrates infiltration of immune cells into the vitreous (Figure 1A). Previous work has shown that AAV-mediated inflammation in the eye predominantly comprises CD3^+^ T cells, indicating an adaptive immune response,^3^^,^^5^ a response mediated by posterior lymphatic drainage after IVT injection.^26^ To understand whether there are sex differences in the recruitment of peripheral immune cells, a single eye flow cytometric gating strategy (Figure S4) was used to further characterize non-microglia CD45^+^ cells, separated based on the expression of B220^+^/CD19^+^ (lymphocyte; B cells), CD11b^+^ (monocytes/granulocytes), and CD3^+^ (lymphocyte; T cells).

The number of CD3^+^ were increased at peak inflammation (days 10 and 12), with 13,804 (5,184; *p* < 0.0001) in males and 15,992 (5,459; *p* < 0.0001) in females (day 12), compared to 41 (23) in males and 34 (9) in females (naive; Figure 4A). Further phenotyping of the CD3^+^ population to distinguish CD8^+^ (cytotoxic T cells) and CD4^+^ (T helper [Th]) demonstrates an increase in absolute counts of CD4^+^ (Figure 4B), CD8^+^ (Figure 4C), and double-negative (DN; CD4^−^CD8^−^; Figure 4D) cells at peak inflammation (days 10 and 12) in both sexes, with a significantly higher number of CD4^+^ cells in females (7,564 [7,316]) compared to males (3,573 [2,113]) at day 10 (*p* = 0.0136). Analysis of cell proportions (percentages) revealed significant sex differences for these T cell subsets, with a higher percentage of CD8^+^ cells (23% [4] vs. 17% [6]; *p* = 0.018) in males and CD4^+^ cells (54% 7] vs. 44% [7]; *p* = 0.031) in females at day 10 and higher CD8^+^ percentages in males at day 12 (14 [6] vs. 7 [3]; *p* = 0.016; Figure 4E). At the late time point (days 28/29), CD3^+^ numbers recover significantly compared to peak inflammation (*p* < 0.0001 both sexes) but remain elevated, with females having 2,073 (1,410) and males having 1,446 (595; Figure 4A). As percentages of CD3^+^, both the CD4^+^ and CD8^+^ subsets were increased at the late time point compared to peak inflammation and were similar between sexes. For the DN population, females had a significantly higher proportion of CD3^+^CD4^−^CD8^−^ T cells (12 [3] vs. 9 [3]; *p* = 0.020; Figure 4E); counts were similarly elevated in females, with 254 (195) cells compared to 131 (70) in males, although this did not reach significance.

**Figure 4:**
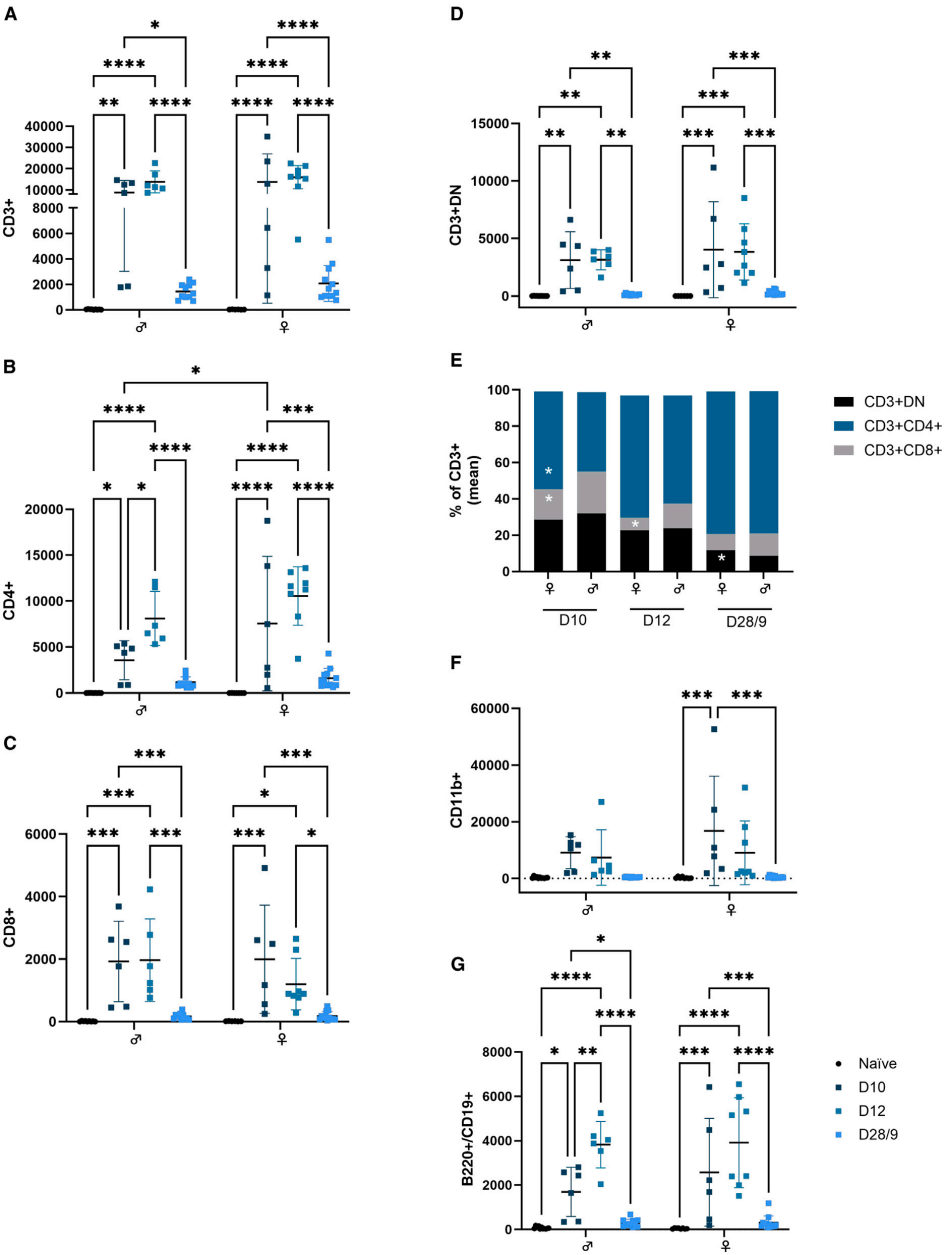
Sex differences in the adaptive response to IVT-delivered AAV in young mice Graphs show non-microglia immune cells quantified from AAV-injected retina by flow cytometry. (A) CD3^+^, (B) CD4, (C) CD8, and (D) CD4^−^CD8^−^. (E) Bar graph shows the proportion (%) of T cell type (CD3^+^) by CD4/CD8 markers. Graphs show (F) non-microglia CD11b^+^ cells and (G) B220^+^/CD19^+^ B cells. *n* = 6–13; all analyzed by two-way ANOVA and multiple correction by Holm-Šídák; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001.

Non-microglia CD11b^+^ cells were similarly increased during peak inflammation compared to naive (CD11b^+^ 233 [216] males and 112 [36] females), with the highest numbers seen at day 10—9,102 (5,627; not significant by multiple comparison) in males and 16,802 (19,296; *p* = 0.0007) in females (Figure 4F). The greatest number of B220^+^/CD19^+^ (B cells) were seen at day 12—3,826 (1,046; *p* < 0.0001) in males and 3,916 (2,023; *p* < 0.0001) in females (Figure 4G)—significantly increased compared to naive (B220^+^ 95 [63] males, 55 [19] females). By the late time point (day 29), when clinically there was no vitreous inflammation, both CD11b^+^ and B cell numbers were reduced compared to peak, although B cells cell numbers remained elevated compared to naive retinae at 292 (172) in males and 308 (300) in females. No significant sex difference was observed for these cell types.

To understand whether the sex differences in the adaptive CD3^+^ T cell response to AAV were modulated in a dose-dependent manner, we evaluated immune cell numbers following administration of a reduced AAV titer (2E8 gc/eye). At this lower dose, no clinical signs of inflammation are evident in males or females, with only subclinical changes detectable by flow cytometry. Compared to naive, no significant increase in microglia or B cell cell counts at early and late time points are observed, although males exhibit higher CD11b^+^ (non-microglia) cell counts compared to females at day 10. Analysis of CD3^+^ populations reveals elevated numbers in female but not male eyes, shown by increased CD4^+^ (days 10 and 29) and CD8^+^ (day 29) cell counts (Figure S8). These data suggest that sex differences in T cell compartments retain influence during the retinal inflammatory response to AAV and that subclinical alterations to T cell infiltration in the retinal tissue are evident in females, even at low viral titers, despite no clinical inflammation.

### Aged animals have altered and persistent inflammatory response to AAV

Our data demonstrate sex differences in the inflammatory response elicited from AAV in young mice. Recognizing that immune responses are divergent across age and sex,^13^ we next considered how age influences the ocular immune response. Several ocular gene therapies are in development for disorders affecting individuals older than 65 years (e.g., age-related macular degeneration [AMD]).^27^^,^^28^ While clinical trials report AAV immunogenicity and adverse events associated with the therapeutic gene therapies,^8^^,^^29^ to our knowledge, no preclinical assessment on the impact of age has been reported. To determine the effect of age across the lifespan, we evaluated immune responses in 3-, 9-, and 18-month-old male and female *Cx3cr1CreER:R26-tdTomato* mice to mirror the equivalent human ages of young (20 years), middle-aged (40 years), and old (>65 years) adults.^30^

We assessed inflammatory kinetics post-IVT AAV (1E10 gc/eye) through analysis of tdTom intensity *in vivo*. Based on earlier analyses in the young animals, we captured changes at the expected peak inflammation (day 12), a mid-time point (day 22, when inflammation begins to subside), and a late time point (day 27, when clinical inflammation is resolved). We observed increased background fundus autofluorescence in naive eyes with age, likely due to age-related changes in the retinal pigment epithelium (RPE), for example, lipofuscin accumulation.^31^ We therefore assessed tdTom mean fluorescence intensity (MFI) subtracted from the baseline (day 0) fluorescence of the eye for comparison across age. The kinetics of clinical inflammation according to tdTom intensity showed a similar trajectory in 9-month-old compared to 3-month-old mice, peaking at day 12 before decreasing at the later time points post-IVT AAV. The 18-month-old mice displayed greater variance in their inflammatory response, with male and female animals exhibiting increased tdTom intensity through to the late time point. This indicates long-term persistence of the inflammatory response and was greatest in the old females, particularly at the mid-time point (day 22) (Figures 5A and 5B).

**Figure 5:**
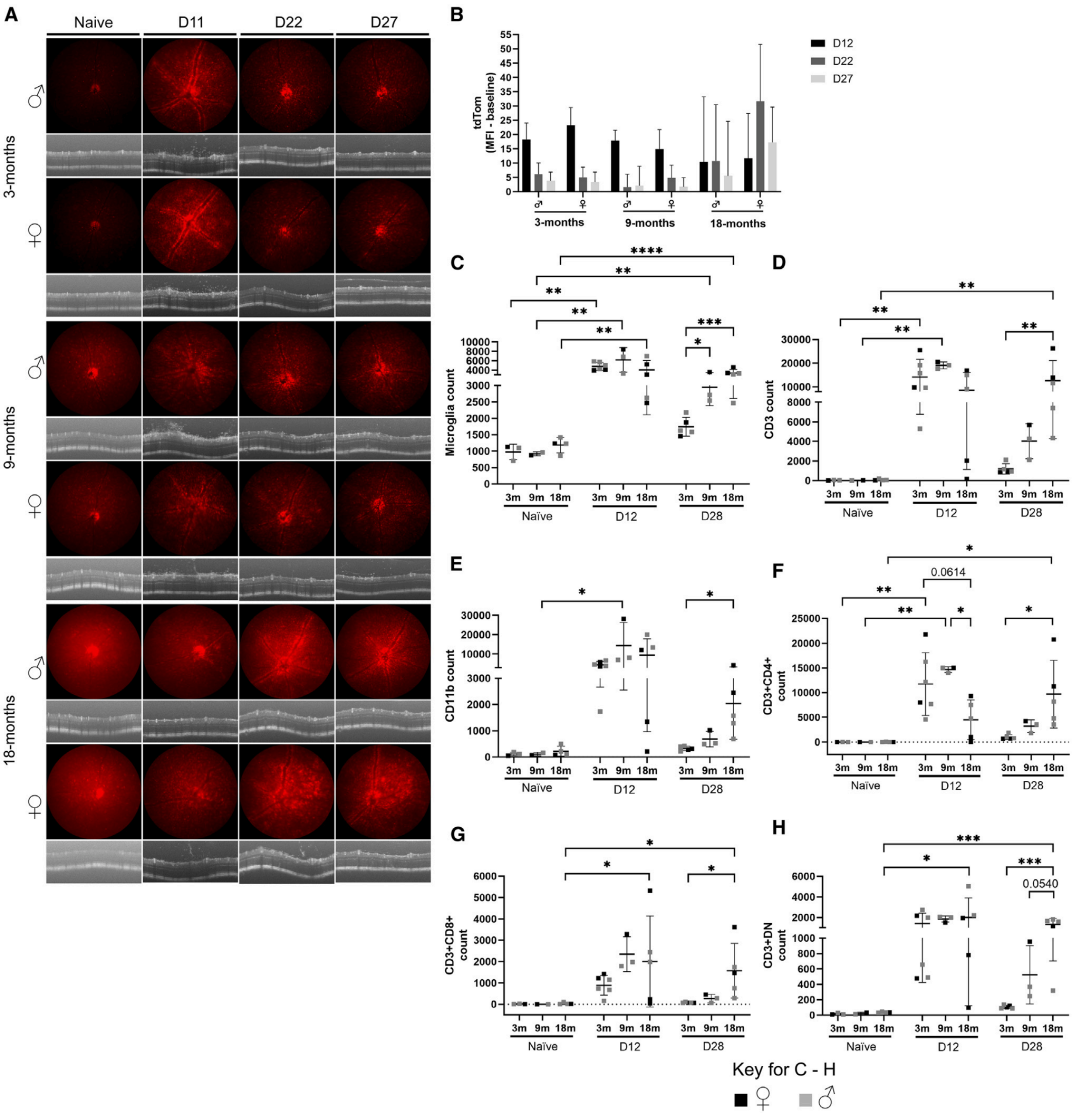
The inflammatory response to IVT-delivered AAV alters with age (A) Representative clinical imaging shows changes to tdTomato expression and distribution in 3-, 9-, and 18-month-old animals (both sexes). Note that baseline autofluorescence increases with age. (B) Bar graph represents mean fluorescence intensity (MFI) of tdTomato at each time point post-AAV IVT injection (days 12, 22, and 27) minus baseline autofluorescence pre-injection (naive). Graphs show quantification of microglia (C), CD3^+^ T cells (D), non-microglia CD11b^+^ myeloid cells (E), CD4^+^ (F), CD8^+^ (G), and CD3^+^CD4^−^CD8^−^ (DN) cells (H). Mixed males and females, *n* = 3–5, on graph, gray dots are males and black dots are females. All analysis carried out by two-way ANOVA with Holm-Šídák multiple comparisons; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001; graphs are presented as mean ± SD.

Flow cytometric analysis of the immune cell populations corroborated the *in vivo* observations. The absolute counts for microglia (Figure 5C) and CD3^+^ T cells (Figure 5D) were increased at an early peak of inflammation across the age groups when compared to age-matched naive animals. At the late time point (day 28), cell numbers recovered toward naive levels in the 3-month-old animals. However, the 9- and 18-month-old mice retained significantly elevated numbers of microglia (compared to 3-month-old mice; Figure 5C) and increased with age. Following the day 12 peak, CD3^+^ T cells persisted at a similar level in 18-month-old mice, remaining significantly higher than both 3-month-old and 9-month-old mice at the late day 28 time point (Figure 5D). Phenotypic analysis of the CD3^+^ T cells revealed lower numbers of CD4^+^ cells in 18-month-old retinas at day 12, compared to both 3-month-old and 9-month-old animals (Figure 5E). No differences were observed for CD8^+^ (Figure 5F) or DN (CD4^−^CD8^−^; Figure 5G) populations at peak inflammation, while all cell types were elevated at the late time point in 18-month-old mice (compared to 3-month-old mice; Figures 5E–5G). The non-microglia CD11b^+^ monocyte population increased in all ages at peak disease, reducing in number by the late time point, but remaining elevated in aged mice (Figure 5H). Collectively, these data demonstrate that an altered and persistent inflammatory response is associated with age.

### The microglia response is dysregulated with age and at a greater extent in females

The contribution of microglia in disease associated with age is dichotomous: protective homeostatic roles described on the one hand, yet dysregulated function and phenotype implicated with greater disease severity or progression on the other hand.^32^^,^^33^^,^^34^ The observed alteration to the immune response and accompanied with a persistent elevation in microglia numbers led us to investigate how the molecular response of the resident microglia differs by sex and age. Accordingly, FACS-sorted tdTomato^+^ microglia isolated from single retinae of naive, day 12, and day 28 post-IVT AAV eyes in 3-, 9-, and 18-month-old male and female mice were processed and analyzed using bulk RNA-seq.

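The series holds 64 libraries, of 3-, 9- and 18-month-old mice, processed as described for the 3-month-old groups. At 9 months the groups held 3 naive, 3 day 12 and 4 day 28 libraries from females, and 2 naive, 4 day 12 and 4 day 28 libraries from males. At 18 months there were 3 naive, 4 day 12 and 4 day 28 libraries from females, and 4 naive, 3 day 12 and 4 day 28 libraries from males. Total counts over the series ran from 1450718 to 10056878 per library (median 4372691.5), with 29 libraries from the first collection day and 35 from the second. By group, the median total at 9 months was 4649527 (naive females, range 4205339 to 5289469), 3889812 (day 12 females, 3861383 to 10056878), 4453318 (day 28 females, 4145782 to 4579782), 5390467 (naive males, 4846420 to 5934514), 3723419 (day 12 males, 1907091 to 5041498) and 4379365 (day 28 males, 2649096 to 4894548). At 18 months it was 3819841 (naive females, 2414260 to 4147334), 3978283 (day 12 females, 1998039 to 5435181), 4088762 (day 28 females, 1852783 to 4624915), 4307392 (naive males, 4059753 to 7624778), 4696429 (day 12 males, 1910406 to 9104134) and 4606097.5 (day 28 males, 2260511 to 5615633). The batch-corrected table has 63 of the 64 libraries. The library labelled 9-month-old male day 28 replicate 1 was read from the uncorrected table, and the paper's text gives no reason for leaving it out. One 18-month-old male library is labelled day 28 in its title and day 12 in its time point. Figures 6Ai and 6E show 4 old males at day 28, so it was taken as day 28, and day 12 was the alternative. The sex of each library was checked by *Xist*, which is expressed from the inactive X chromosome, and by Y-linked genes. The library labelled 18-month-old female day 28 replicate 1 had 0 CPM of *Xist* and 388 CPM of Y-linked genes. In the library labelled 9-month-old male day 28 replicate 1, *Xist* was at 255 CPM and Y-linked genes at 0. The other 32 libraries labelled female had 107 to 412 CPM of *Xist* and at most 3.67 CPM of Y-linked genes, and the other 30 labelled male had at most 2.63 CPM of *Xist* and 140 to 489 CPM of Y-linked genes. Labels were kept as deposited, and the number of genes called between libraries labelled 18-month-old female and 3-month-old females at day 28 is given with and without the library labelled 18-month-old female day 28 replicate 1, while group means in CPM include it. Ages were compared at one day by the quasi-likelihood test at an adjusted p of 0.1, in a fit of the groups compared.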

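In the PCA of the 22 libraries of 3- and 9-month-old females, PC1 held 58.5% of the variance (jackknife standard error 5.89). Day 12 females were at 27.4 ± 2.5 (SD, n = 3) at 9 months and at 12.7 ± 3.77 (SD, n = 4) at 3 months, with no overlap, while naive females were at -19.3 ± 1.14 (SD, n = 3) and -19.2 ± 1.79 (SD, n = 4). Among the 19 libraries of 3- and 9-month-old males, PC1 held 69% of the variance (jackknife standard error 5.08). Day 12 males were at 18.7 ± 16.3 (SD, n = 4) at 9 months and at 19.6 ± 0.741 (SD, n = 4) at 3 months. The 9-month-old replicate 2 lay at -5.57, while the other 9-month-old males at day 12 lay between 24.4 and 28.9 and the 3-month-old ones between 18.8 and 20.5. The mean PC1 of 9-month-old males at day 12 was therefore not above that of 3-month-old males when all 4 libraries entered. With the batch correction repeated over all 64 libraries, so that the library labelled 9-month-old male day 28 replicate 1 could be included, PC1 of the libraries labelled male held 66.2% of the variance. That library then lay at 3.83, and the other libraries labelled 9-month-old male day 28 at 3.01, -11.4 and -6.48.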

Comparing 3- to 9-month-old animals, we observed greater separation of day 12 post-IVT AAV microglia, compared to naive, for both males and females (except one outlier for 9-month-old males; Figure S9), indicating a greater magnitude of the inflammatory response. 

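In a PCA of the 19 libraries of 9-month-old mice of both sexes, PC1 held 63.7% of the variance (jackknife standard error 5.43). Day 12 females were at 28.4 ± 2.24 (SD, n = 3), between 25.8 and 29.9. The day 12 males were at 19.2 ± 18.6 (SD, n = 4), with replicate 2 at -8.28 and the highest at 31.3. Naive females were at -25.2 ± 3.56 (SD, n = 3) and naive males at -25.6 ± 0.566 (SD, n = 2). Against naive microglia of the same age, 284 of 11273 genes passed the threshold at day 12 in 9-month-old females, 199 of them higher.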

Of note, females had a comparable response to males at 9 months of age (Figure S9). Accordingly, direct comparison of female microglia in 3- and 9-month-old mice at day 12 post-AAV IVT revealed 434 DEGs (Table S6), and GO term (BP) analysis identified a significant association with IFN response (*Igtp*, *Ifi47*, *Ifit1*, *Ifi203*, *Gbp3*, *Gbp2*, *Ifi205*, *Iigp1*) and cell division (*Ccnd1*, *Kif2c*, *Top2a*, *Cdca8*, *Cenpe*) among the upregulated genes (Table S7). 

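Between 3- and 9-month-old females at day 12, 331 of 10843 genes had an adjusted p under 0.1, with 247 higher and 84 lower at 9 months. The number rested on single libraries, and ran from 147 to 1025 as each was left out in turn. *Top2a* was at 156 ± 67.1 CPM (SD, n = 3) at 9 months and 7.31 ± 2.43 CPM (SD, n = 4) at 3 months, a log2 fold change of 4.2 (standard error 0.35, edgeR adjusted p = 8.91e-05). *Cenpe* had a log2 fold change of 3.77 (standard error 0.35, edgeR adjusted p = 0.000119). *Naaa*, which the paper's text does not name, stood between them with 2.87 (standard error 0.26, edgeR adjusted p = 0.000118). Of the 5 cell division genes named, 4 were called, *Ccnd1* having an edgeR adjusted p of 0.103 at a log2 fold change of 1.1 (standard error 0.31). All 8 IFN genes named were higher at 9 months, with log2 fold changes from 0.87 to 2.13, and 5 were called. *Iigp1* was at 970 ± 336 CPM (SD, n = 3) at 9 months, with a log2 fold change of 2.1 (standard error 0.3, edgeR adjusted p = 0.0018). *Gbp2* had a log2 fold change of 2.13 (standard error 0.34, edgeR adjusted p = 0.00406), and *Igtp* one of 0.87 (standard error 0.28, edgeR adjusted p = 0.17). Adjusted over each list alone, all 5 and all 8 genes passed, but both lists come from the paper's own calls in this comparison on these libraries. DESeq2 gave 612 genes for the comparison.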

For males, the same age comparison at day 12 only demonstrates 67 DEGs (Table S8), with upregulated genes significantly and primarily associated with cell division (*Ube2c*, *Cenpa*, *Top2a*, *Cdca8*; Table S9). 

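In males, 0 of 10345 genes passed an adjusted p of 0.1 between 3 and 9 months at day 12, while 355 had an unadjusted p under 0.05. *Top2a* was at 62.9 ± 51.9 CPM (SD, n = 4) at 9 months and 23.1 ± 6.45 CPM (SD, n = 4) at 3 months, a log2 fold change of 1.36 (standard error 0.76, edgeR adjusted p = 0.999). *Cdca8* had a log2 fold change of 1.63 (standard error 0.61, edgeR adjusted p = 0.999). All 4 cell division genes named were higher at 9 months, by 1 to 1.65 on the log2 scale. When adjusted over the 4 alone, which come from the paper's own calls in this comparison, 2 passed. Without 9-month-old replicate 2, whose *Top2a* was at 0 CPM, the log2 fold change of *Top2a* was 1.76 and the number of genes was again 0. The largest number among the alternatives was 9, with no filter on low counts.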

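At day 28, 4 of 10545 genes differed between 3- and 9-month-old females at an adjusted p of 0.1, and 487 had an unadjusted p under 0.05. *Cxcl13* (chromosome 5 of GRCm38, 95956939 to 95961068) was at 1720 ± 466 CPM at 9 months and 486 ± 125 CPM at 3 months (SD, n = 4 each), a log2 fold change of 1.84 (standard error 0.23, edgeR adjusted p = 0.00292). *Gimap4* was also higher, with 2.07 (standard error 0.37, edgeR adjusted p = 0.0835), and *Ccl9* was lower, with -0.96 (standard error 0.18, edgeR adjusted p = 0.088). In males, over the 3 libraries of each age in the batch-corrected table, 0 of 10529 genes passed and 357 had an unadjusted p under 0.05. With the library labelled 9-month-old male day 28 replicate 1 added, in a batch correction repeated over all 64 libraries, 0 genes passed and 343 had an unadjusted p under 0.05.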

At the late time point, only a small number of DEGs were identified for males (1 DEG; Table S10) and females (14 DEGs; Table S11). These data demonstrate significant changes in the response of female microglia with age. 

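The difference between the sexes in the effect of age at 9 months was tested as an interaction at day 12, over the 15 libraries of both ages. Of 11467 genes, 0 had an adjusted p under 0.1, and 471 had an unadjusted p under 0.05. DESeq2 gave 2 genes, and no filter on low counts gave more.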

Comparatively male microglia at 9 months of age display enhanced but similar gene changes compared to their younger counterparts.

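Against naive microglia of the same age (n = 2), 111 of 11630 genes passed the threshold at day 12 in 9-month-old males, 90 of them higher. Without day 12 replicate 2 the number was 330. From the greater separation on PCA and the IFN and cell division genes, the paper concludes that the response of female microglia changes with age, and that males at 9 months enhance the response they already show.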

Recognizing altered kinetics of the inflammatory response (clinical and cellular) observed in the 18-month-old animals (Figure 5), our analysis next sought to examine the differences in gene expression in this age group. PCA comparing 18- to 3-month-old males demonstrates that the microglia transcriptomes clustered closely into groups of naive, day 12, and day 28 post-IVT AAV samples (PC1 69% variance; Figure 6Ai), indicating similarity in the viral response across age. Accordingly, only 12 DEGs at day 12 (Table S12) and 1 DEG at day 28 (Table S13) were changed with age. 

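PCA of the 21 libraries of 3- and 18-month-old males placed 68.3% of the variance on PC1 (jackknife standard error 4.55). Naive males were at -24.1 ± 1.16 (SD, n = 3) at 3 months and -22.6 ± 0.705 (SD, n = 4) at 18 months. At day 12 they were at 20.6 ± 0.754 (SD, n = 4) and 28 ± 4.46 (SD, n = 3), a difference of 7.35 (exact permutation test, two-sided, p = 0.0571, the smallest that 3 libraries against 4 allow). Within the collection days, each with 1 library of one of the ages, that difference was 7.91 and 6.35. At day 28 the ages differed by 2.23 (exact permutation p = 0.457; -0.0336 and 3.33 within the collection days). The library that carries both day labels lay at -1.17, among the other old males at day 28 (-1.36 to 2.33). The old males at day 12 lay at 23.4 to 32.3, so the position of that library goes with day 28. With the library that carries both day labels placed at day 12, the difference at day 12 was 0.0604 (exact permutation p = 1).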

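In the fit of both ages of males, the change from naive to day 12 differed between 3 and 18 months for 4 of 11980 genes at an adjusted p of 0.1, with 566 at an unadjusted p under 0.05. *Pacsin1* rose more at 18 months, by a log2 fold change of 4.59 (standard error 0.9, edgeR adjusted p = 0.0917), as did *Cd40*, by 2.87 (standard error 0.57). *Casp12* rose less, with -3.23 (standard error 0.64, edgeR adjusted p = 0.0917). At day 28, 0 genes passed and 331 had an unadjusted p under 0.05. DESeq2 gave 13 genes at day 12 and 1 at day 28, and one fit over all libraries gave 0 at both days.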

Comparatively, the clusters were less defined for female microglia, where we observed greater variation in transcriptome changes at day 12 for 18-month-old animals, while aged day 28 samples clustered more closely with 3-month-old day 12 (PC1 47% variance; Figure 6Aii). 

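The PCA of the 23 libraries labelled 3- and 18-month-old female had 50.6% of the variance on PC1 (jackknife standard error 7.64). At day 12, 18-month-old females were at 11 ± 23.2 (SD, n = 4) and 3-month-old females at 12 ± 4.08 (SD, n = 4; exact permutation test, two-sided, p = 0.914). The old libraries lay at -11.1 and -6.68 on the first collection day and at 33.9 and 28 on the second. Their mean absolute deviation from the group's median was 19.9, against 3.18 at 3 months (exact permutation p = 0.0286, the smallest that 4 against 4 allow). At day 28, libraries labelled 18-month-old female were at 12.8 ± 11.2 (SD, n = 4), near the 3-month-old day 12 libraries and above the 3-month-old day 28 libraries, at -3.61 ± 3.31 (SD, n = 4). That difference was 16.4 (exact permutation p = 0.0286; 22.9 and 10 within the collection days). The library labelled 18-month-old female day 28 replicate 1, whose sex-linked genes went against its label, was the highest at 29.4, the others lying at 4.63, 9.9 and 7.45. Without it the difference was 11.4 (exact permutation p = 0.0571, the smallest that 3 against 4 allow). With uncorrected counts the p was 0.0857.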

Analysis of genes that change differentially from naive eyes and by age identified 108 DEGs at day 12 (Table S14) and 14 DEGs identified at day 28 (Table S15). 

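In the fit of both ages of females, the change from naive to day 12 differed between 3 and 18 months for 36 of 12103 genes at an adjusted p of 0.1, 8 with a larger and 28 with a smaller value at 18 months. *Sertad1* had the smallest p among those whose 18-month-old day 12 and naive libraries did not overlap, with an interaction of 3.03 (standard error 0.56, edgeR adjusted p = 0.0937). *Fbrsl1* followed with -2.43 (standard error 0.49, edgeR adjusted p = 0.0937) and *Itgax* with -2.28 (standard error 0.49, edgeR adjusted p = 0.0937). The number was 345 with DESeq2, 125 in one fit over all libraries, 0 with DESeq2's size factors in place of TMM and 0 with uncorrected counts and batch as a covariate. At day 28, 0 genes passed and 868 had an unadjusted p under 0.05, and without the library labelled 18-month-old female day 28 replicate 1 the number was 0 as well.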

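Fig. 6C draws 20 genes of endocytosis and vesicle-mediated transport, and 12 of them had a negative interaction of age and day 12 in females. The 20 interactions ran from -3.5 to 3.17 on the log2 scale and 5 had an adjusted p under 0.1, all negative. *Abca1* (chromosome 4 of GRCm38, 53030789 to 53159988) had an interaction of -2.4 (standard error 0.54, edgeR adjusted p = 0.0937) and *Axl* (chromosome 7, 25756500 to 25788924) one of -1.92 (standard error 0.46, edgeR adjusted p = 0.0982). For *Golga2*, *Atp13a2* and *Rabep2* it was -2.62, -2.6 and -2.09 (standard errors 0.59, 0.6 and 0.49). *Axl* was at 155 ± 30.8 CPM at day 12 (SD, n = 4) and 114 ± 47.6 CPM in naive females (SD, n = 3) at 18 months. Adjusted over the 20 genes alone, which are the paper's own calls on these libraries, 20 passed. Compared directly at day 12 between the ages, 0 of the 20 had an adjusted p under 0.1 over all genes and 17 did over the list.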

GO term (BP) analysis of the 108 DEGs revealed significant enrichment for genes involved in endocytosis and vesicle-mediated transport (Figures 6B and 6C; Table S16).

**Figure 6:**
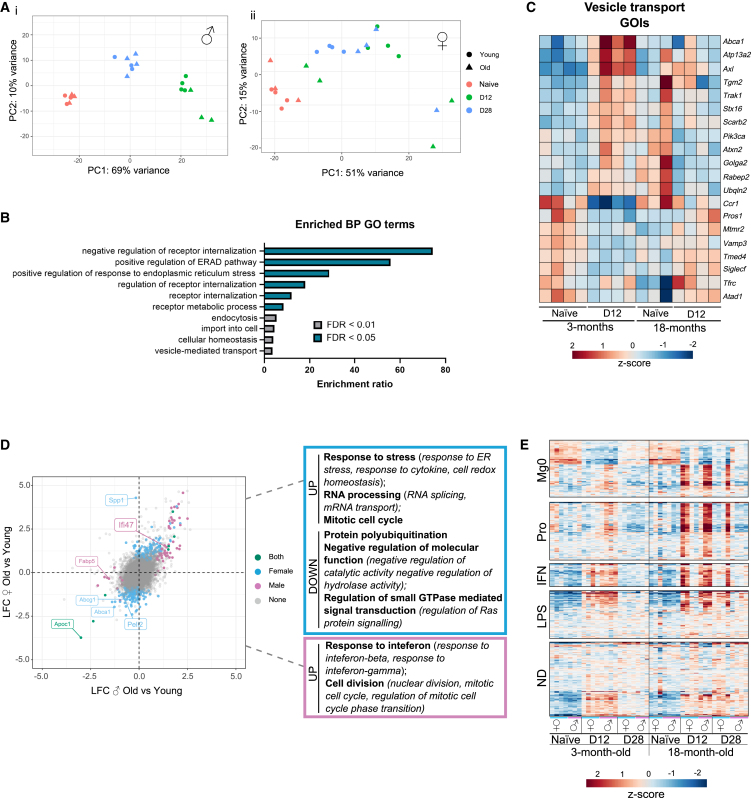
Aged female microglia undergo the greatest alterations in microglia transcriptomic response to IVT injection of AAV (A) PCA clustering analysis identifies similar clustering of samples according to naive and day 12 or day 28 post-AAV injections in males (i), while old females have more variability in the day 12 and day 28 samples (ii). (B) GO (BPs) enrichment analysis of genes differentially expressed by age at day 12 in females. (C) Heatmap to show expression of genes of interest identified within the vesicle-mediated transport enrichment terms. (D) Scatterplot to show log-fold change (LFC) between old (18-month-old) and young (3-month-old) males vs. females. Differentially expressed genes are colored according to change in expression in either old males, old females, or both. Boxes show GO (BPs) enrichment terms identified among the up- or downregulated genes for old females (blue) or males (pink). (E) Heatmap explores changes across age and sex for the expression of disease microglia gene modules^24^ for our AAV-stimulated microglia. LPS, lipopolysaccharide response; Mg0, resting state microglia; ND, neurodegeneration-related; Pro, proliferation.

To interrogate the age differential microglia signatures in response to AAV, we next compared microglia at day 12 post-IVT AAV isolated from the 3- to 18-month-olds in male and female animals. 

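At day 12, 3 of 10410 genes had an adjusted p under 0.1 between 3- and 18-month-old females, 1 higher and 2 lower at 18 months, and 1449 had an unadjusted p under 0.05. In males 9 of 10730 genes passed, 7 of them higher, and 570 had an unadjusted p under 0.05. *Sash1* (chromosome 10 of GRCm38, 8722217 to 8945608) was lower with age in both sexes. It was at 8.47 ± 3.49 CPM against 64.4 ± 21.1 CPM in females (SD, n = 4 each), a log2 fold change of -2.77 (standard error 0.34, edgeR adjusted p = 0.0204), and had a log2 fold change of -2.35 (standard error 0.36, edgeR adjusted p = 0.0623) in males. *Apoc1* (chromosome 7, 19689480 to 19692659) was at 12.4 ± 9.01 CPM against 174 ± 60.2 CPM in females (SD, n = 4 each), where 1 of the 3-month-old libraries was at 83.7 CPM, with a log2 fold change of -3.72 (standard error 0.53, edgeR adjusted p = 0.0474). *Slc7a11* was at 12.6 ± 9.07 CPM in old females (SD, n = 4), at least 10.7-fold higher than in young ones, where no library had more than 3 counts (edgeR adjusted p = 0.095). In males *Spon1* had a log2 fold change of 1.73 (standard error 0.27, edgeR adjusted p = 0.0623). *Spp1* had a log2 fold change of 4.29 (standard error 0.76, edgeR adjusted p = 0.149) in females, at 1650 ± 1500 CPM against 85 ± 38.4 CPM (SD, n = 4 each). In males it was -0.17 (standard error 0.5, edgeR adjusted p = 0.999), a sign that changed under other settings. *Abca1* in females was at -1.95 (standard error 0.45, edgeR adjusted p = 0.203). DESeq2 gave 258 genes in females and 105 in males. With the male library that carries both day labels placed at day 12, 0 genes passed in males.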

Our analysis revealed that microglia from females had 278 DEGs (Table S17) and males only had 69 DEGs (Table S18) when comparing old and young, and there was a greater dysregulation of microglia response to a viral stimulus with age in females (Figure 6D). GO term (BP) analysis revealed an upregulation of IFN response (*Gbp2*, *Gbp5*, *Gbp6*, *Gbp7*, *Ifi47*, *Ifit1*) and cell division (*Ccnd2*, *Mad2l1*, *Ndc80*, *Stmn1*, *Top2a*, *Ube2c*) in old males indicating an expected but enhanced response to the virus (Figure 6D; Table S19). 

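All 6 IFN genes named were higher in 18- than in 3-month-old males at day 12, with log2 fold changes from 0.98 to 1.41, and 1 was called. *Ifi47* (chromosome 11 of GRCm38, 49076587 to 49096987) was at 425 ± 38 CPM (SD, n = 3) at 18 months and 154 ± 30.1 CPM (SD, n = 4) at 3 months, where 1 library was at 109 CPM and the others at 163 to 174. Its log2 fold change was 1.41 (standard error 0.24, edgeR adjusted p = 0.0782). *Gbp2* was at 1260 ± 191 CPM (SD, n = 3) against 580 ± 105 CPM (SD, n = 4), with a log2 fold change of 1.08 (standard error 0.25, edgeR adjusted p = 0.293). The 6 cell division genes were higher too, by 1.55 to 2.5 on the log2 scale, and 0 were called over all genes. *Ndc80* had the largest of these (standard error 0.58, edgeR adjusted p = 0.302), with 1 of the 3-month-old males at 12.3 CPM and the others at 2.84 to 4.3. When each list was adjusted alone, all 6 IFN and all 6 cell division genes passed. Both lists come from the paper's own calls in this comparison on these libraries, which favours passing.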

Downregulated genes in old males were associated with fatty acid processing (*Apoc1*, *Fabp5*), although no term reached significance by false discovery rate (FDR) (Table S20). 

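*Apoc1* was at 26.6 ± 20.1 CPM (SD, n = 3) in 18-month-old males at day 12 and at 191 ± 49.6 CPM (SD, n = 4) in 3-month-old males, a log2 fold change of -3.01 (standard error 0.42, edgeR adjusted p = 0.0623). *Fabp5* was at 75.2 ± 32.8 CPM (SD, n = 3) against 210 ± 82.9 CPM (SD, n = 4), with overlapping libraries and a log2 fold change of -1.56 (standard error 0.4, edgeR adjusted p = 0.34).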

For old females, GO term enrichment analysis revealed a significant association of downregulated genes involved with protein polyubiquitination (Table S21), which is important to protein trafficking and degradation,^35^ while upregulated genes were linked with cellular stress response terms (Figure 6D; Table S22). When we examined the 3- and 18-month-old microglia samples in the context of the curated activation modules,^24^ a prolonged upregulation of the neurodegeneration-related (ND) and lipopolysaccharide (LPS) modules was observed at day 28 in aged samples, with prominence in females (Figure 6E). 

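The full modules were not used here, and the genes the paper names from them stand in for them, as the mean log2 CPM of the 13 LPS genes and of the 12 ND genes named for old females (prior count 2). At day 28 the LPS genes were at 6.92 ± 0.414 (SD, n = 4) in libraries labelled 18-month-old female and 5.39 ± 0.215 (SD, n = 4) in 3-month-old females. The difference was 1.52 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow; 1.7 and 1.35 within the collection days). In males it was 0.249 (exact permutation p = 0.343; 0.143 and 0.203). The ND genes were at 7.32 ± 0.214 against 6.25 ± 0.064 in females (SD, n = 4 each), a difference of 1.06 (exact permutation p = 0.0286; 1.05 and 1.08). In males the difference was 0.321 (exact permutation p = 0.114; 0.199 and 0.399). Without the library labelled 18-month-old female day 28 replicate 1, whose sex-linked genes went against its label, the female differences were 1.36 and 1.04. The genes were named by the paper from the calls of this same comparison in females, so the test in females is on genes chosen for that difference.

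**Figure D1:**
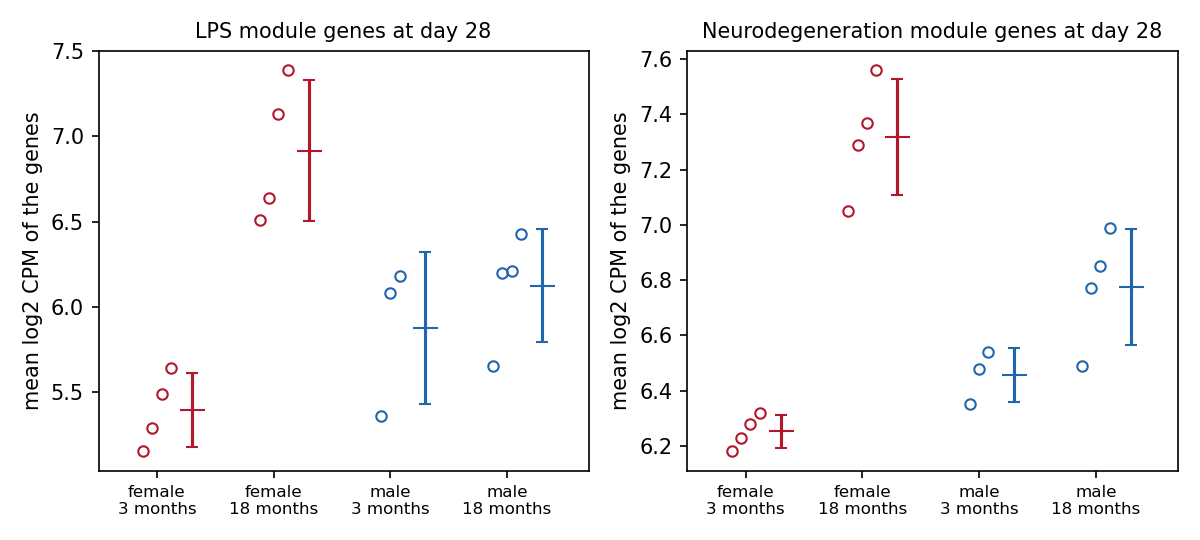
Mean log2 CPM of the 13 LPS genes (left) and the 12 ND genes (right) in microglia at day 28, by sex and age. Each circle is a library, and the horizontal bar and whiskers beside them are the group's mean and SD. The 4 libraries labelled 18-month-old female lie between 6.51 and 7.39 for the LPS genes, above the 3-month-old females at 5.15 to 5.64.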

Concurrently, direct comparison of microglia at day 28 post-AAV IVT identified 213 DEGs between young and old females (Table S23). 

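At day 28, 67 of 10576 genes had an adjusted p under 0.1 between libraries labelled 18-month-old female and 3-month-old females, 53 higher and 14 lower. Without the library labelled 18-month-old female day 28 replicate 1 the number was 110, and over all the fits that each left out 1 library it ran from 14 to 112. *Cxcl13* was at 6520 ± 2400 CPM at 18 months (SD, n = 4), a log2 fold change of 3.74 over 3 months (standard error 0.32, edgeR adjusted p = 3.55e-05). *Cp*, which encodes ceruloplasmin (chromosome 3 of GRCm38, 19956933 to 20009750), was at 180 ± 33.5 CPM against 42.6 ± 9.95 CPM (SD, n = 4 each), where 1 young library was at 57.4 CPM. Its log2 fold change was 2.04 (standard error 0.21, edgeR adjusted p = 0.000306). *Serpina3g* had a log2 fold change of 5.94 (standard error 0.74, edgeR adjusted p = 0.00151). Without the library labelled 18-month-old female day 28 replicate 1 the log2 fold changes of these 3 genes were 3.79, 2.07 and 5.59. DESeq2 gave 228 genes.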

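The 13 genes named here from the LPS module were all higher in libraries labelled 18-month-old female than in 3-month-old females at day 28, with log2 fold changes from 0.88 to 3.74, and 4 had an adjusted p under 0.1. *Cd40* was at 46.4 ± 36.5 CPM against 6.45 ± 3.56 CPM (SD, n = 4 each), a log2 fold change of 2.78 (standard error 0.53, edgeR adjusted p = 0.053). *Vcam1* and *Cd44* had log2 fold changes of 1.13 and 1.2 (standard errors 0.23 and 0.27, edgeR adjusted p = 0.0638 and 0.0881). Of the 12 genes from the ND module, 11 were higher and 3 were called. *Ch25h* was at 163 ± 171 CPM against 21 ± 9.02 CPM (SD, n = 4 each), a log2 fold change of 2.94 (standard error 0.55, edgeR adjusted p = 0.0516). It was at 419 CPM in the library labelled 18-month-old female day 28 replicate 1 and between 60.1 and 99.9 CPM in the other old ones, and without that library its log2 fold change was 1.88. *Lgals3bp* had a log2 fold change of 1.17 (standard error 0.22, edgeR adjusted p = 0.053) and *Rxrg* one of 1.57 (standard error 0.32, edgeR adjusted p = 0.0638). *Ccl6* was lower at 18 months, at 278 ± 89.1 CPM against 467 ± 24.1 CPM (SD, n = 4 each), a log2 fold change of -0.77 (standard error 0.23, edgeR adjusted p = 0.201). Without the library labelled 18-month-old female day 28 replicate 1, 8 of the 13 and 6 of the 12 were called, and without the 3-month-old female day 28 replicate 1, 1 of the 13 was. Adjusted over each list alone, which is the paper's own, all 13 and all 12 passed.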

Of these DEGs, upregulated genes were enriched in immune response terms (Table S24), with overlap in the LPS (*Cd44*, *Cybb*, *Tnfaip2*, *Cd40*, *Vcam1*, *Xdh*, *Slfn5*, *AB124611*, *Cxcl13*, *Slamf8*, *Mapkapk2*, *C3*, *Ifitm3*) and ND (*Ch25h*, *Cst7*, *Itgax*, *Lgals3bp*, *Ptger4*, *Rxrg*, *Tlr2*, *Cd274*, *Prr5l*, *Cpd*, *Axl*, *Ccl6*) modules. Only five DEGs were identified for old males (*Naalad2*, *Cp*, *Casp12*, *Arsg*, *Tmem167*; Table S25). These data demonstrate an altered microglia response to AAV with age, and male microglia demonstrate an enhanced response during “peak” inflammation. However, female microglia display substantial dysregulation highlighted by upregulated GO terms in stress response during early inflammation and an enhanced chronic inflammatory phenotype.

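In males at day 28, 1 of 10670 genes had an adjusted p under 0.1 between 3 and 18 months, and 433 had an unadjusted p under 0.05. It was *Naalad2* (chromosome 9 of GRCm38, 18321951 to 18397538), at 135 ± 22.7 CPM (SD, n = 4) against 42.1 ± 2.48 CPM (SD, n = 3), a log2 fold change of 1.67 (standard error 0.24, edgeR adjusted p = 0.0862). *Cp* was at 108 ± 55 CPM (SD, n = 4) against 24 ± 13.4 CPM (SD, n = 3), with a log2 fold change of 2.09 (standard error 0.46, edgeR adjusted p = 0.983). *Casp12* and *Arsg* had log2 fold changes of 1.63 and 1.5 (standard error 0.36 for both, edgeR adjusted p = 0.983 for both). *Tmem167* was at 120 ± 25.7 CPM (SD, n = 4) and 121 ± 24.8 CPM (SD, n = 3), a log2 fold change of -0.02 (standard error 0.25, edgeR adjusted p = 0.997). Adjusted over the 5 genes alone, which are the paper's own calls in this comparison on these libraries, 4 passed.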

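Against naive microglia of the same age, 474 of 11397 genes passed the threshold at day 12 in 18-month-old males, 326 of them higher. In 18-month-old females 0 of 11209 genes passed, while 502 had an unadjusted p under 0.05. Their 4 day 12 libraries ran from -11.1 to 33.9 on PC1. The female number rested on the setting, since genes passed with DESeq2, with no filter on low counts and in one fit over all libraries. The difference between the sexes in the effect of age was tested as an interaction over 15 libraries at each day. At day 12, 0 of 11450 genes had an adjusted p under 0.1 and 358 had an unadjusted p under 0.05. At day 28 the numbers were 0 of 11505 and 668, and without the library labelled 18-month-old female day 28 replicate 1 the number was again 0. With no filter on low counts genes passed at both days, as they did with DESeq2 at day 28. From the separate comparisons in each sex, the paper concludes that the microglia response to AAV alters with age and that males enhance it at the peak.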

### AAV stimulus causes retinal thinning in aged females

Having observed a persistent inflammatory phenotype in the retina of aged animals to IVT AAV delivery and exhibiting a degenerative molecular phenotype in aged female microglia, we next wanted to evaluate the effect on retinal morphology, as a surrogate to tissue health. OCT images provide an *in vivo* cross-sectional high-resolution image through the retina, allowing us to monitor longitudinal changes in posterior segment morphology and pathology.^36^ Here, we assessed OCT images in our 3-month- and 18-month-old animals. At peak inflammation (day 12), hyper-reflective spots were observed in the vitreous, indicating infiltration of immune cells, although they appeared to a lesser extent in 18-month-old animals, concurrent with our observation of a dampened early response with age. Fewer spots are apparent by day 28, although thickening of the optic nerve head is consistent with a continued infiltrate at this site. Hyper-reflective foci in the outer nuclear layer (ONL) appear in aged animals by day 27 and to a greater extent in females (Figure 7A). The clinical presentation of these hyper-reflective foci were observed in all 18-month-old female tdTom mice and to a greater extent compared to males (Figure S10). This was confirmed in C57BL6/J mice aged 11 and 12 months old, with 11/12 (92%) females presenting with a clinical change compared to 6/12 (50%) males (*p* = 0.0686, Fisher’s exact test; Figure S10). No changes were observed in PBS-injected eyes at day 28 (Figure S10). Analysis of the retinal thickness from OCT images allows for a measure of potential tissue inflammation or resultant damage/degeneration. Measurement includes total retinal thickness (TRT), from retinal nerve fiber layer to the RPE layer (inner to outer retina), at baseline, peak inflammation (day 12), and late inflammation (day 27). Compared to the baseline (pre-injection) image, TRT was significantly thicker for all ages and sexes at peak inflammation (Figure 7B). By late inflammation, TRT had recovered close to baseline levels for 3-month-old mice and 18-month-old males. Old females had significant thinning of TRT compared to their baseline and to age-matched males, young males, and young females at the same time point (day 27; Figure 7C). OCT images can be further segmented to specific retinal layers (Figure S11). Significant ocular inflammation results in the loss of photoreceptors, demonstrated by thinning of the ONL.^37^ To establish where retinal cell loss had occurred, we assessed the thickness of the ONL and inner nuclear layer (INL; bipolar cells, amacrine cells, interplexiform neurons, and Müller glia), as a comparator, at late inflammation (day 27). No changes were observed in INL thickness (Figure 6Di), while old females had significant thinning of the ONL compared to age-matched males (*p* = 0.0002), young males (*p* < 0.0001), and young females (*p* < 0.0001; Figure 6Dii), indicating photoreceptor loss*. Ex vivo* analysis of thickness in 3- and 12-month-old C57BL6/J wild-type mice confirmed an increased risk of thinning in old females, although the magnitude of degeneration was not as great at 12 months compared to 18 months (Figure S10).

**Figure 7:**
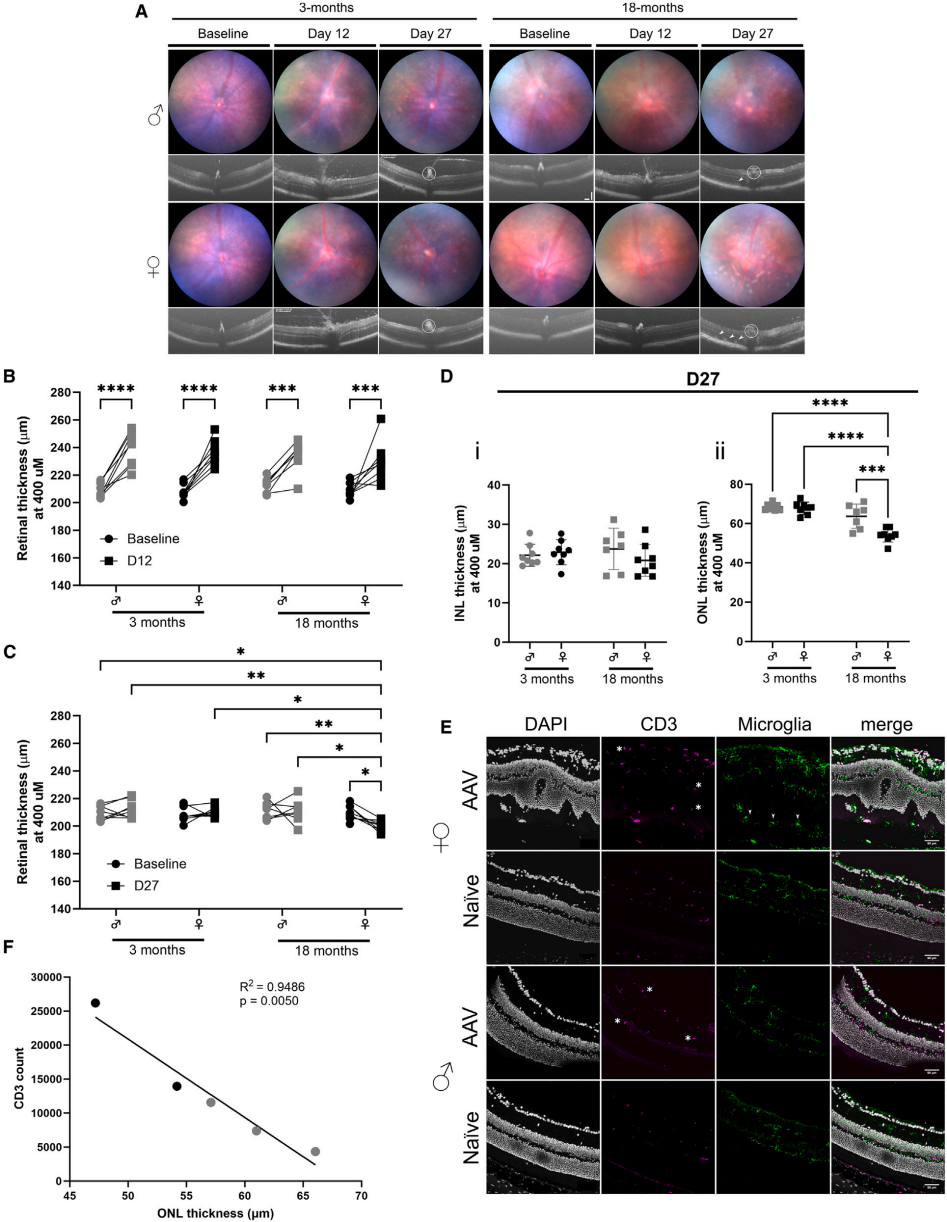
Old female retinas degenerate after IVT delivery of AAV (A) Representative clinical images (fundal and OCT) to show changes after AAV injection. White circle in OCT image indicates thickening of optic nerve head, and white arrows indicate hyper-reflective foci in the outer nuclear layer (ONL). (B and C) Graph shows total retina thickness at baseline (pre-injection) compared to day 12 (B) and baseline compared to day 27 (C) post-AAV injection. (D) Graphs show inner nuclear layer (INL) thickness (i) and ONL thickness (ii) at day 27 post-injection. (E) Immunohistochemistry staining of CD3^+^ (magenta) cells, tdTomato^+^ microglia (green), and DAPI staining of nucleus (white) on sections from 18-month-old male and female mice at day 28 post-AAV injection. Bright CD3^+^ (magenta) cells are indicated by white asterisk. Microglia (green) migration to the SRS is indicated by white arrowheads. (F) Simple linear regression analysis of ONL thickness measured from clinical images on day 27 against total number of CD3^+^ cells quantified from the same eye on day 28 (*n* = animal). Black indicates females and gray indicates males. All analysis carried out by two-way ANOVA with Holm-Šídák multiple comparisons; ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001; graphs are mean ±SD. For (B)–(D), *n* = eye.

The clinical presentation of hyper-reflective foci was identified as folds in the retina *ex vivo* and correlated with greater inflammation (presence of CD3^+^ cells) and migration of microglia to the SRS (Figure 6E). In our earlier flow cytometric analyses (Figure 3), we identified a greater retention of CD3^+^ cells at late inflammation (day 28) in old animals, with the mean number of cells equivalent to those seen at peak inflammation for young animals (day 12). We therefore employed these data to investigate correlation of tissue degeneration and to late (day 28) infiltrating T cells. Plotting the number of CD3^+^ immune cells at late inflammation in aged mice against the respective ONL thickness identified a significant inverse correlation (*p* = 0.0050; Figure 6F). These data indicate a degenerative effect of AAV IVT, with increased risk in aged females and correlating to the retention of high numbers of CD3^+^ cells at late inflammation (day 28) and migration of microglia to the SRS.

## Discussion

AAV immune response and subsequent toxicity have arguably limited gene transfer and therapeutic efficacy, making the prevention of immunogenicity a key focus of gene therapy research.^20^^,^^38^^,^^39^ However, the inclusion of age and sex as potential determinants of immune response has been largely neglected in preclinical development, despite the known divergence. Here, we provide evidence and a description of changes to characterize the influence of these factors on the retinal inflammatory response to IVT delivery of AAV2. We identify sex and age differences in the innate (resident microglia) and adaptive response (lymphocyte infiltrate) to AAV2. Sex differences in the microglial response are retained with age, although for both sexes, age leads to an enhanced and chronic response to viral stimulus. Old females display the greatest divergence in the microglia response to AAV and display morphological evidence of retinal degeneration. Our data highlight the importance of continued interrogation of age and sex to improve our understanding and develop future strategies to prevent inflammation and produce safer and effective gene therapies for all target patient groups.

Clinically, the inflammatory response to AAV2 stimulus in young animals has similar presentation between male and female mice. We consistently observe an early peak in ocular inflammation (days 10–12) demonstrated by PVS and vitritis (cellular infiltrate), which does spontaneously subside by day 28 (Figure 1). While inflammation appears to be resolving clinically by day 28, *ex vivo* analysis reveals that P2RY12 expression in microglia is only partially recovered and CD45^+^ infiltrate remains elevated (Figure S8), supporting the notion of a persistent and subclinical change in the ocular immune environment. These findings are consistent with previous observations of GTAU kinetics in response to IVT delivery of AAV2,^3^ indicating a robust and definitive inflammatory effect of AAV2 in the eye, which is specific to AAV2-injected eyes compared to buffer-controlled sham injection (Figure S7). Further longitudinal studies may inform whether inflammation fully resolves and returns to naive levels or whether these alterations to the immune threshold persist.

Here, we chose to analyze the effects of AAV2, which, along with AAV2.7m8 (derived from AAV2), make up the current choice in clinical trials for IVT-delivered gene therapies.^27^ However, whether these findings are specific to AAV2 or widely applicable to other AAV capsid serotypes is called into question. Wiley et al.^40^ provide a detailed comparison of AAV capsids and route of delivery to the eye and the ocular inflammatory response in rats. These data demonstrate subclinical inflammation in AAV2 and AAV6 vectors, while AAV1, AAV8, and AAV9 have mild to no inflammation. Importantly, however, only AAV2 and AAV6 reliably transduced the retina. While Wiley et al.^40^ did not observe a correlation with GFP expression and inflammation, a study of suprachoroidal injected AAV8 in non-human primates indicated that GFP expressed scleral fibroblasts as a driver of adaptive inflammation,^41^ which could suggest that efficacy of infection along with transgene product expression drive a greater inflammatory response. Furthermore, and in agreement with our findings (Figure 1), Wiley et al. demonstrated the migration of Iba1^+^ cells (microglia and circulating monocytes) to the outer retina after IVT injection of both AAV2 and AAV6, suggesting activation and changes to microglia function during infection. However, further studies to directly compare microglial changes in response to different AAV serotypes across age and sex would be required to confirm whether there is a common response.

Despite the similarities in clinical presentation between males and females, our analysis of known inflammatory microglia markers^21^ suggested divergence in molecular changes behind the response (Figure 2). Transcriptomic profiling of microglia revealed similar molecular changes, with 70.5% of female-only DEGs at day 12 overlapping with male DEGs. However, males had an enhanced response with the upregulation of viral-specific gene expression changes in IFN response and proliferation compared to females (Figure 3). The magnitude of change could, in part, be explained by sex differences in the baseline naive expression of viral-responsive genes. 

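The mean log2 CPM of the 16 IFN genes of Fig. 3E, with a prior count of 2, was 4.48 ± 0.3 (SD, n = 4) in naive females of 3 months and 3.89 ± 0.0218 (SD, n = 3) in naive males. The difference of 0.582 had an exact permutation p of 0.0571 (two-sided), the smallest that 4 libraries against 3 allow, since every female library was above every male one. Within the collection days it was 0.649 and 0.517. The 16 genes come from the paper's calls in males alone at day 12 on these libraries. That choice favours low values in naive males, so the test is not independent of how the genes were chosen. *Irf1* was at 108 ± 47.2 CPM (SD, n = 4) in naive females and 63.1 ± 12.7 CPM (SD, n = 3) in naive males, with overlapping libraries.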

For example, IFN-associated genes, including IFN regulatory factor (*Irf1*), are enriched in naive female brain microglia^42^^,^^43^ and subsequently are found to be more responsive to IFN stimulation.^42^^,^^44^ Indeed, in our data, naive female microglia display higher expression of the IFN-related genes compared to males (Figure 3E). However, sex comparisons of these genes at day 12 still demonstrate much higher expression for these genes in male microglia (Figure 3E), and together these transcriptomics data support a more prominent role for microglia in the male AAV inflammatory response.

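At day 12 the mean log2 CPM of the 16 genes was 6.93 ± 0.222 (SD, n = 4) in 3-month-old males and 6.31 ± 0.48 (SD, n = 4) in females. The difference of 0.626 was not distinguishable from the spread between libraries (exact permutation test, two-sided, p = 0.114) when the collection days were pooled, where the highest female library, at 7, lay among the males at 6.71 to 7.24. Within the collection days, each with 1 library of one sex and 3 of the other, every male library lay above every female one, and the difference was 0.817 and 0.83. With uncorrected counts it was 0.763, with an exact permutation p of 0.0286, the smallest that 4 against 4 allow. The choice of these genes from calls in males alone favours higher values in males at this day as well.

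**Figure D2:**
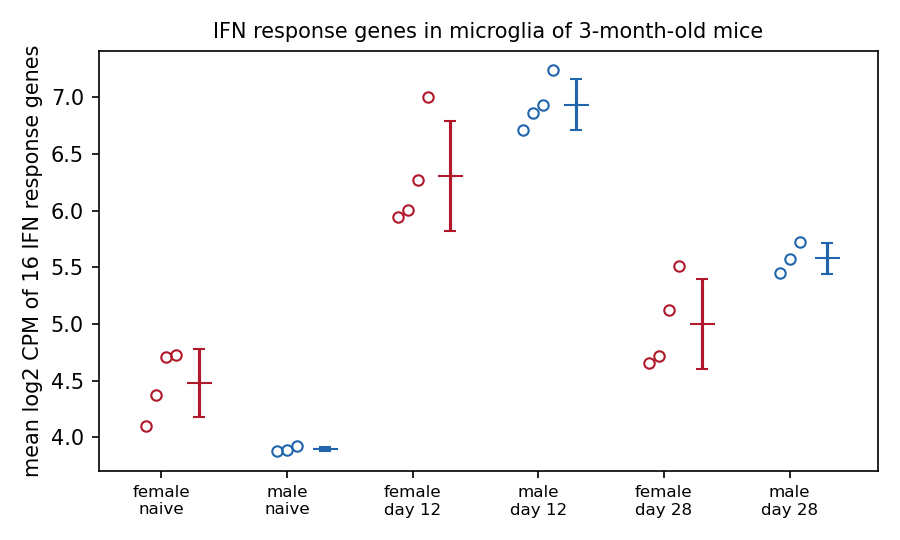
Mean log2 CPM of the 16 IFN genes in microglia of 3-month-old mice, by sex and day. Each circle is a library, and the horizontal bar and whiskers beside them are the group's mean and SD. Naive females lie between 4.1 and 4.73 and naive males between 3.88 and 3.92. At day 12 the 2 sexes overlap when the collection days are pooled, and not within either day.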

While transcriptomic analyses identify a dampened microglia response in females, clinical presentation remains similar, suggesting that inflammation is achieved through divergent mechanisms and cell types between males and females. Female mice have an expanded resident T cell population in the periphery,^13^^,^^45^ which expresses higher levels of inflammatory and antiviral genes upon stimulation.^46^ Furthermore, in a mouse spinal nerve injury model, allodynia is preferentially mediated by infiltrating T cells in females, while in males, microglia are the main drivers in this pain response.^45^ In young mice, we observe sex differences in the proportion of different CD3^+^ T cell subsets (CD4^+^, CD8^+^ or CD4^−^CD8^−^) and a more rapid increase in CD4+ cells during peak inflammation days 10–12 (Figure 4). Importantly, even with delivery of a lower, “non-inflammatory” AAV2 dose, only female mice display an increased number of infiltrating T cells to the retina, with elevated CD4^+^ counts at early/peak inflammation and CD4^+^ and CD8^+^ cells both increased at the late stage (Figure S6). These findings could indicate a greater importance for infiltrating T cells in regulating the AAV2 inflammatory response in females. Further analyses of the inflammatory response such as immunophenotyping T cell subsets (e.g., Th1, Th2, Th17), using targeted pharmacological interventions to inhibit the adaptive infiltrate or conversely ablate the microglial compartment, and examining other retinal antigen-presenting cells (e.g., Müller glia) will inform pathways where sexual divergence lies within the mechanisms that ultimately drive a similar clinical response.

The ocular inflammatory response to AAV2 is altered with age, with older males and females demonstrating prolonged and persistent elevation of immune cells (microglia, CD45^+^CD3^+^, CD45^+^CD11b^+^; Figure 5). However, the transcriptomic changes observed in the microglial response to AAV2 across age are more distinct in female mice (Figures 6 and S9). The transciptomic response to AAV2 for aged male microglia was similar compared to young males, although the magnitude of change in gene expression is greater during peak inflammation for 18-month-old mice, suggesting an enhanced inflammatory response (Figure 6). Female mice similarly have an enhanced response at 9 months of age, comparable to age-matched male counterparts (Figure S9). However, by 18-months, their microglia exhibit a distinct and dysregulated inflammatory response and prolonged expression of a pro-inflammatory microglia gene signature (Figure 6). Age-related sex differences in the functional phenotype of microglia is known in the CNS, where aging female microglia have a greater increase in the expression of genes associated with inflammatory processes and an activated state.^22^^,^^47^^,^^48^ In mouse models of Alzheimer disease (AD), the switch to a disease-associated gene signature in microglia occurs earlier in females^49^ and is more pronounced.^50^ These findings support a key role for age- and disease-related microglial changes in driving the sex bias for AD prevalence and pathology.^22^ Similarly, in response to IVT AAV2, we observe a significant degenerative response (thinning of the retina) in aged females only (Figure 7), which also maintains a dysregulated inflammatory microglia signature and accumulation in the SRS at the late inflammation time point. These observations highlight the risk and potential of adverse reactions to AAV gene therapy in women and emphasize a clear rationale and need for further evaluations to delineate the mechanisms responsible for such sex-specific disease-associated differences. One hypothesis for the greater variance across age in females could be the change in sex hormones across the lifespan. Certainly, estrogen signaling is important for anti-inflammatory and neuroprotective signatures in microglia in neurological disease, with both reduced hormone levels and reduced receptor expression implicated.^51^ Mice enter reproductive senescence between 9 and 12 months,^52^ and a reduction in basal levels of estradiol is seen from 10 months.^53^ Although we did not assess hormones in this study, the correlation of age-related changes and the anti-inflammatory role of estrogen signaling in the microglia response would warrant further investigation in the context of the dysregulated microglia response to AAV2 in old females. Assessment via targeted interventions (pharmacological or genetic) to modulate the functional phenotype of resident microglia and/or peripheral immune cells or manipulate sex hormone expression will build our understanding of how the identified transcriptomic changes link and contribute to the degenerative phenotype.

Collectively, our data demonstrate significant sex and age effects on the immune response following IVT delivery of ocular gene therapy. These findings have implications for relative AAV safety depending on sex and age. Women are disproportionately affected by the majority of ocular diseases, including age-related conditions such as AMD and glaucoma.^54^^,^^55^ Gene therapy to treat AMD is an emerging approach, with 13 AAV-delivered treatments in clinical trials^56^ and an ongoing pre-clinical focus on developing gene therapies for glaucoma.^57^ Although the reporting of patient sex in the publication of clinical trial outcomes is improving, data are not sex disaggregated.^8^^,^^29^^,^^58^ Sex differences in transgene expression have been observed in pre-clinical studies with AAV delivery to liver or systemically,^59^^,^^60^ with females showing lower levels of transgene expression, linked to both sex hormones^59^ and a more robust humoral immune response in females.^60^ Our study demonstrates that aging patients, in particular, women receiving ocular gene therapy, could be at a higher risk of developing chronic inflammatory effects and associated adverse effects. These findings highlight the need to stratify data in both pre-clinical studies and clinical trials to best identify therapeutic efficacy and mitigate risk for different patient populations. Moreover, further investigations of the immune pathways and cellular responses with these biological backgrounds (age and sex) will be crucial for the development of prevention strategies to make AAV gene therapy safe and effective for all patients.

## Materials and methods

### Animals

*Cx3cr1CreER:R26-tdTomato* mice on a C57BL/6J background were originally provided by Clemens Lange (University of Freiburg, Freiburg, Germany). Homozygote breeding colonies were established at the University of Bristol, and offspring crossed with C57BL/6J mice to generate heterozygotes were used here for experiments. To activate tdTomato expression locally in the retinal microglia, animals were dropped 3 times daily (every 2–3 h) with 5 mg/mL tamoxifen (T5648; Sigma-Aldrich, Poole, UK) in corn oil (C8267; Sigma-Aldrich) for 3 days, followed by a washout period of at least 4 weeks, before using animals in experiments. This allowed for increased specificity of microglial labeling.^21^ This mouse strain was confirmed negative for the Rd8 mutation.^21^^,^^61^ Except for one experiment on aging animals (see Figure 4), equal numbers of sex-matched mice were used and are identified in the data presentation.

C57BL6/J animals of 3 and 11–12 months old, with equal numbers of males and females, were acquired from Charles River Laboratories (Harlow, UK). Mice were housed at the University of Bristol Animal Services Unit under specific pathogen-free conditions with food and water *ad libitum*. All procedures were approved by the University of Bristol Ethical Review Group. Work was conducted in accordance with the UK Home Office license (PPL 9783504) and the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Visual Research.

### *In vivo* procedures

Prior to any procedure, pupils were dilated using topical tropicamide 1% w/v and phenylephrine 2.5% w/v (Minims; Chauvin Pharmaceuticals, Romford, UK), before anesthesia with 2% isofluorane (Piramal Critical Care, West Drayton, UK). AAV was administered by IVT injection (2 μL/eye), using a 33G needle on a microsyringe under direct visualization (Hamilton Company, Reno, NV). Retina fundal imaging and OCT scans were captured using Micron IV (Phoenix Research Laboratories, Pleasanton, CA). For tdTomato imaging, a 550/25-nm band-pass excitation and 590-nm long-pass emission filter were used (Edmund Optics, Barrington, NJ). Gain was set to +3 dB and the frames per second (FPS) to 15, or +12 dB and 2 FPS for bright-field and tdTomato fluorescence imaging, respectively. The retinal thickness and MFI (tdTomato) were determined using Fiji.^62^ Mice were assigned to groups (naive, day 12, and day 28 post-AAV IVT) in a constrained randomized order within blocks, depending on cage allocations and the litter they were derived from. Experiments in the young animals were made up of groups of males and females derived from the same litters. For the aging experiments, treatments were split across male and female littermates for 9-month-old animals. Of the 18-month-old animals 4/12 males were littermates, and 6/11 females were used. The remaining animals were made up of animals aged from several different litters.

### Plasmid cloning and AAV production

In this study we used an io2 vector with a TLR9 inhibitor oligonucleotide sequence. TLR9, an immune sensor for viral DNA, plays a key role in detecting AAV genomes and triggering innate immune responses.^5^ Our prior work with IVT administration of an AAV io2 vector (AAV.CMV.GFP.WPRE.io2) in mice identified that despite the TLR9 inhibitory oligonucleotide sequence, intraocular inflammation is still observed, suggesting that multiple factors contribute to GTAU. Here, we sought to use a similar system for this study but generated an AAV.CMV.null.WPRE.io2 vector (Figure S1) using restriction digest to remove the confounding foreign transgene (GFP) sequence from AAV.CMV.GFP.WPRE.io2. AAV vectors were packaged into AAV2 capsids and purified (CsCl density gradient) by VectorBuilder (Edinburgh, UK). The final product was concentrated in PBS supplemented with 200 mM NaCl and 0.001% pluronic F-68. Viral titer (1.63E13 gc/mL) was determined by VectorBuilder using qPCR of the inverted terminal repeat. The virus is provided with a certificate of analysis confirming negative sterility and mycoplasma tests and purity confirmed as >80%. Endotoxin levels are guaranteed <10 endotoxin units per milliliter.

### Histology and microscopy

For tissue sectioning, single eyes were enucleated and fixed for 24 h in 1% cytofix/cytoperm (554714, BD Biosciences, Oxford, UK) at 4°C, before transferring them to 20% sucrose (84100-250G, Sigma-Aldrich) solution in Dulbecco’s PBS (D8537, Sigma-Aldrich) for a further 24 h at 4°C. Eyes were then frozen on dry ice in optimal cutting temperature solution (LAMB/OCT, Thermo Fisher Scientific, Oxford, UK) and stored at −70°C until sectioning. Using a Leica CM3050S cryostat, 12-μm-thick sections were made onto Epredia Superfrost Plus slides (MIC3040; Scientific Laboratory Supplies, Nottingham, UK) and stored at −20°C.

For flat mount staining, eyes were fixed for 30 min on ice in 4% paraformaldehyde (16% diluted in PBS; 28908, Thermo Fisher Scientific) before a further fixation in 1% cytofix/cytoperm for 24 h at 4°C. Eyes were then dissected into posterior cups and retinas separated from RPE/choroid before blocking in 1× BD perm/wash (554714, BD Biosciences) with purified rat anti-mouse CD16/32 Fc block (clone 2.4G2; 553142, BD Biosciences) 1 in 100 and 5% normal donkey serum for 24 h at room temperature. Primary antibodies (Table S26) were diluted in 1× BD perm/wash and incubated at room temperature for 72 h. Tissue was washed 3× in PBS for 1 h before incubating with secondary antibody diluted in 1× BD perm/wash (Table S26) for 24 h at room temperature. Tissue was mounted in Ce3d solution (427704, BioLegend, London, UK) and imaged on a Leica SP5II.

For section staining, tissue was blocked (purified rat anti-mouse CD16/32 Fc block diluted 1 in 100 with 1% bovine serum albumin in PBS) for 1 h at room temperature and primary antibody (Table S26) was added at 4°C overnight. Tissue was washed 3× in PBS before incubation with relevant secondary antibodies (Table S26) for 2 h at room temperature. Following a further three washes in PBS, DAPI (Table S26) was added (1 in 10,000 in PBS) for 5 min at room temperature before mounting in VectaShield anti-fade medium (H1000, Vector Laboratories, Newark, CA). Images were captured using a Leica SP8.

For ONL and INL thickness analysis, sections were stained for 5 min at room temperature in DAPI (1 in 10,000 in PBS) before mounting in anti-fade mounting medium. Images were captured at 10× magnification on an EVOS FL (Invitrogen, Oxford, UK).

ONL and INL thickness analysis and image processing were performed using Fiji.

### Flow cytometry

Following enucleation, single eyes were dissected using a limbal incision to remove the posterior segment. Whole retina and vitreous were extracted and together with 100 μL ice-cold PBS transferred into a 1.5-mL microfuge tube. The tissue was mechanically dissociated by rapping the tube across an 80-well standard rack. Samples were then passed through a 96-well 60-μm nylon mesh filter plate (Merck Millipore, Watford, UK) by centrifugation at 400 × *g* for 5 min. Supernatant was discarded, and the cell pellet was resuspended in cell staining buffer (420201, BioLegend) before transfer to a 96-well V-bottom plate for staining. Spleen and brain were mechanically dissociated with a syringe plunger and passed through a 70-μm cell strainer with ice-cold PBS. Cells were pelleted at 400 × *g* for 3 min and resuspended in ammonium-chloride-potassium buffer to lyse erythrocytes before pelleting and a final re-suspension in FACS buffer.

To stain samples, cells were first blocked with purified rat anti-mouse CD16/32 Fc block (clone 2.4G2; 553142, BD Biosciences) diluted (1 in 50) in FACS buffer for 20 min at 4°C, followed immediately by addition and incubation with antibodies (Table S26) for 30 min at 4°C. For the identification of live populations, cells were additionally stained with DAPI (included with antibodies in the total stain) or 7AAD (added in FACS buffer after antibody stain; Table S26).

A four-laser Fortessa X-20 flow cytometer (BD Cytometry Systems, Oxford, UK) was used to acquire cell suspensions, and compensation was performed using OneComp eBeads (Thermo Fisher Scientific). For compensation of tdTomato, cell suspensions were prepared from *Cx3cr1CreER26-tdTomato*^*+/−*^ brains. Fluorescence-minus-one controls were used to assist in the gating of microglia markers. For the analysis of inflammation in aging animals (Figure 5), an LSR II flow cytometer (BD Cytometry Systems) was used to acquire samples. A standard curve was generated with seven 2-fold serial dilutions of a known concentration of splenocytes (top standard 20E6), which were acquired on the flow cytometer in a similar manner to the samples, allowing for calculation of absolute counts.^63^ Data were analyzed using FlowJo software (Tree Star, San Carlos, CA). Single retinas were used for flow cytometric analysis, and contralateral eyes were fixed for flat mount or section tissue staining.

### Fluorescent-activated cell sorting

Single eyes were processed from naive (*n* = 3–4 of each sex and age or *n* = 2 for 9-month-old males), day 12 (*n* = 3–4), and day 28 (*n* = 3–4) post-AAV injection. Single-cell suspensions from retinas were made, as described earlier and re-suspended in 250 μL FACS buffer. Microglial cells (tdTom^hi^ and DRAQ7) were sorted immediately after the addition of DRAQ7 (one drop; DR77524; Biostatus, Shepshed, UK) using a BD Influx Cell Sorter. Samples were prepared in small batches to maintain cell viability and ensure high-quality RNA.

From each sample, 600 cells were sorted directly into 0.2-mL endonuclease-free tubes containing 0.05 μL RNase inhibitor, 0.95 μL lysis buffer, and 7.5 μL nuclease-free water (previously optimized^21^), using reagents from SMART-Seq version 4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA, Mountain View, CA). Each batch was randomized to include a mix of all conditions to mitigate the batch effects of sort and cDNA preparation. Samples were collected over 2 days, with all samples collected in 1 day processed to cDNA preparations together (sorted samples were stored in lysis buffer on ice until all samples were collected). Contralateral eyes were either used for flow cytometry analysis (LSR II, Figure 5) or fixed for tissue staining (Figures 1 and 6).

### RNA-seq

The SMART-Seq version 4 Ultra Low Input RNA Kit for Sequencing was used for cDNA preparation and amplification (16 PCR cycles), according to the user manual, before cDNA isolation using the Agencourt AMPure XP Kit (Beckman Coulter, Brea, CA). Quantification of cDNA was performed using the Agilent High Sensitivity DNA Kit on an Agilent 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA), and 150 pg of cDNA was used for library preparation using the Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA).

The Illumina NextSeq 500/550 High Output version 2 kit (75 cycles) on an Illumina NextSeq 500 Sequencing System was used to sequence samples to depths of up to 2.9 million single-end 75-nt length reads per sample. NextSeq Control Software version 2.0 and Real-Time Analysis Software version 2 were used for image analysis, base calling, and generation of sequence reads before conversion to FASTQ files using the bcl2fastq2 version 2.20 software (Illumina), producing four FASTQ files per sample.

### Bioinformatics

Data were processed to read counts using Galaxy^64^ before exporting for further differential expression analysis performed in R studio (version 2022.12.0 + 353 and R version 4.2.2; Figure S2). Sequencing data were first assessed by FASTQC^65^ and data were compiled using multiQC (version 1.11; Figure S2) before mapping using STAR (version 2.7.8a) and reference index mm10. All samples produced high-quality sequencing data, with the majority of samples achieving >80% in unique mapping, and the lowest achieved was 73.6%. Resulting bam files were concatenated using mergeSAMfiles (version 2.18.2.1), and read counts were determined using feature counts (version 2.0.1) with refGene (UCSC genome browser database: https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/genes/) for annotation. ComBat_seq in sva (Surrogate Variable Analysis, version 3.46.0) was used to remove batch variation from sample collection (Figure S2) before applying DESeq2 (version 1.38.0) for differential expression analysis (log fold change [LFC] and *p* adjusted values applied are reported in the supplemental tables). For gene enrichment analysis, webgestalt^66^ was used to assess over-representation analysis in GO by BP terms. The full protein-coding genome was used as a reference gene list, and standard parameters were used, including the Benjamini-Hochberg test for multiple testing. PCA plots and heatmaps were produced in R Studio. Heatmaps were generated from the *Z* scores of transformed data (variance stabilizing transformation, DESeq2).

### qPCR

Remaining cDNA preparation from the SMARTSeq kit was used as input to validate the sequencing platform (Figure S3). Samples were analyzed using PowerUp SYBR Green Master Mix (A25742; Thermo Fisher Scientific), with 1 ng cDNA and 500 nM of each primer as input (list of primers in Table S27). All samples were run in duplicate on a Quantstudio 3 Real-Time PCR system (A28137; Thermo Fisher Scientific).

### Statistical analysis

All remaining statistical analyses were performed in GraphPad Prism (version 9.4.0, GraphPad Software, San Diego, CA). For analysis of flow cytometric data, a two-way ANOVA with independent factors treatment and sex or treatment and age was applied. Where significant effects were identified by two-way ANOVA, the Holm-Šídák test was used for further multiple comparison. Where significance was seen for treatment only, then a direct comparison of treatments was assessed (separated by sex), if row and column were both *p* < 0.1 by two-way ANOVA, all terms were compared. Each time point was compared to naive controls in separate tests. No significant differences were observed comparing baseline retinal thickness between ages, and thus when treatment groups were added, statistical analysis was performed for each age separately, to keep two independent factors (sex and treatment). For the aging flow cytometric data, significant differences were observed for treatment compared to age-matched naive eyes; however, for simplicity and to focus on age effect, only the significant differences between ages are displayed in the figure. Simple linear regression was used to compare CD3 count to ONL thickness. All data in graphs and text are expressed as mean ±SD. A Fisher’s exact test was used to compare frequency distribution of clinical presentation variables (male vs. female), such as PVS, cellular infiltrate, and retinal folds.

## Data and code availability

The RNA-seq dataset generated in this study can be found at the Gene Expression Omnibus repository, accession number GSE266332. All other raw data will be made available by authors at request.

## Acknowledgments

The research was supported by the 10.13039/501100000272National Institute for Health and Care Research (NIHR) Biomedical Research Center based at Moorfields Eye Hospital NHS Foundation Trust and UCL Institute of Ophthalmology (BRC4-03-RB414-405), the 10.13039/100010269Wellcome Trust (Institutional Translation Partnership Award Fellowship; 222064/Z/20/Z), the 10.13039/501100000265Medical Research Council (Impact Acceleration Account; MR_X502856_1), Sight Research UK (SAC054) and The Underwood Trust. The authors wish to thank Andrew Herman, Poppy Miller, Celyn Dugdale, Helen Rice (Flow Cytometry Facility, University of Bristol), Christy Waterfall and Jane Coghill (Genomics Facility, University of Bristol), the Wolfson Bioimaging Facility, and the University of Bristol Animal Services Unit for their technical assistance.

## Author contributions

A.J.C., P.M.L., A.W., and D.A.C. performed the experiments. Y.K.C. provided materials. A.J.C., P.M.L., Y.K.C., A.D.D., and D.A.C. planned the experiments. A.J.C. analyzed the data. A.J.C., A.D.D., and D.A.C. drafted the manuscript. A.J.C., Y.K.C., A.D.D., and D.A.C. revised and edited the manuscript.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Characterization of the ocular inflammatory response to AAV reveals divergence by sex and age
**Source:** Mol Ther. 2025 Jan 17;33(3):1246–63. doi: 10.1016/j.ymthe.2025.01.028
**Supplement:** Document S1. Figures S1–S11 and Tables S26 and S27

**YMTHE, Volume 33**

## **Supplemental Information**

### **Characterization of the ocular inflammatory response to AAV reveals divergence by sex and age**

**Alison J. Clare, Philip M. Langer, Amy Ward, Ying Kai Chan, Andrew D. Dick, and David  
A. Copland**

## Supplemental Figures

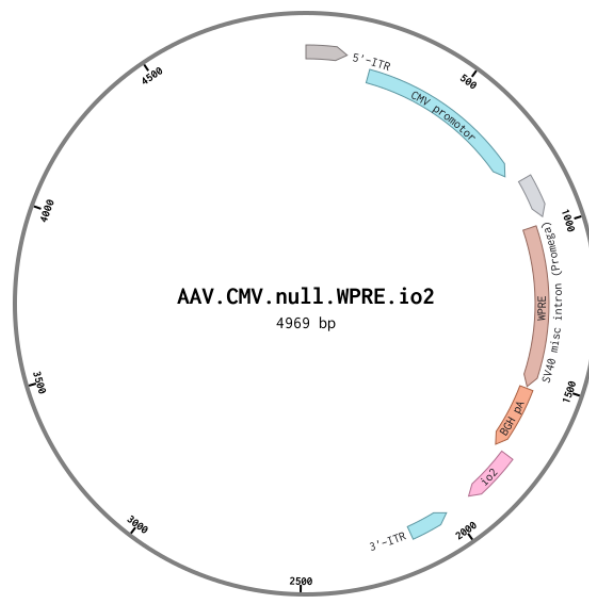

**Figure S1. AAV plasmid map.** Plasmid map for AAV2.CMV.null.WPRE.io2 vector. CMV; cytomegalovirus, WPRE; woodchuck hepatitis virus post-transcriptional response element, bGH pA; bovine growth hormone polyadenylation signal.

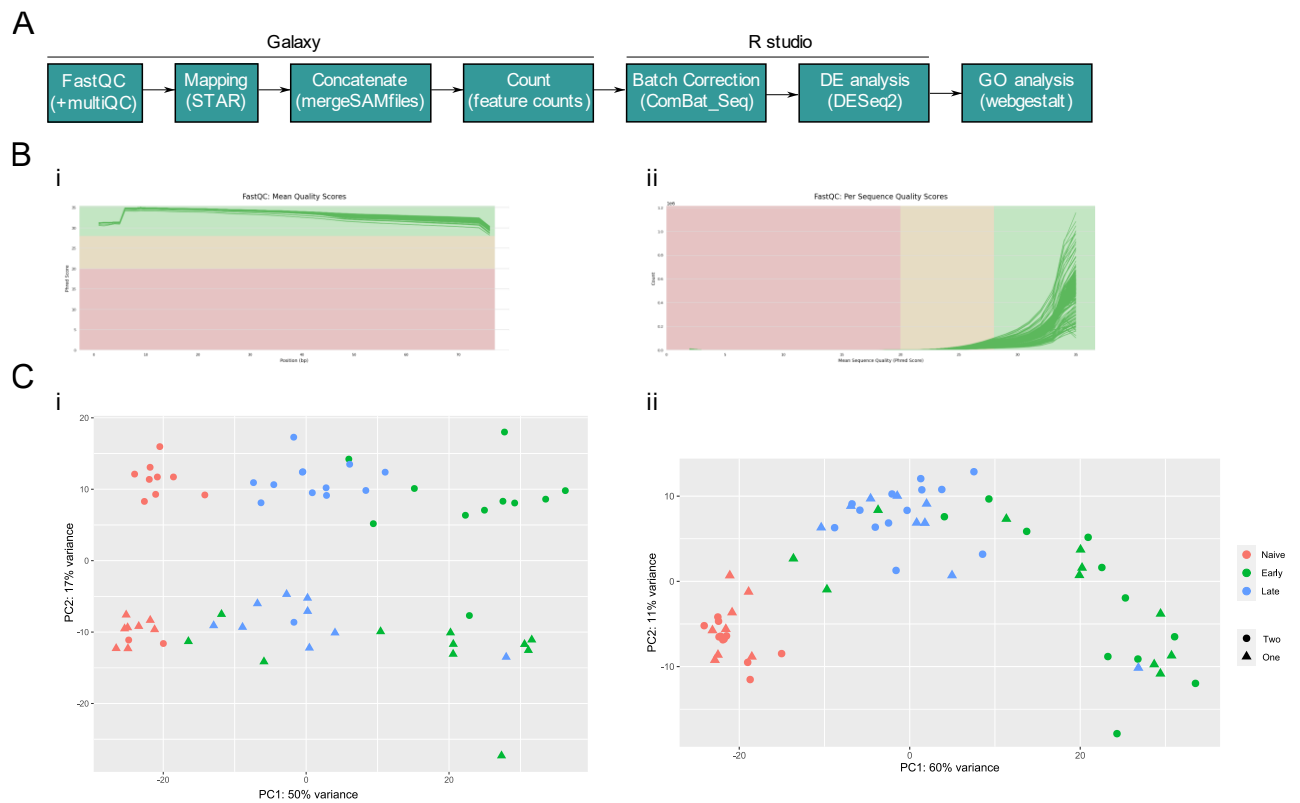

**Figure S2. RNA-seq data processing.** (A) The bioinformatics pipeline applied to process RNA-seq data. (B) FastQC/multiQC analysis revealed Phred quality scores >30 in all base positions (i), and a mean Phred score >30 for most reads (ii). (C) PCA clustering analysis identifies a separation by batch, indicating variation by batch collection (group 1 vs group 2) (i). This is corrected using combatSeq (ii).

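PCA of the uncorrected counts of all 64 libraries placed 49.9% of the variance on PC1 and 13.1% on PC2. The collection day accounted for 70.9% of the variance along PC2 and for 0.11% along PC1, where the groups of age, sex and day accounted for 83%. On PC2 the mean was -9.63 over the 29 libraries of the first collection day and 7.97 over the 35 of the second.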

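After the correction, in the 63 libraries of the batch-corrected table, the collection day accounted for 0.0125% of the variance along PC1 and 0.0221% along PC2, and PC1 held 59.6% of the variance. ComBat_seq was run again on the uncorrected counts of those libraries, with the collection day as the only term, and 100% of its values equalled the deposited ones. With the groups kept in its model, 60% of the values did, so the deposited correction was made without the groups.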

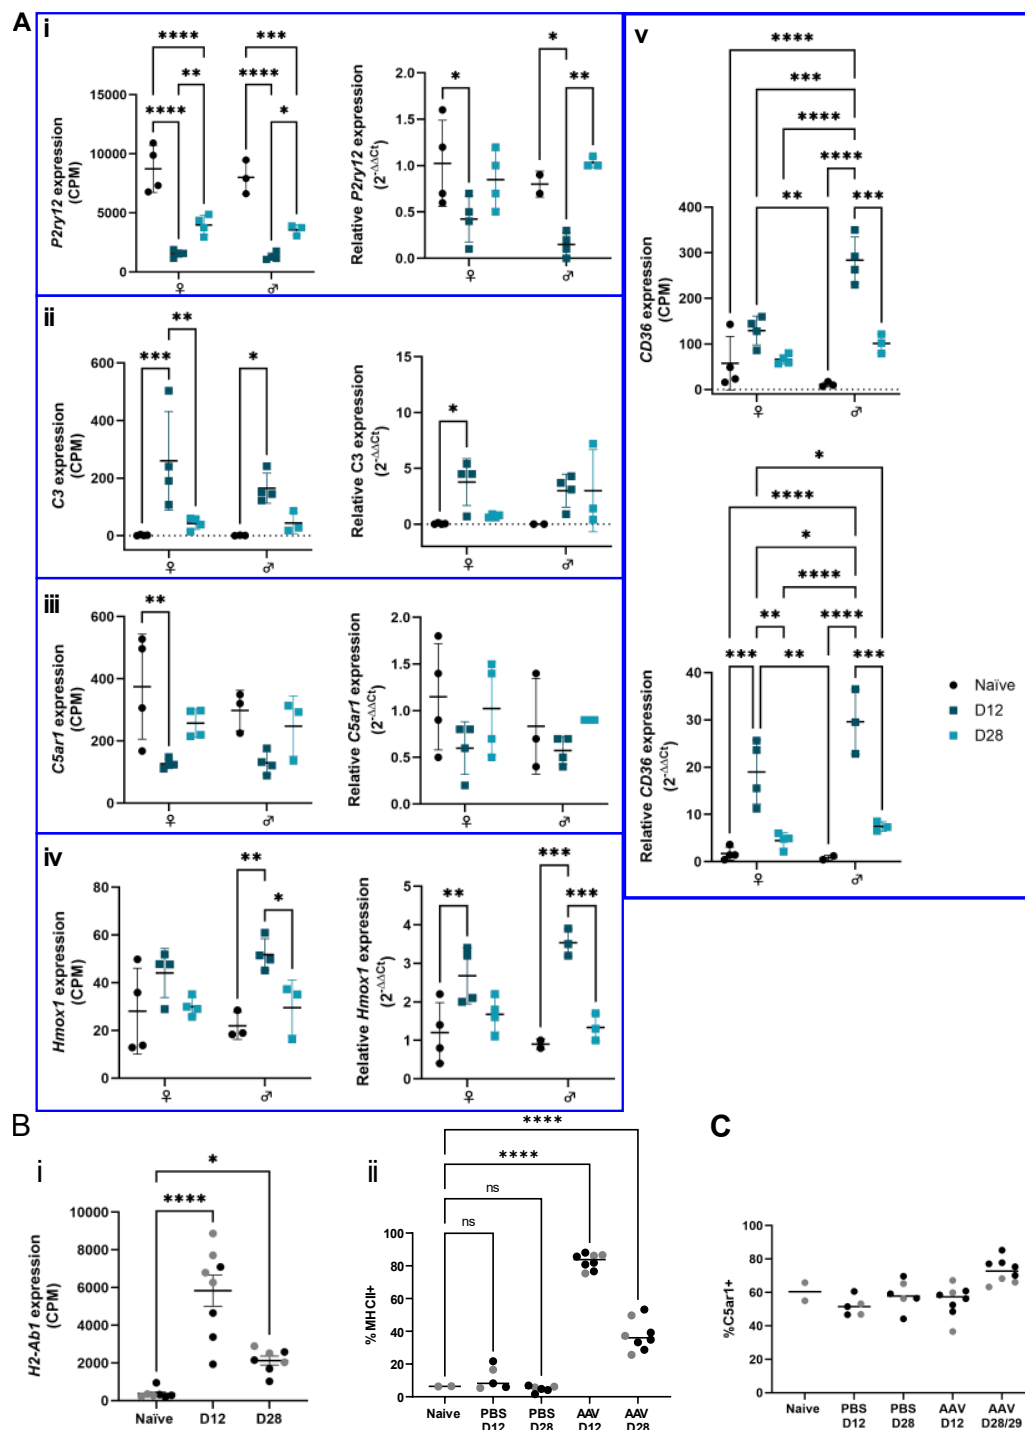

**Figure S3. Quantitative PCR validation of RNA-seq data.** (A) RNA-seq counts per million and qPCR relative quantification for *P2ry12* (i), *C3* (ii), *C5ar1* (iii), *Hmox1* (iv), *CD36* (v). (B) Comparison of RNA-seq counts per million of gene product H2-Ab1 (i) and flow cytometric analysis of protein equivalent IA/IE (MHCII) expression on microglia (ii). (C) Flow cytometric analysis of C5ar1 protein expression on microglia.

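RNA-seq values of these genes at 3 months are given as CPM of the batch-corrected counts. *P2ry12* (chromosome 3 of GRCm38, 59216271 to 59262985), a marker of resting microglia, was at 9010 ± 1680 CPM in naive females, 1560 ± 299 at day 12 and 3990 ± 826 at day 28 (SD, n = 4 each). In males it was at 7630 ± 1600 CPM (SD, n = 3), 1310 ± 318 (SD, n = 4) and 3570 ± 440 (SD, n = 3). Its log2 fold change at day 12 was -2.37 (standard error 0.24, edgeR adjusted p = 0.000102) in females and -2.45 (standard error 0.19, edgeR adjusted p = 7.83e-06) in males. At day 28 it was -0.99 and -1.02 (standard errors 0.23 and 0.21, edgeR adjusted p = 1 for both). Each adjusted p given for the genes of Fig. S3 is from the test against a log2 fold change of 1. A large one therefore does not mean that a gene was unchanged. *C3* (chromosome 17, 57203967 to 57228136) rose in females from 1.9 ± 1.64 to 260 ± 171 CPM at day 12 (SD, n = 4 each), a log2 fold change of 7.06 (standard error 0.58, edgeR adjusted p = 2.11e-07). In males no naive library had more than 3 counts of *C3*, and it was at least 127-fold higher at day 12 and at least 34.1-fold higher at day 28. *C5ar1* fell in females from 420 ± 109 to 127 ± 15.6 CPM at day 12 (SD, n = 4 each), with a log2 fold change of -1.57 (standard error 0.22, edgeR adjusted p = 0.0701). In males its log2 fold change was -0.79 (standard error 0.29, edgeR adjusted p = 1). *Hmox1* was at 51.9 ± 6.64 CPM (SD, n = 4) in day 12 males and 17.1 ± 2.84 CPM (SD, n = 3) in naive males, with a log2 fold change of 1.68 (standard error 0.3, edgeR adjusted p = 0.0903). In females it changed by 0.6 (standard error 0.31, edgeR adjusted p = 1). *Cd36* rose in males from 15.8 ± 8.21 CPM (SD, n = 3) to 284 ± 50.9 CPM (SD, n = 4), with a log2 fold change of 4.32 (standard error 0.32, edgeR adjusted p = 4.35e-07). In females it was at 54.2 ± 61.4 CPM and 129 ± 31.7 CPM (SD, n = 4 each), with overlapping libraries and an edgeR adjusted p of 0.903. The qPCR values were not used here.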

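*H2-Ab1*, the beta chain of the MHC class II molecule that the IA/IE antibody binds, lies on chromosome 17 of GRCm38 from 34263227 to 34269418. In females it was at 461 ± 335 CPM in naive microglia, 4270 ± 2190 at day 12 and 1860 ± 668 at day 28 (SD, n = 4 each). In males it was at 265 ± 29.1 CPM (SD, n = 3), 7410 ± 1140 (SD, n = 4) and 2480 ± 429 (SD, n = 3). The log2 fold change against naive was 3.34 (standard error 0.44, edgeR adjusted p = 0.000283) at day 12 and 2.22 (standard error 0.42, edgeR adjusted p = 0.111) at day 28 in females. In males it was 4.91 (standard error 0.19, edgeR adjusted p = 1.36e-10) and 3.31 (standard error 0.18, edgeR adjusted p = 1.24e-07). Flow cytometry values were not used here.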

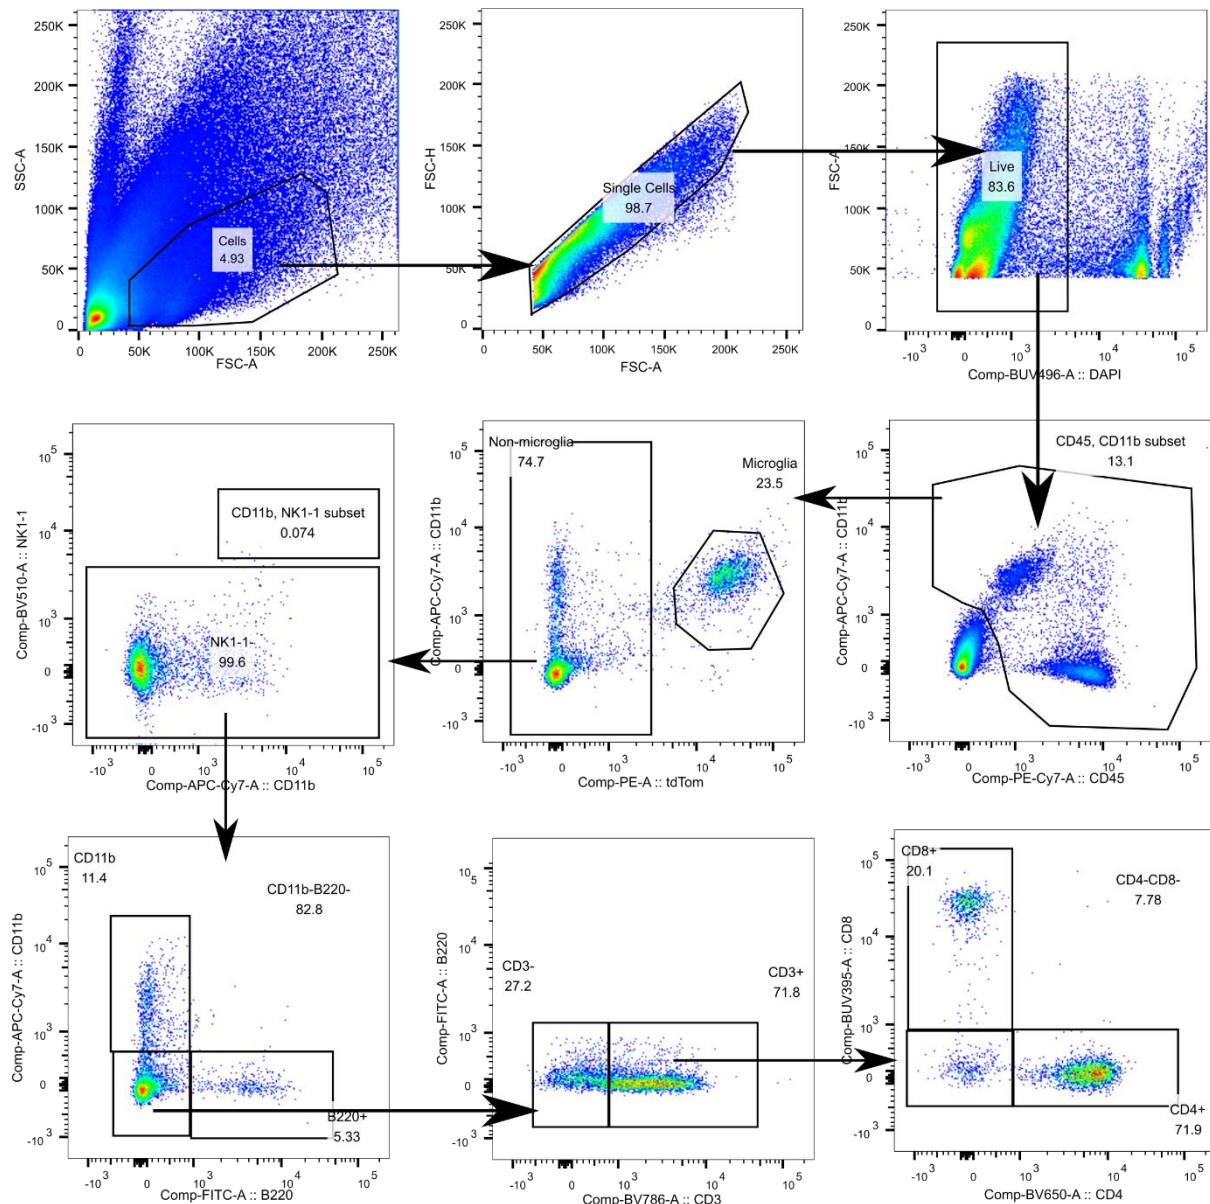

**Figure S4. Gating strategy for flow cytometric analyses.** Retinas were gated for cells, singlets, live cells, and immune cells. From here, they were separated into microglia (tdTomato+) and non-microglial cells (tdTomato-). Microglia cells were then assessed for % expression of different markers (e.g. CD44, BST2, P2RY12). Non-microglia cells were separated into myeloid cells (CD11b+), B cells (B220+ FITC or CD19+ BV421), and other (B220-, CD11b-). T cells were identified from B220-Cd11b- using CD3 and then further discriminated into CD4+, CD8+ and CD4-CD8-.

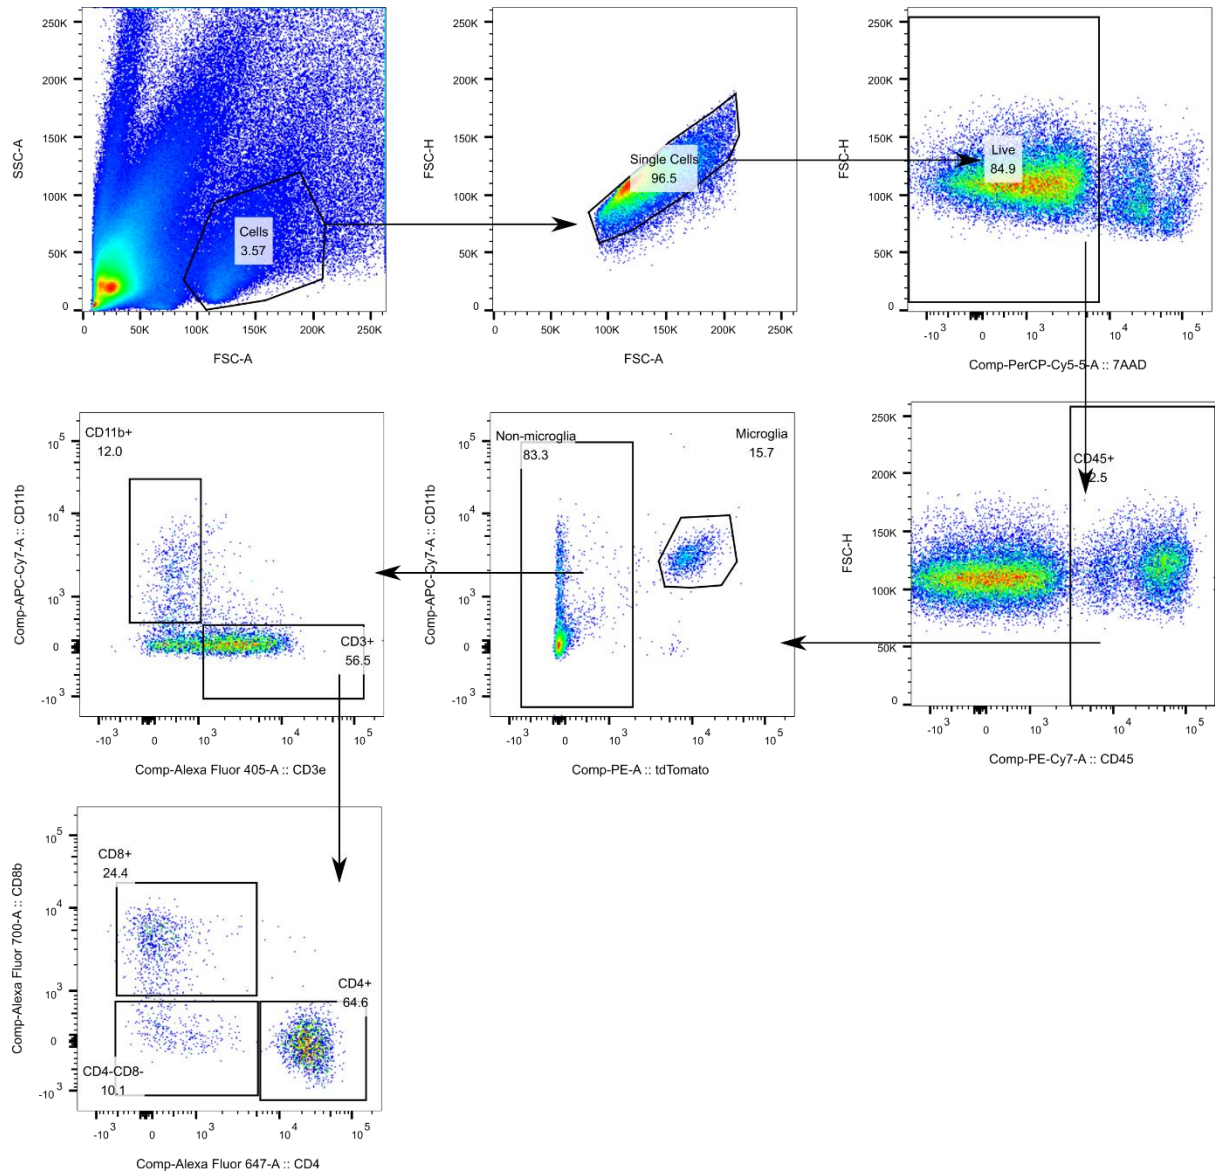

**Figure S5. Gating strategy for flow cytometry in Figure 5.** Retinas were gated for cells, singlets, live cells, and CD45+ cells. From here, they were separated into microglia (tdTomato+CD11b+) and non-microglial cells (tdTomato-). Non-microglial cells were separated into myeloid cells (CD11b+), and T cells (CD3). T cells were further categorised into CD4+, CD8+ and CD4-CD8-.

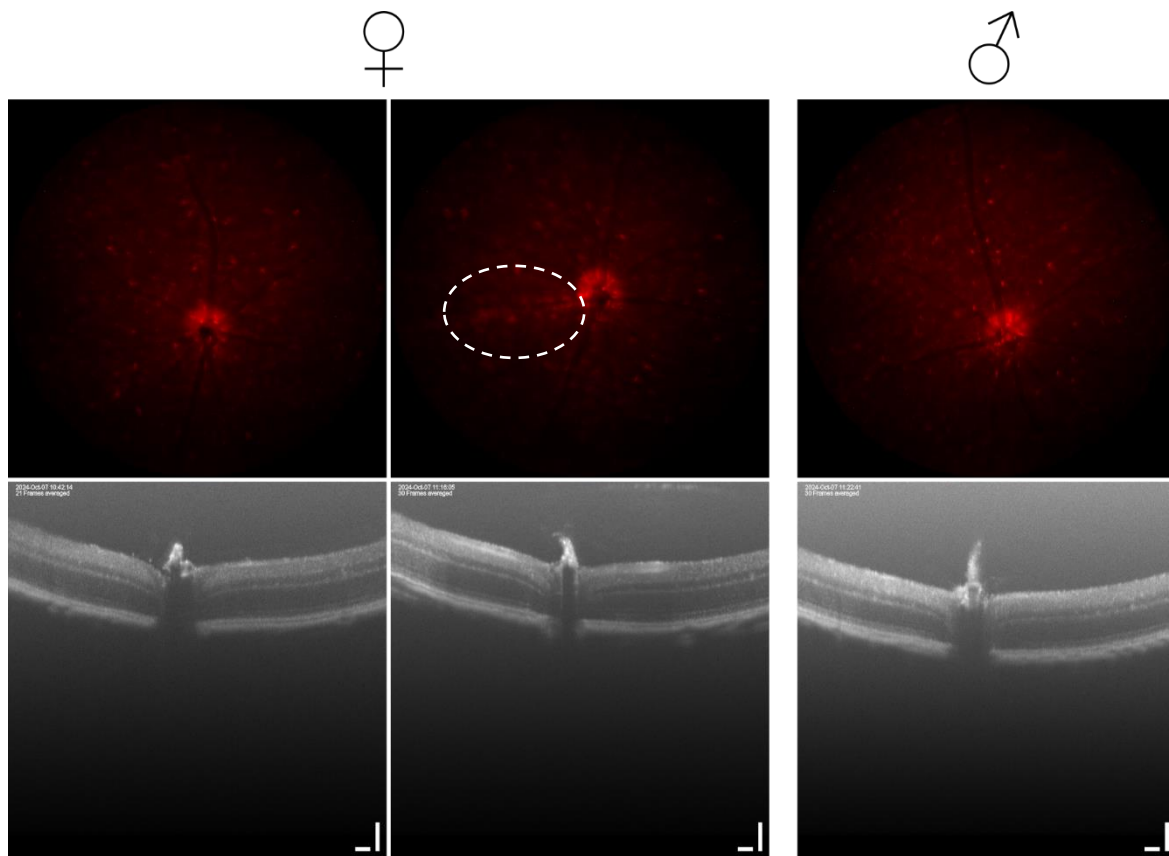

**Figure S6. PBS injected eyes show no signs of inflammation.** Female and Male representative eyes from PBS injected control animals at the equivalent timepoint for peak inflammation for AAV injected eyes(D10-12). No significant perivascular sheathing (PVS), except for one female with mild PVS (white dashed circle) and no infiltrating cells observed on OCT scans. Scale bar is 100  $\mu$ m.

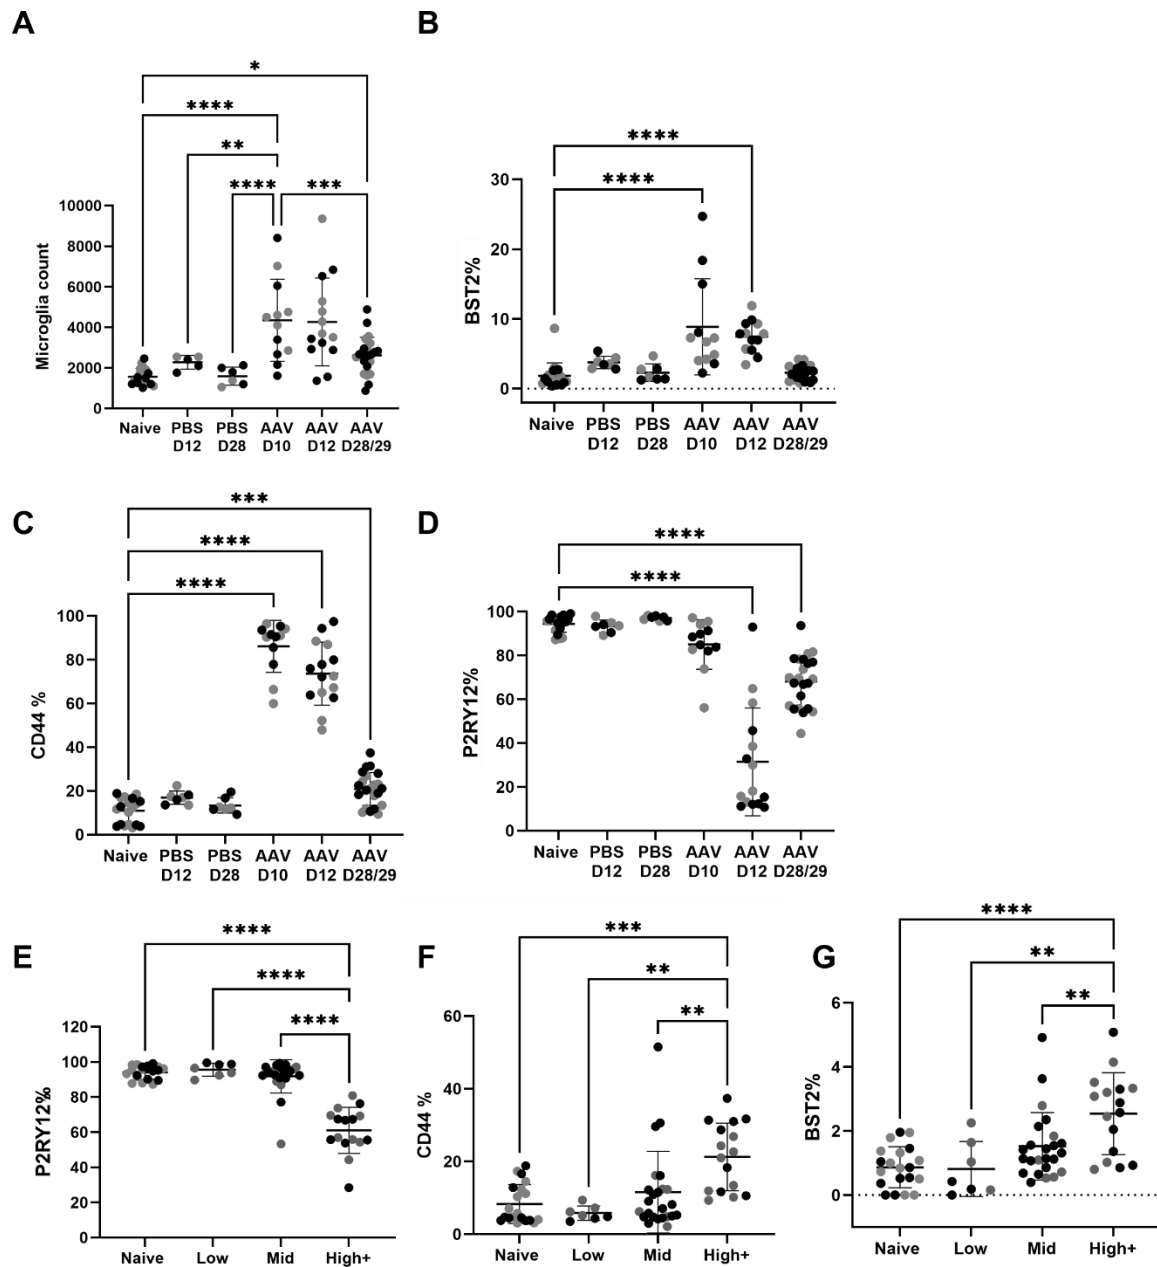

**Figure S7. Microglial changes are AAV specific.** Flow cytometric analyses of Naïve eyes and AAV and PBS injected eyes at D12 and D28/29 post injecton. (A) Microglia count. Microglial expression of BST2 (B), CD44 (C) and P2RY12 (D). Comparison of microglial activation marker expression at D29 post AAV injection with increasing AAV dose for (E) P2RY12, (F) CD44 and (G) BST2. Low dose (2e7 gc/eye), mid dose (2e8 gc/eye) and high+ dose (1e10 gc/eye). Females = black dots and males = grey dots.

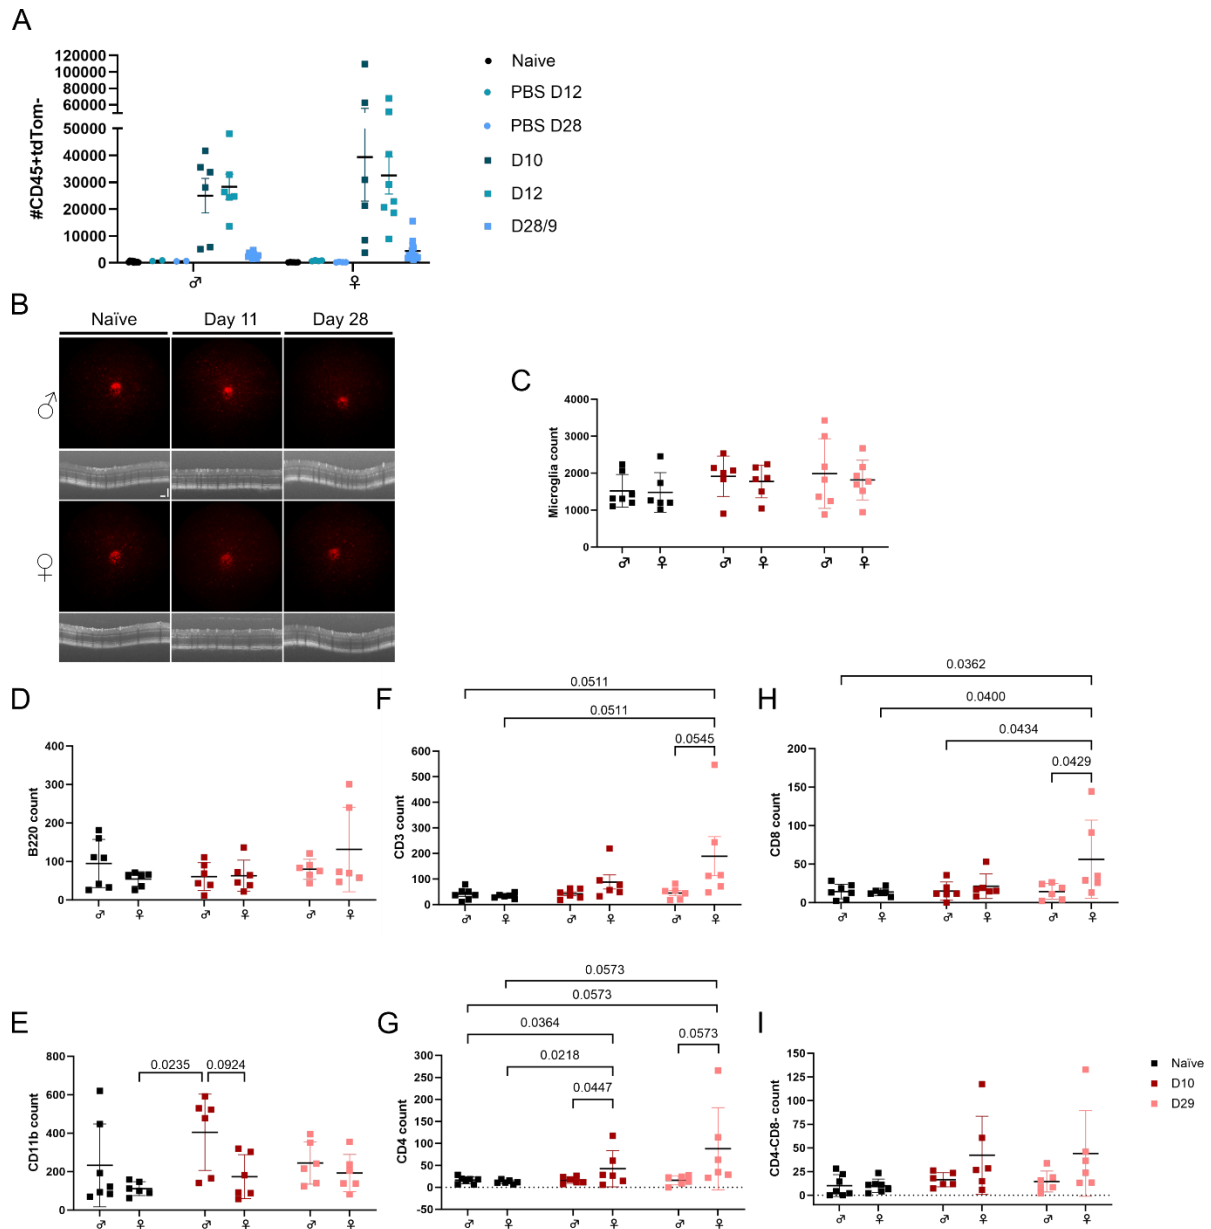

**Figure S8. Ocular immune response to AAV.** (A) CD45+tdTom- cell count with AAV2 and PBS injected eyes. (B) Clinical imaging (tdTomato fundus fluorescence and OCT) after injection of lower (2E8 gc/eye) AAV2 dose. Scale bar is 100  $\mu$ m. Flow cytometric analysis of immune cells in retina after low dose (2E8 gc/eye) of AAV2. Graphs show microglia count (C) B cells (B220+; D), CD11b+ cells (E), CD3+ cells (T cells) (F), CD3+CD4+, (G) CD3+CD8+, (H) and CD3+CD4-CD8- cells (I). Statistic analysis performed by two-way ANOVA with Holm-Sidak multiple correction.

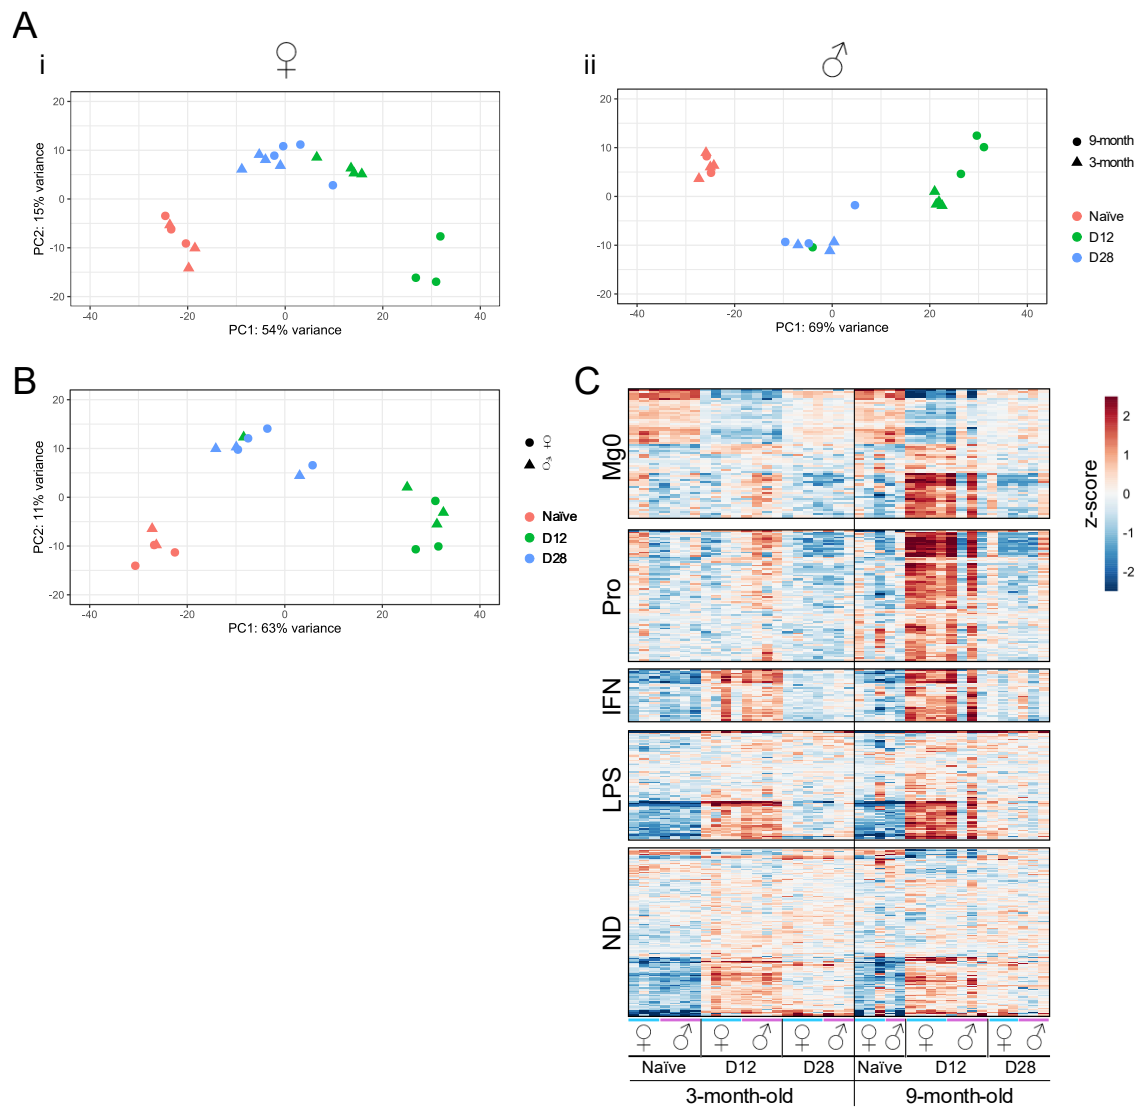

**Figure S9. RNA-sequencing analysis of the microglia response to AAV in 9-month versus 3-month-old mice.** PCA clustering analysis of naïve, D12 and D28 post AAV delivery (intravitreal; IVT) for comparison of 3 and 9-month-old females (Ai), males (Aii) and comparison of 9-month-old males and females (B). Heatmap of curated activated microglia gene modules (Friedman et al. 2018). Mg0, microglia resting state; Pro, proliferation; IFN, interferon response; LPS, response to lipopolysaccharide; ND, neurodegeneration.

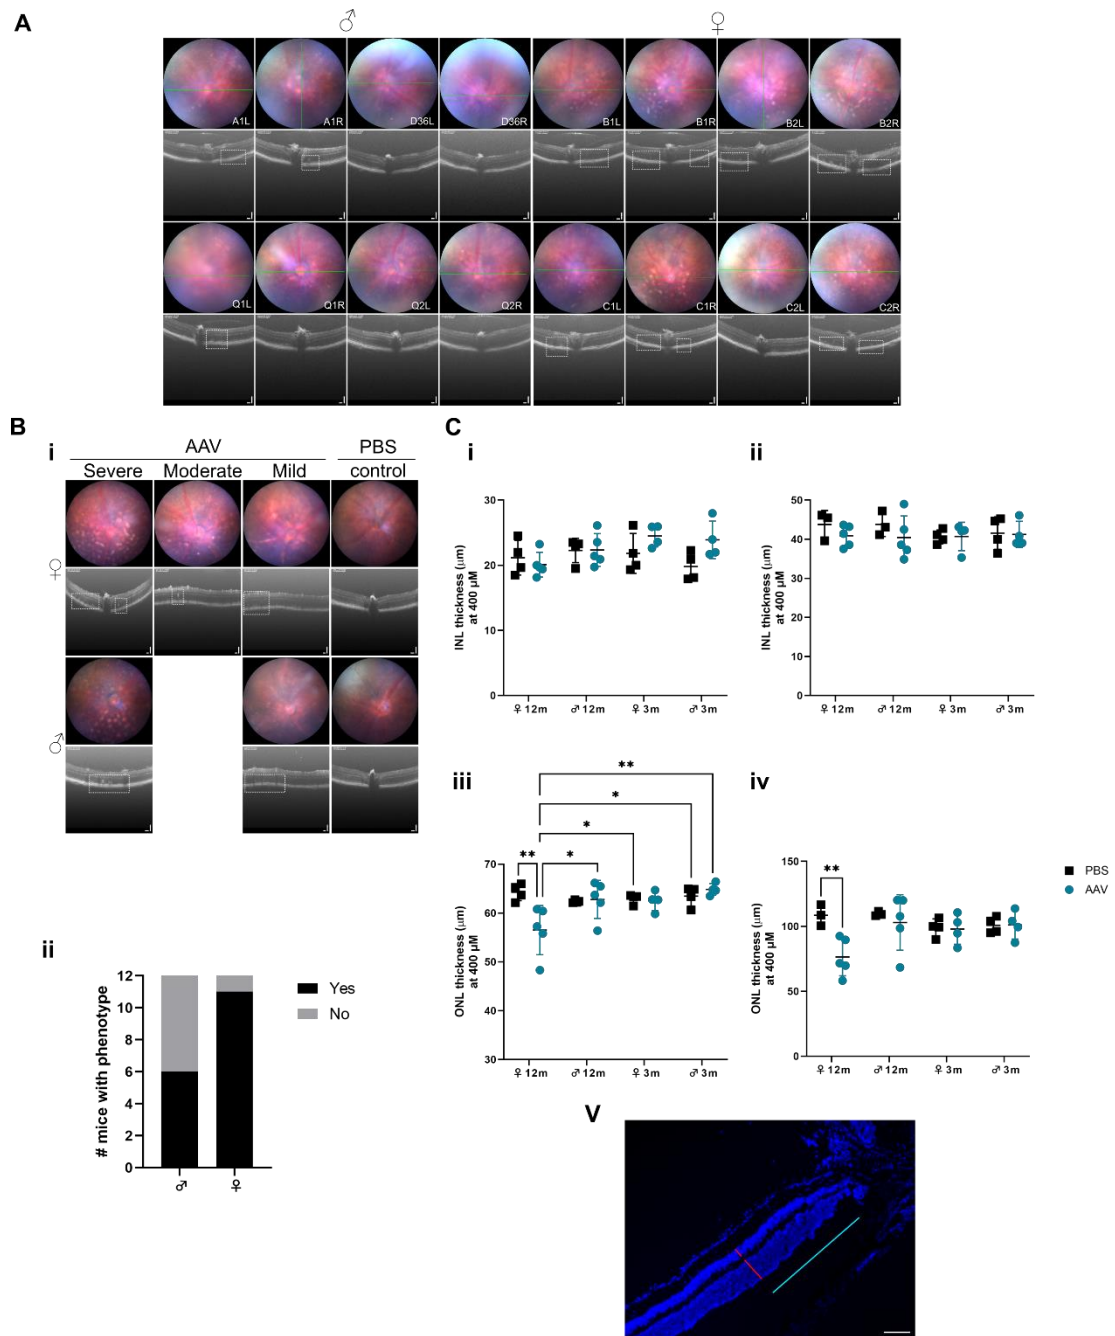

**Figure S10. Degenerative phenotypes in aged animals.** (A) All fundus and OCT images from 18-month-old tdTom mice. Signs of retinal folds indicated by white dashed line box. (B) Clinical phenotypes observed in C57BL6/J 11 and 12-month-old mice, ranging in severity (i) and yes/no scoring of presence of phenotype (ii). (C) Graph shows INL thickness, as measured from OCT images (i) and ex vivo histology (ii) and ONL thickness from OCT images (iii) and by ex vivo histology (iv). For ex vivo analysis, sections were stained with DAPI and 400  $\mu\text{m}$  distance measured from optic nerve (blue line) before taking measurements of ONL and INL (red lines) (v). Scale bar is 100  $\mu\text{m}$ .

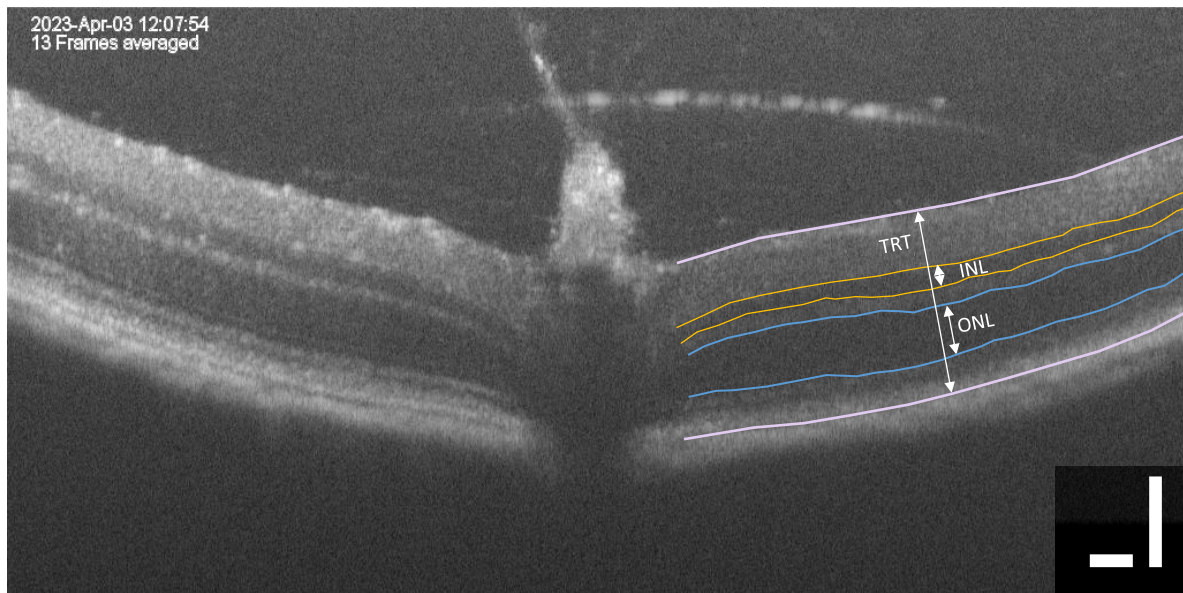

**Figure S11. Example of segmentation in optical coherence tomography image for thickness analysis.** Purple lines and arrow indicate top and bottom points for total retinal thickness (TRT) measurement. Yellow lines and arrow indicate measurement points for inner nuclear layer thickness. Blue line and arrow indicate points for measurement of outer nuclear layer thickness. Scale bar is 100  $\mu\text{m}$ .

**Table S1.** Male differentially expressed genes at D12 compared to naïve eyes (DESeq2 analysis; LFC>1, padj<0.05)

**Table S2.** Male differentially expressed genes at D28 compared to naïve eyes (DESeq2 analysis; LFC>1, padj<0.052)

**Table S3.** Female differentially expressed genes at D12 compared to naïve eyes (DESeq2 analysis; LFC>1, padj<0.05)

**Table S4.** Female differentially expressed genes at D28 compared to naïve eyes (DESeq2 analysis; LFC>1, padj<0.05)

**Table S5.** Significantly enriched gene ontology terms (biological process) in the male only DEGs changed at D12

**Table S6.** Female differentially expressed genes in 9-month isolated microglia compared to 3-month-old at D12 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S7.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D12 in 9-month female microglia compared to 3-month-old

**Table S8.** Male differentially expressed genes in 9-month isolated microglia compared to 3-month-old at D12 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S9.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D12 in 9-month male microglia compared to 3-month-old

**Table S10.** Male differentially expressed genes in 9-month isolated microglia compared to 3-month-old at D28 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S11.** Female differentially expressed genes in 9-month isolated microglia compared to 3-month-old at D28 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S12.** Genes differentially expressed at D12 by age in males (3-month vs 18-month; DESeq2 analysis; LFC>0, padj<0.1)

**Table S13.** Genes differentially expressed at D28 by age in males (3-month vs 18-month; DESeq2 analysis; LFC>0, padj<0.1)

**Table S14.** Genes differentially expressed at D12 by age in females (3-month vs 18-month; DESeq2 analysis; LFC>0, padj<0.1)

**Table S15.** Genes differentially expressed at D28 by age in females (3-month vs 18-month; DESeq2 analysis; LFC>0, padj<0.1)

**Table S16.** Significantly enriched gene ontology terms (biological process) in the genes differentially expressed at D12 by age in females (3-month vs 18-month)

**Table S17.** Female differentially expressed genes in 18-month isolated microglia compared to 3-month-old at D12 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S18.** Male differentially expressed genes in 18-month isolated microglia compared to 3-month-old at D12 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S19.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D12 in 18-month male microglia compared to 3-month-old

**Table S20.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D28 in 18-month male microglia compared to 3-month-old

**Table S21.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D12 in 18-month female microglia compared to 3-month-old

**Table S22.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D12 in 18-month female microglia compared to 3-month-old

**Table S23.** Female differentially expressed genes in 18-month isolated microglia compared to 3-month-old at D28 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S24.** Significantly enriched gene ontology terms (biological process) in the upregulated genes at D28 in 18-month female microglia compared to 3-month-old

**Table S25.** Male differentially expressed genes in 18-month isolated microglia compared to 3-month-old at D28 (DESeq2 analysis; LFC>0, padj<0.1)

**Table S26.** Antibodies and live/dead stain used in flow cytometry and immunohistochemistry

\*used as B cell marker at time-points D12 and 28

\*\*used as validation markers at time-points D12 and D28

\*\*\*IB4 in flatmounts only, DAPI used in sections only

| Use                           | Target                                | Fluorophore     | Clone       | Catalog #   | Company                  | Dilution   |
|-------------------------------|---------------------------------------|-----------------|-------------|-------------|--------------------------|------------|
| Fortessa panel<br>Fig 2 and 4 | CD45                                  | PE-cy7          | 30-F11      | 552848      | BD Biosciences           | 1 in 1500  |
|                               | CD11b                                 | APC-cy7         | M1/70       | 557657      | BD Biosciences           | 1 in 200   |
|                               | CD3                                   | BV785           | 145-2c11    | 100355      | Biolegend                | 1 in 40    |
|                               | CD4                                   | BV650           | RM4-5       | 100546      | Biolegend                | 1 in 200   |
|                               | CD8                                   | BUV395          | H35-17.2    | 740278      | BD Biosciences           | 1 in 400   |
|                               | B220                                  | FITC            | RA3-6B2     | 553088      | BD Biosciences           | 1 in 200   |
|                               | CD19*                                 | BV421           |             |             | Biolegend                | 1 in 200   |
|                               | NK1.1                                 | BV510           | PK136       | 108738      | Biolegend                | 1 in 500   |
|                               | CD44                                  | SB600           | RM7         | 63-0441-82  | Thermo Fisher Scientific | 1 in 200   |
|                               | Bst2                                  | PE-eFluor610    | eBio927     | 61-3172-82  | eBiosciences             | 1 in 200   |
|                               | P2ry12                                | APC             | S16007D     | 848006      | Biolegend                | 1 in 200   |
|                               | I-A/I-E (MHCII)**                     | BV711           | M5/114.15.2 | 107643      | Biolegend                | 1 in 200   |
|                               | C5ar1**                               | PerCP-eFluor710 | 20/70       | 135813      | Biolegend                | 1 in 400   |
|                               | Live/Dead stain:<br>DAPI              | BUV496          | n/a         | 564907      | BD Biosciences           | 1 in 10000 |
| LSR II panel<br>Fig 5         | CD45                                  | PE-cy7          | 30-F11      | 552848      | BD Biosciences           | 1 in 1500  |
|                               | CD11b                                 | APC-cy7         | M1/70       | 557657      | BD Biosciences           | 1 in 200   |
|                               | CD3e                                  | BV421           | 145-2c11    | 100341      | Biolegend                | 1 in 40    |
|                               | CD4                                   | APC             | RM4-5       | 100516      | Biolegend                | 1 in 200   |
|                               | CD8                                   | AF700           | YTS156.7.7  | 126617      | Biolegend                | 1 in 200   |
|                               | Live/Dead stain:<br>7AAD              | PE-Cy5          | n/a         | A1310       | Thermo Fisher Scientific | 1 in 400   |
| IHC<br>Fig 1 and 7            | CD3                                   | AF488           | 17A2        | 100210      | Biolegend                | 1 in 200   |
|                               | RFP                                   | n/a             | n/a         | 600-401-379 | Rockland                 | 1 in 300   |
|                               | Isolectin-B4-HRP***                   | n/a             | n/a         | L2140       | Sigma-Aldrich            | 1 in 500   |
|                               | Goat anti-rabbit secondary (with RFP) | AF555           | n/a         | A-21429     | Invitrogen               | 1 in 1000  |
|                               | (with IB4)                            | eFluor450       | n/a         | 48-4317-82  | Invitrogen               | 1 in 500   |
|                               | DAPI***                               | n/a             | n/a         | MBD0015     | Sigma                    | 1 in 10000 |

**Table S27.** Primers used in quantitative PCR validation

| Primer target  | Forward                | Reverse                 |
|----------------|------------------------|-------------------------|
| $\beta$ -actin | AGCCATGTACGTAGCCATCC   | CTCTCAGCTGTGGTGGTGAA    |
| P2ry12         | GGGTCACAGTGCAAGAACAC   | AAGGTGGTATTGGCTGAGGTG   |
| C3             | GCTTCAGGGTCCCAGCTACTA  | TGTCCACTGGCTCCTGTCAA    |
| C5ar1          | ATGGACCCCATAGATAACAGCA | GAGTAGATGATAAGGGCTGCAAC |
| Hmox1          | ACCCAGTCTATGCCCCACTC   | CCAGTGAGGCCCATACCAGA    |
| CD36           | ATGGGCTGTGATCGGAACTG   | GTCTTCCCAATAAGCATGTCTCC |

# Supplementary material for: Characterization of the ocular inflammatory response to AAV reveals divergence by sex and age
**Source:** Mol Ther. 2025 Jan 17;33(3):1246–63. doi: 10.1016/j.ymthe.2025.01.028
**Supplement:** Document S3. Article plus supplemental information

# Characterization of the ocular inflammatory response to AAV reveals divergence by sex and age

Alison J. Clare,<sup>1,4</sup> Philip M. Langer,<sup>1</sup> Amy Ward,<sup>1</sup> Ying Kai Chan,<sup>1,2</sup> Andrew D. Dick,<sup>1,3,4,5</sup> and David A. Copland<sup>1,4</sup>

<sup>1</sup>Academic Unit of Ophthalmology, Translational Health Sciences, University of Bristol, BS8 1TD Bristol, UK; <sup>2</sup>Wyss Institute for Biologically Inspired Engineering, Harvard University, Boston, MA 02115, USA; <sup>3</sup>School of Cellular and Molecular Medicine, University of Bristol, BS8 1TD Bristol, UK; <sup>4</sup>NIHR Biomedical Research Centre of Ophthalmology, Moorfields Eye Hospital, EC1V 2PD London, UK; <sup>5</sup>University College London Institute of Ophthalmology, EC1V 9EL London, UK

**Progress for ocular adeno-associated virus (AAV) gene therapy has been hindered by AAV-induced inflammation, limiting dose escalation and long-term efficacy. Broadly, the extent of inflammatory responses alters with age and sex, yet these factors are poorly represented in pre-clinical development of ocular AAV gene therapies. Here, we combined clinical imaging, flow cytometry, and bulk sequencing of sorted microglia to interrogate the longitudinal inflammatory response following intravitreal delivery of AAV2 in young (3-month-old), middle aged (9-month-old), and old (18-month-old) *Cx3cr1-creER:R26tdTomato*<sup>+/-</sup> mice of both sexes. Young males and females exhibited a similar dynamic response, with peak inflammation evident at days 10–12 and signs of clinical resolution by day 28. However, the magnitude of the transcriptional response by microglia and adaptive T cell infiltrate differed between sexes. With age, increased and persistent inflammation were observed in both sexes, although old males maintained their microglia transcriptional AAV response signature. Contrarily, females demonstrated greater divergence in their inflammatory response across age, with enriched cellular stress and inflammatory gene expression in older mice and corresponding signs of retinal degeneration. These findings inform crucial sex and age differences for the therapeutic application of ocular gene therapy, highlighting the need to further understand these factors to overcome AAV immunogenicity.**

## INTRODUCTION

Recombinant adeno-associated virus (rAAV) has become a leading platform for gene therapy, in part due to the broad tropism, stable non-integrating transduction, and low immunogenicity compared to alternative viral vectors.<sup>1,2</sup> Nevertheless, it is evident within pre-clinical and clinical studies that AAV-induced inflammation is a limiting obstacle impacting safety and durable efficacy.<sup>3–6</sup> Clinical trials for ocular indications are consistently reporting a dose-dependent inflammation, or gene therapy-associated uveitis (GTAU), which limits dose escalation and therapeutic efficacy.<sup>6–8</sup> In severe cases, GTAU has, albeit uncommonly, led to the permanent loss of visual acuity, and long-term efficacy of treatment has only been achieved

in 43.6% of ocular gene therapy trials.<sup>9</sup> Improved understanding of the cellular response to AAV in the eye remains critical to establish effective vector designs and adjunct treatment regimens to control both clinical and subclinical inflammation to improve therapeutic efficacy.

Characterization of the early ocular immune responses to AAV in young animals demonstrates activation of resident microglia,<sup>10–12</sup> antigen presentation,<sup>10</sup> and lymphocyte infiltration.<sup>3–5,10,12</sup> In preclinical mouse models, the early inflammatory response following intravitreal (IVT) delivery of AAV appears to clinically resolve; however, *ex vivo* assessment highlights subclinical inflammation, with elevated numbers of intraocular immune cells (CD45<sup>+</sup>).<sup>3</sup> Recognizing that immune responses are divergent according to age and sex,<sup>13,14</sup> tolerance for maintaining homeostasis after AAV-mediated alterations to the ocular immune threshold will also differ according to patient background immune status. Sex hormones, incomplete activation of immune-associated genes on the X chromosome, and the Xist ribonucleoprotein complex are contributors to sex differences in immune responses,<sup>13–15</sup> leading to a greater susceptibility to autoimmune disease or a more robust pro-inflammatory and adaptive response to viral infection in adult females.<sup>13,16</sup> Adult females have a greater adaptive response (T cell activation) across age, while the pro-inflammatory response is greater in adult females, but later in life becomes greater in males.<sup>13</sup> Despite increased understanding that sex and age can influence immune responses, exploration of the effect that these biological factors exert during AAV inflammation remains unknown. The influence of systemic immunity and disease context on ocular immune response to AAV is highlighted further in recent clinical trials. A higher rate of significant adverse effects, linked to inflammatory events, were reported in patients with diabetic macular edema

Received 9 May 2024; accepted 14 January 2025;  
<https://doi.org/10.1016/j.ymthe.2025.01.028>.

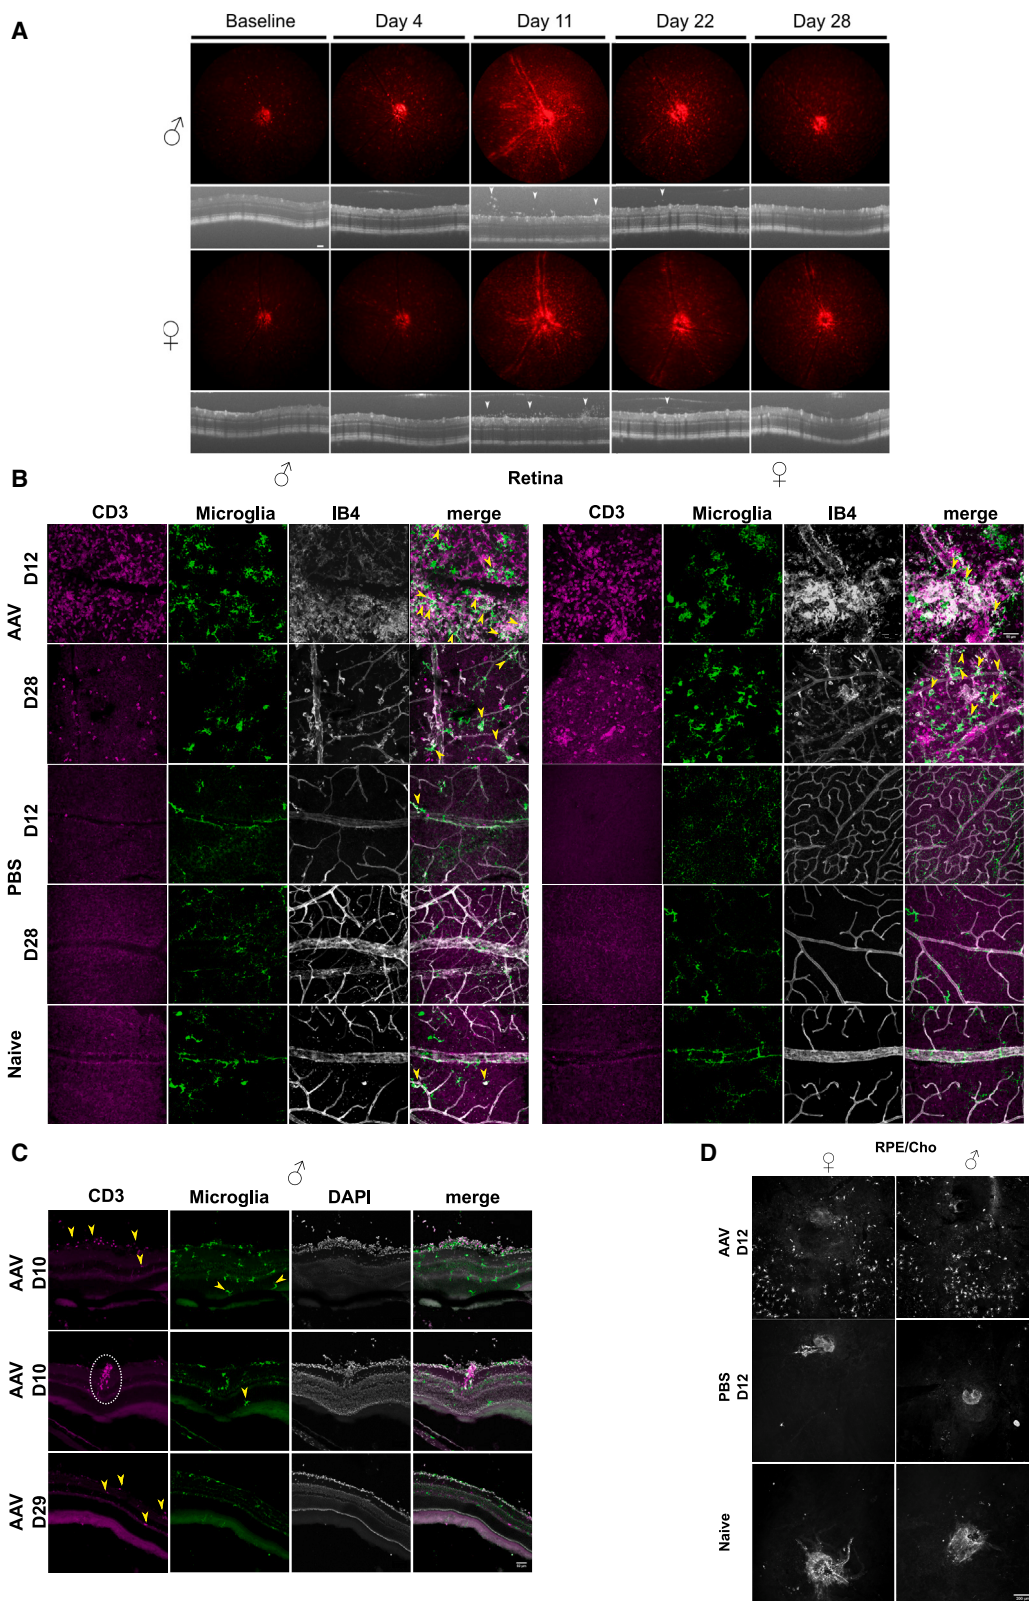

(legend on next page)

(INFINITY trial) compared to neovascular age-related macular degeneration (OPTIC trial), despite patients receiving the same therapeutic vector and dose.<sup>17,18</sup>

To date, studies to understand and develop approaches to control inflammation (e.g., modifying vector—capsid and sequence) have not sought to delineate sex differences.<sup>5</sup> Where sex is considered, differences in the efficacy of a modified capsid to inhibit myeloid differentiation primary response 88 (MyD88) were identified.<sup>19</sup> Investigations of the effect of age on AAV immune responses have been neglected.<sup>20</sup> Understanding how these basic biological factors, age and sex, contribute to shaping the AAV immune response is essential for effective inflammation prevention in all patient populations.

In this study, we use young (3-month-old), middle-aged (9-month-old) and old (18-month-old), male and female *Cx3cr1-creER:R26tdTomato* mice<sup>21</sup> to describe the longitudinal resident microglia and infiltrating cellular response following IVT delivery of a null AAV2 vector. Confirming previous work,<sup>3</sup> we observe a dynamic response with a peak in inflammation (days 10–12 post-AAV delivery), followed by spontaneous clinical resolution (late inflammation; days 27–29 post-AAV delivery). In young mice, microglia undergo a significant transcriptional shift at peak inflammation, with greater changes observed in males when compared to age-matched females. Increased age results in an enhanced and extended inflammatory phenotype after AAV2 exposure, and females exhibit greater divergence in their microglia transcriptomic response to AAV across their lifespan. Of note, aged females have an enriched inflammatory microglia gene signature during late inflammation, with corresponding tissue degeneration.

## RESULTS

### *In vivo* and *ex vivo* analyses reveal a dynamic microglial response to IVT injection of AAV2

In the retina, resident yolk sac-derived myeloid cells (microglia) act as a principal form for immune defense and immune regulation. In the CNS, increasing evidence demonstrates sex-related differences in the microglial compartment, particularly in response to stress (age or disease).<sup>22</sup> We therefore wanted to assess how microglia respond to IVT-delivered AAV, with consideration of sex. Deploying the *Cx3cr1CreER:R26-tdTomato* (C57BL/6) model,<sup>21</sup> we evaluated changes to the microglia *in vivo* and *ex vivo* in male and female mice injected IVT with 1E10 genome copies (gc)/eye of AAV2 null (no transgene) virus. *In vivo* fundus and optical coherence tomography (OCT) imaging identified significant alteration to the normal uniform distribution of microglia, which is demonstrated here by

increased tdTom brightness and accumulation of microglia at the retinal vasculature (Figure 1A). A consistent peak in inflammation post-IVT AAV occurs at an early time point (days 10–12; Figure 1A), exemplified by perivascular sheathing (PVS) of microglia in 75% of females (18/24) and 80% of males (16/20; no significant difference between sex,  $p = 0.734$ , Fisher's exact test) and vitreous infiltrate (as observed by OCT) for 95% of females (22/24) and 85% of males (17/20; no significance between sex,  $p = 0.646$ , Fisher's exact test). These changes were significant when compared to PBS-injected eyes ( $p < 0.0001$ , Fisher's exact test), in which for both sexes, no infiltrate was observed—males had no PVS ( $n = 6$ ) and 1 ( $n = 7$ ) female eye had mild PVS (Figure S6). Clinical inflammation resolved by a late time point (days 27–29; late inflammation), with microglia returning to a uniform fundal distribution and no inflammatory cells observed clinically in the vitreous (Figure 1A). *Ex vivo* immunohistochemistry analysis of retinal flat mounts confirmed significant inflammation at day 12, with CD3<sup>+</sup> cells identified in and around vessels and decreasing numbers observed at day 28. Increased microglial activation was apparent by greater binding of isolectin B4, as well as microglia displaying amoeboid morphology<sup>23</sup> (Figure 1B). Migration of microglia to outer retinal layers and the sub-retinal space (SRS) was observed at day 12 post-AAV IVT (Figures 1C and 1D). Single-eye flow cytometric assessment (Figure S4 for gating strategy) revealed an expansion in microglia (CD45<sup>+</sup>CD11b<sup>+</sup>tdTom<sup>+</sup>) number, from 1,602 (392; males) and 1,456 (454; females) to 4,641 (1,353; males,  $p = 0.0003$ ) and 4,048 (2,640; females,  $p = 0.0070$ ) on day 10, when the greatest increase was observed. At late inflammation (days 28/29), microglia numbers are reduced, although only reaching significance in males when compared to peak inflammation ( $p = 0.0038$  vs. day 10 and  $p = 0.0297$  vs. day 12). Both sexes retain elevated numbers compared to naive, although not significantly by multiple comparison, with 2,527 (819) in males and 2,898 (1226) in females (Figure 2A). Furthermore, phenotypic analysis using a panel of established markers of activation in an endotoxin-induced uveitis model (BST2 and CD44) and of homeostasis (P2RY12)<sup>21</sup> demonstrate specific changes in the response of microglia to AAV. The percentage of cells expressing BST2 reached a peak increase in females at day 10 ( $p < 0.0001$ ), which was significantly greater than that of males ( $p = 0.0121$ ; Figure 2B), while males had the highest expression and reached significance on day 12 only ( $p = 0.0075$ ). CD44 expression (Figure 2C) was significantly increased at days 10 and 12 in both males ( $p < 0.0001$ ) and females ( $p < 0.0001$ ). Expression of both activation markers was reduced at the late time point (days 28/29), commensurate with a resolving clinical phenotype, although females only retained significant elevation of CD44 expression compared to naive eyes ( $p = 0.0022$ ). Microglia expression of homeostatic marker

### Figure 1. Microglia have a robust and dynamic response to intravitreally injected AAV2 in young animals (3-months-old)

(A) Clinical imaging shows representative changes from a male and female eye of microglia (tdTomato fluorescence) distribution and brightness after AAV2 intravitreal (IVT) injections and infiltrating cells to the vitreous (OCT images; white arrowheads). Naive is the pre-injection image. (B) Images of flat mount immunohistochemistry staining for CD3<sup>+</sup> (magenta) cells, tdTomato<sup>+</sup> microglia (green), and isolectin B4 (IB4) binding (white). Co-labeling of microglia and IB4 is indicated by yellow arrowheads. Scale bar, 50  $\mu$ m. (C) Tissue sections stained for CD3<sup>+</sup> (magenta) cells, tdTomato<sup>+</sup> microglia (green), and DAPI (white). CD3<sup>+</sup> cell localization is indicated by yellow arrowheads. White dashed circle highlights cluster of CD3<sup>+</sup> cells at peak inflammation (day 10). Yellow arrowheads identify microglia migrating to outer retinal layers and sub-retinal space (SRS) on day 10. Scale bar, 50  $\mu$ m. (D) Immunohistochemistry staining of tdTomato<sup>+</sup> microglia (white) on RPE/choroid flat mounts.

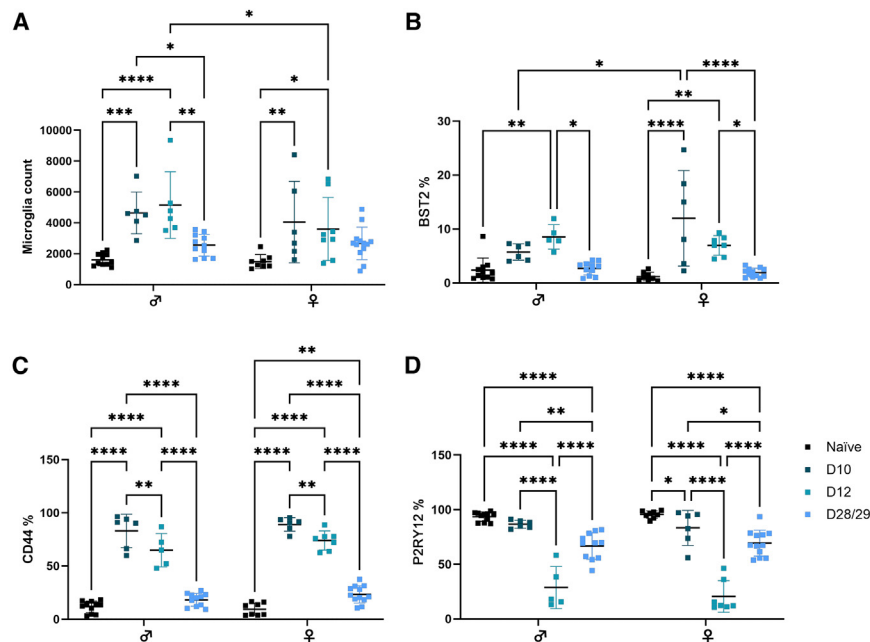

**Figure 2. Microglia are increased in number and activated after AAV2 IVT injection in young animals (3-months-old)**

(A) Graph shows flow cytometric quantification of tdTomato<sup>+</sup> microglia cells in naive retina compared to days 10, 12, and 28/29 post-AAV injection. Microglia were further characterized by their expression of activation markers percentage, for BST2 (B), CD44 (C), and homeostatic marker P2RY12 (D). All analyzed by two-way ANOVA with Holm-Šidák multiple correction; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; graphs are mean  $\pm$  SD;  $n = 6-13$ .

P2RY12 decreased rapidly during peak inflammation (days 10–12), reaching significance compared to naive eyes at day 12 in males ( $p < 0.0001$ ) and females ( $p < 0.0001$ ). As peak clinical inflammation resolves, expression levels are partially recovered but remain significantly altered at days 28/29 compared to naive eyes in males ( $p < 0.0001$ ) and females ( $p < 0.0001$ ) (Figure 2D). These changes were specific to AAV, as changes to microglial markers were observed only in a dose-dependent manner and not seen in PBS sham-injected eyes (Figure S7).

#### AAV-induced transcriptomic changes in microglia are enhanced in male mice

Analysis of the microglia response to IVT AAV demonstrate similar and robust kinetics of their response between male and female mice. However, differences in the retained elevation of molecular marker CD44 (compared to their naive counterpart) at late inflammation between males and females, as well as in the difference in response of BST2 expression, indicate a variation in response dependent on sex. We explored the potential for molecular differences in the microglia response to AAV. In the brain, microglia have specific modules of transcriptomic changes depending on the stimuli,<sup>24</sup> and previous studies have highlighted sex differences in the transcriptomic responses for spinal cord microglia, with perturbed CSF1 responses in females compared to males.<sup>25</sup> Here, we assessed the complete transcriptomic response of retinal microglia, to probe for sex differences specific to a viral (AAV) response, using bulk RNA sequencing (RNA-seq) of microglia fluorescence-activated cell sorting (FACS) sorted from individual retinas of naive, day 12, and day 28 post-IVT animals. Principal-component analysis (PCA) revealed a significant change in the transcriptome profiles during peak inflammation (day 12; principal component [PC]1 67% variance; Figure 3A) for both males and females. The separation on PC1 analysis was less pro-

nounced for microglia sorted at late inflammation (day 28), indicating recovery toward naive gene expression baseline post-infection. Microglia from female mice showed less separation at peak, with analysis of sample distribution grouping those at peak inflammation (day 12) with samples from the late time point (day 28) post-IVT AAV. Furthermore, examining expression of curated microglia transcriptomic

datasets from homeostasis and disease<sup>24</sup> within our dataset corroborated this finding. Female microglia demonstrated a dampened response at peak across all modules, including those involved in viral-specific responses (proliferation and interferon [IFN] modules; Figure 3B).<sup>24</sup> Analysis of differentially expressed genes (DEGs) confirmed a greater magnitude of response in males (286 DEGs day 12, Table S1; 69 DEGs day 28; Table S2) at day 12 compared to females (156 DEGs day 12, Table S3; 32 DEGs day 28, Table S4; Figure 3Ci). Of the genes that changed in females, the majority overlapped with male DEGs (70.5% day 12; 59.4% day 28; Figure 3Cii). Gene Ontology (GO) analysis of biological processes (BPs) for the 176 DEGs identified only in males revealed significant enrichment of genes associated with an IFN response (Figure 3D; Table S5), with higher expression at day 12 in males compared to females (Figure 3E). Collectively, these data demonstrate a reduced microglia response to a viral stimulus for females at peak inflammation, despite similarly observed kinetics during the inflammatory response (Figure 2).

#### The adaptive inflammatory response to IVT injection of AAV reflects known sex differences in immune cell responses

Following AAV administration and in addition to the observed changes in the distribution of microglia, clinical imaging also demonstrates infiltration of immune cells into the vitreous (Figure 1A). Previous work has shown that AAV-mediated inflammation in the eye predominantly comprises CD3<sup>+</sup> T cells, indicating an adaptive immune response,<sup>3,5</sup> a response mediated by posterior lymphatic drainage after IVT injection.<sup>26</sup> To understand whether there are sex differences in the recruitment of peripheral immune cells, a single eye flow cytometric gating strategy (Figure S4) was used to further characterize non-microglia CD45<sup>+</sup> cells, separated based on the expression of B220<sup>+</sup>/CD19<sup>+</sup> (lymphocyte; B cells), CD11b<sup>+</sup> (monocytes/granulocytes), and CD3<sup>+</sup> (lymphocyte; T cells).

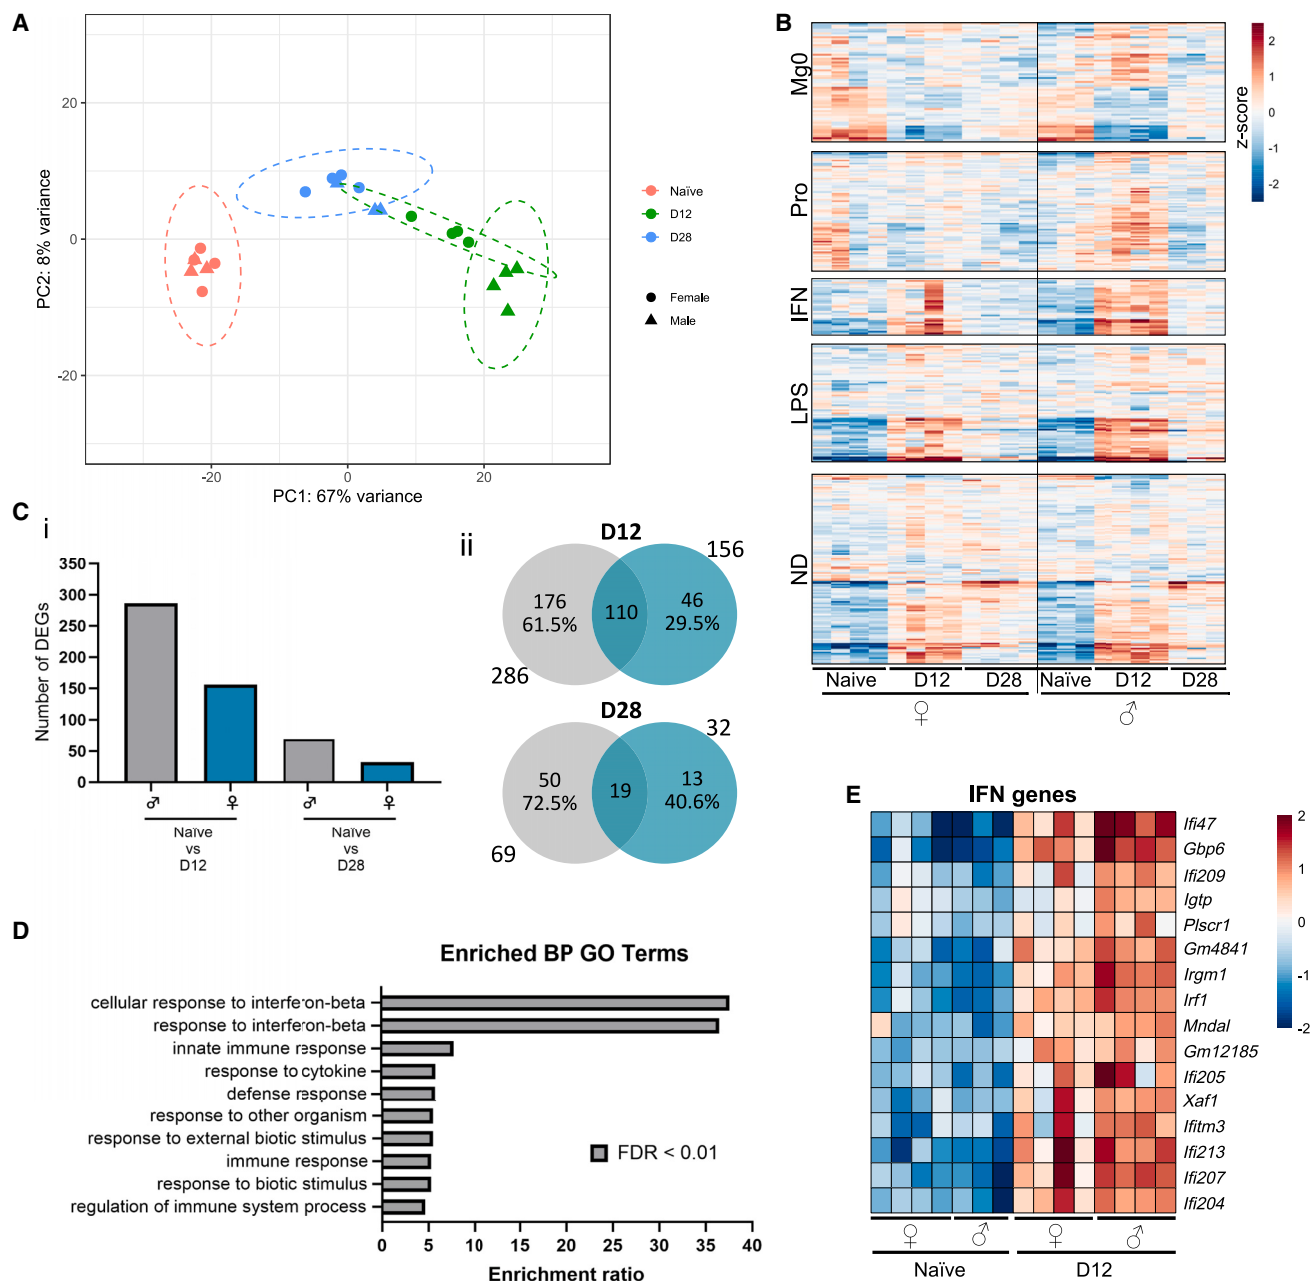

**Figure 3. The microglia transcriptomic response to AAV is enhanced in 3-month-old males compared to females**

RNA sequencing analysis of sorted microglia, naive, day 12, and day 28 post-AAV injection. (A) PCA clustering analysis shows sample clustering, and sample distribution analysis (dashed lines) identifies groupings. (B) Heatmap explores changes in the expression of disease microglia gene modules<sup>24</sup> for our AAV-stimulated microglia. IFN, interferon response; LPS, lipopolysaccharide response; Mg0, resting state microglia; ND, neurodegeneration-related; Pro, proliferation. (C) Bar graph shows number of differentially expressed genes identified, and the Venn diagrams show genes that overlap for both sexes at day 12 (i) and day 28 (ii). (D) Enriched Gene Ontology (GO) terms (biological processes [BP]) identified among 176 genes differentially expressed in males only at day 12. (E) Heatmap to show Z score of differentially expressed genes associated with the IFN GO terms.

The number of CD3<sup>+</sup> were increased at peak inflammation (days 10 and 12), with 13,804 (5,184;  $p < 0.0001$ ) in males and 15,992 (5,459;  $p < 0.0001$ ) in females (day 12), compared to 41 (23) in males and 34 (9) in females (naive; Figure 4A). Further phenotyping of the

CD3<sup>+</sup> population to distinguish CD8<sup>+</sup> (cytotoxic T cells) and CD4<sup>+</sup> (T helper [Th]) demonstrates an increase in absolute counts of CD4<sup>+</sup> (Figure 4B), CD8<sup>+</sup> (Figure 4C), and double-negative (DN; CD4<sup>-</sup>CD8<sup>-</sup>; Figure 4D) cells at peak inflammation (days 10 and

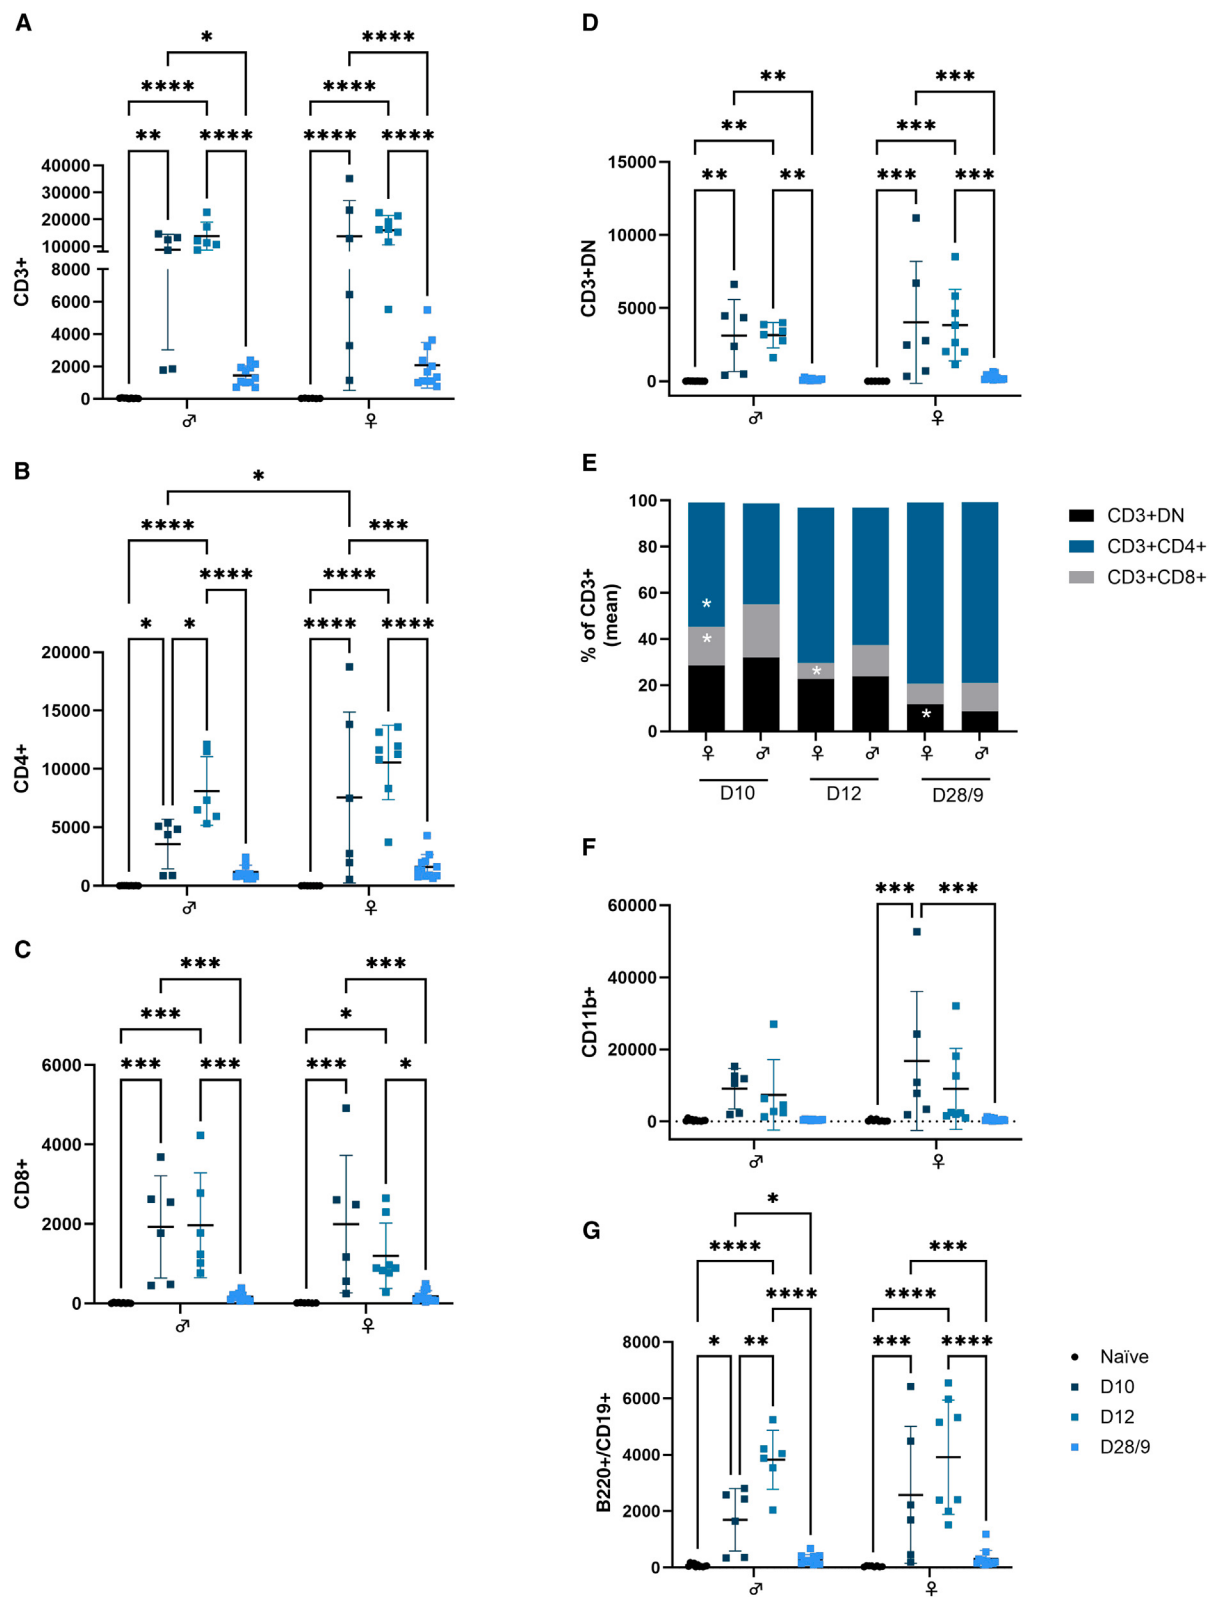

(legend on next page)

12) in both sexes, with a significantly higher number of CD4<sup>+</sup> cells in females (7,564 [7,316]) compared to males (3,573 [2,113]) at day 10 ( $p = 0.0136$ ). Analysis of cell proportions (percentages) revealed significant sex differences for these T cell subsets, with a higher percentage of CD8<sup>+</sup> cells (23% [4] vs. 17% [6];  $p = 0.018$ ) in males and CD4<sup>+</sup> cells (54% [7] vs. 44% [7];  $p = 0.031$ ) in females at day 10 and higher CD8<sup>+</sup> percentages in males at day 12 (14 [6] vs. 7 [3];  $p = 0.016$ ; Figure 4E). At the late time point (days 28/29), CD3<sup>+</sup> numbers recover significantly compared to peak inflammation ( $p < 0.0001$  both sexes) but remain elevated, with females having 2,073 (1,410) and males having 1,446 (595; Figure 4A). As percentages of CD3<sup>+</sup>, both the CD4<sup>+</sup> and CD8<sup>+</sup> subsets were increased at the late time point compared to peak inflammation and were similar between sexes. For the DN population, females had a significantly higher proportion of CD3<sup>+</sup>CD4<sup>−</sup>CD8<sup>−</sup> T cells (12 [3] vs. 9 [3];  $p = 0.020$ ; Figure 4E); counts were similarly elevated in females, with 254 (195) cells compared to 131 (70) in males, although this did not reach significance.

Non-microglia CD11b<sup>+</sup> cells were similarly increased during peak inflammation compared to naive (CD11b<sup>+</sup> 233 [216] males and 112 [36] females), with the highest numbers seen at day 10—9,102 (5,627; not significant by multiple comparison) in males and 16,802 (19,296;  $p = 0.0007$ ) in females (Figure 4F). The greatest number of B220<sup>+</sup>/CD19<sup>+</sup> (B cells) were seen at day 12—3,826 (1,046;  $p < 0.0001$ ) in males and 3,916 (2,023;  $p < 0.0001$ ) in females (Figure 4G)—significantly increased compared to naive (B220<sup>+</sup> 95 [63] males, 55 [19] females). By the late time point (day 29), when clinically there was no vitreous inflammation, both CD11b<sup>+</sup> and B cell numbers were reduced compared to peak, although B cells cell numbers remained elevated compared to naive retinæ at 292 (172) in males and 308 (300) in females. No significant sex difference was observed for these cell types.

To understand whether the sex differences in the adaptive CD3<sup>+</sup> T cell response to AAV were modulated in a dose-dependent manner, we evaluated immune cell numbers following administration of a reduced AAV titer (2E8 gc/eye). At this lower dose, no clinical signs of inflammation are evident in males or females, with only subclinical changes detectable by flow cytometry. Compared to naive, no significant increase in microglia or B cell cell counts at early and late time points are observed, although males exhibit higher CD11b<sup>+</sup> (non-microglia) cell counts compared to females at day 10. Analysis of CD3<sup>+</sup> populations reveals elevated numbers in female but not male eyes, shown by increased CD4<sup>+</sup> (days 10 and 29) and CD8<sup>+</sup> (day 29) cell counts (Figure S8). These data suggest that sex differences in T cell compartments retain influence during the retinal inflammatory response to AAV and that subclinical alterations to T cell infiltration in the retinal tissue are evident in females, even at low viral titers, despite no clinical inflammation.

#### Aged animals have altered and persistent inflammatory response to AAV

Our data demonstrate sex differences in the inflammatory response elicited from AAV in young mice. Recognizing that immune responses are divergent across age and sex,<sup>13</sup> we next considered how age influences the ocular immune response. Several ocular gene therapies are in development for disorders affecting individuals older than 65 years (e.g., age-related macular degeneration [AMD]).<sup>27,28</sup> While clinical trials report AAV immunogenicity and adverse events associated with the therapeutic gene therapies,<sup>8,29</sup> to our knowledge, no preclinical assessment on the impact of age has been reported. To determine the effect of age across the lifespan, we evaluated immune responses in 3-, 9-, and 18-month-old male and female *Cx3cr1CreER:R26-tdTomato* mice to mirror the equivalent human ages of young (20 years), middle-aged (40 years), and old (>65 years) adults.<sup>30</sup>

We assessed inflammatory kinetics post-IVT AAV (1E10 gc/eye) through analysis of tdTom intensity *in vivo*. Based on earlier analyses in the young animals, we captured changes at the expected peak inflammation (day 12), a mid-time point (day 22, when inflammation begins to subside), and a late time point (day 27, when clinical inflammation is resolved). We observed increased background fundus autofluorescence in naive eyes with age, likely due to age-related changes in the retinal pigment epithelium (RPE), for example, lipofuscin accumulation.<sup>31</sup> We therefore assessed tdTom mean fluorescence intensity (MFI) subtracted from the baseline (day 0) fluorescence of the eye for comparison across age. The kinetics of clinical inflammation according to tdTom intensity showed a similar trajectory in 9-month-old compared to 3-month-old mice, peaking at day 12 before decreasing at the later time points post-IVT AAV. The 18-month-old mice displayed greater variance in their inflammatory response, with male and female animals exhibiting increased tdTom intensity through to the late time point. This indicates long-term persistence of the inflammatory response and was greatest in the old females, particularly at the mid-time point (day 22) (Figures 5A and 5B).

Flow cytometric analysis of the immune cell populations corroborated the *in vivo* observations. The absolute counts for microglia (Figure 5C) and CD3<sup>+</sup> T cells (Figure 5D) were increased at an early peak of inflammation across the age groups when compared to age-matched naive animals. At the late time point (day 28), cell numbers recovered toward naive levels in the 3-month-old animals. However, the 9- and 18-month-old mice retained significantly elevated numbers of microglia (compared to 3-month-old mice; Figure 5C) and increased with age. Following the day 12 peak, CD3<sup>+</sup> T cells persisted at a similar level in 18-month-old mice, remaining significantly higher than both 3-month-old and 9-month-old mice at the late day 28 time point (Figure 5D). Phenotypic analysis of the CD3<sup>+</sup> T cells

#### Figure 4. Sex differences in the adaptive response to IVT-delivered AAV in young mice

Graphs show non-microglia immune cells quantified from AAV-injected retina by flow cytometry. (A) CD3<sup>+</sup>, (B) CD4, (C) CD8, and (D) CD4<sup>−</sup>CD8<sup>−</sup>. (E) Bar graph shows the proportion (%) of T cell type (CD3<sup>+</sup>) by CD4/CD8 markers. Graphs show (F) non-microglia CD11b<sup>+</sup> cells and (G) B220<sup>+</sup>/CD19<sup>+</sup> B cells.  $n = 6-13$ ; all analyzed by two-way ANOVA and multiple correction by Holm-Sídák; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

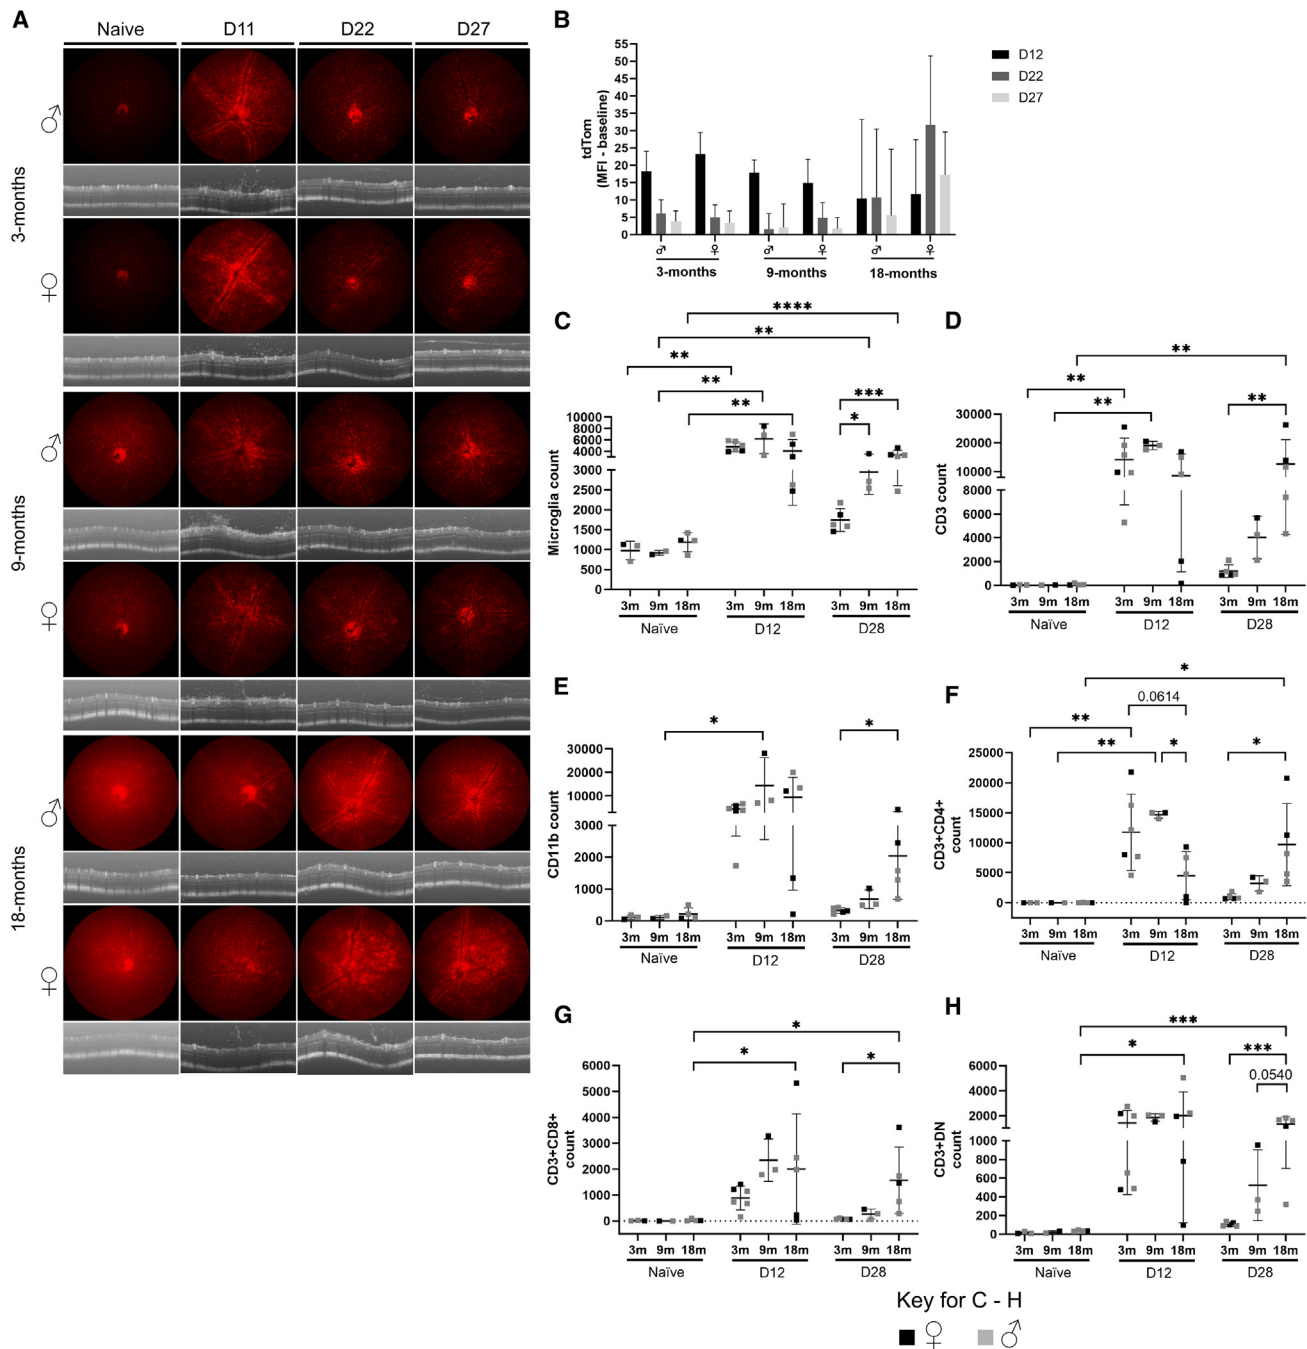

revealed lower numbers of CD4<sup>+</sup> cells in 18-month-old retinas at day 12, compared to both 3-month-old and 9-month-old animals (Figure 5E). No differences were observed for CD8<sup>+</sup> (Figure 5F) or DN (CD4<sup>+</sup>CD8<sup>+</sup>; Figure 5G) populations at peak inflammation, while all cell types were elevated at the late time point in 18-month-old mice (compared to 3-month-old mice; Figures 5E–5G). The non-microglia CD11b<sup>+</sup> monocyte population increased in all ages at peak disease, reducing in number by the late time point, but remaining elevated in aged mice (Figure 5H). Collectively, these data demonstrate that an altered and persistent inflammatory response is associated with age.

### The microglia response is dysregulated with age and at a greater extent in females

The contribution of microglia in disease associated with age is dichotomous: protective homeostatic roles described on the one hand, yet dysregulated function and phenotype implicated with greater disease severity or progression on the other hand.<sup>32–34</sup> The observed alteration to the immune response and accompanied with a persistent elevation in microglia numbers led us to investigate how the molecular response of the resident microglia differs by sex and age. Accordingly, FACS-sorted tdTomato<sup>+</sup> microglia isolated from single retinæ of naive, day 12, and day 28 post-IVT AAV eyes in 3-, 9-, and 18-month-old male and female mice were processed and analyzed using bulk RNA-seq.

Comparing 3- to 9-month-old animals, we observed greater separation of day 12 post-IVT AAV microglia, compared to naive, for both males and females (except one outlier for 9-month-old males; Figure S9), indicating a greater magnitude of the inflammatory response. Of note, females had a comparable response to males at 9 months of age (Figure S9). Accordingly, direct comparison of female microglia in 3- and 9-month-old mice at day 12 post-AAV IVT revealed 434 DEGs (Table S6), and GO term (BP) analysis identified a significant association with IFN response (*Igtp*, *Ifi47*, *Ifit1*, *Ifi203*, *Gbp3*, *Gbp2*, *Ifi205*, *Iigp1*) and cell division (*Ccnd1*, *Kif2c*, *Top2a*, *Cdca8*, *Cenpe*) among the upregulated genes (Table S7). For males, the same age comparison at day 12 only demonstrates 67 DEGs (Table S8), with upregulated genes significantly and primarily associated with cell division (*Ube2c*, *Cenpa*, *Top2a*, *Cdca8*; Table S9). At the late time point, only a small number of DEGs were identified for males (1 DEG; Table S10) and females (14 DEGs; Table S11). These data demonstrate significant changes in the response of female microglia with age. Comparatively male microglia at 9 months of age display enhanced but similar gene changes compared to their younger counterparts.

Recognizing altered kinetics of the inflammatory response (clinical and cellular) observed in the 18-month-old animals (Figure 5), our analysis next sought to examine the differences in gene expression in this age group. PCA comparing 18- to 3-month-old males demonstrates that the microglia transcriptomes clustered closely into groups of naive, day 12, and day 28 post-IVT AAV samples (PC1 69% variance; Figure 6Ai), indicating similarity in the viral response across age. Accordingly, only 12 DEGs at day 12 (Table S12) and 1 DEG

at day 28 (Table S13) were changed with age. Comparatively, the clusters were less defined for female microglia, where we observed greater variation in transcriptome changes at day 12 for 18-month-old animals, while aged day 28 samples clustered more closely with 3-month-old day 12 (PC1 47% variance; Figure 6Aii). Analysis of genes that change differentially from naive eyes and by age identified 108 DEGs at day 12 (Table S14) and 14 DEGs identified at day 28 (Table S15). GO term (BP) analysis of the 108 DEGs revealed significant enrichment for genes involved in endocytosis and vesicle-mediated transport (Figures 6B and 6C; Table S16).

To interrogate the age differential microglia signatures in response to AAV, we next compared microglia at day 12 post-IVT AAV isolated from the 3- to 18-month-olds in male and female animals. Our analysis revealed that microglia from females had 278 DEGs (Table S17) and males only had 69 DEGs (Table S18) when comparing old and young, and there was a greater dysregulation of microglia response to a viral stimulus with age in females (Figure 6D). GO term (BP) analysis revealed an upregulation of IFN response (*Gbp2*, *Gbp5*, *Gbp6*, *Gbp7*, *Ifi47*, *Ifit1*) and cell division (*Ccnd2*, *Mad2l1*, *Ndc80*, *Stmn1*, *Top2a*, *Ube2c*) in old males indicating an expected but enhanced response to the virus (Figure 6D; Table S19). Downregulated genes in old males were associated with fatty acid processing (*Apoc1*, *Fabp5*), although no term reached significance by false discovery rate (FDR) (Table S20). For old females, GO term enrichment analysis revealed a significant association of downregulated genes involved with protein polyubiquitination (Table S21), which is important to protein trafficking and degradation,<sup>35</sup> while upregulated genes were linked with cellular stress response terms (Figure 6D; Table S22). When we examined the 3- and 18-month-old microglia samples in the context of the curated activation modules,<sup>24</sup> a prolonged upregulation of the neurodegeneration-related (ND) and lipopolysaccharide (LPS) modules was observed at day 28 in aged samples, with prominence in females (Figure 6E). Concurrently, direct comparison of microglia at day 28 post-AAV IVT identified 213 DEGs between young and old females (Table S23). Of these DEGs, upregulated genes were enriched in immune response terms (Table S24), with overlap in the LPS (*Cd44*, *Cybb*, *Tnfrsf2*, *Cd40*, *Vcam1*, *Xdh*, *Slfn5*, *AB124611*, *Cxcl13*, *Slamf8*, *Mapkapk2*, *C3*, *Ifitm3*) and ND (*Ch25h*, *Cst7*, *Itgax*, *Lgals3bp*, *Ptger4*, *Rxrg*, *Tlr2*, *Cd274*, *Prr5l*, *Cpd*, *Axl*, *Ccl6*) modules. Only five DEGs were identified for old males (*Naalad2*, *Cp*, *Casp12*, *Arsg*, *Tmem167*; Table S25). These data demonstrate an altered microglia response to AAV with age, and male microglia demonstrate an enhanced response during “peak” inflammation. However, female microglia display substantial dysregulation highlighted by upregulated GO terms in stress response during early inflammation and an enhanced chronic inflammatory phenotype.

### AAV stimulus causes retinal thinning in aged females

Having observed a persistent inflammatory phenotype in the retina of aged animals to IVT AAV delivery and exhibiting a degenerative molecular phenotype in aged female microglia, we next wanted to evaluate the effect on retinal morphology, as a surrogate to tissue health.

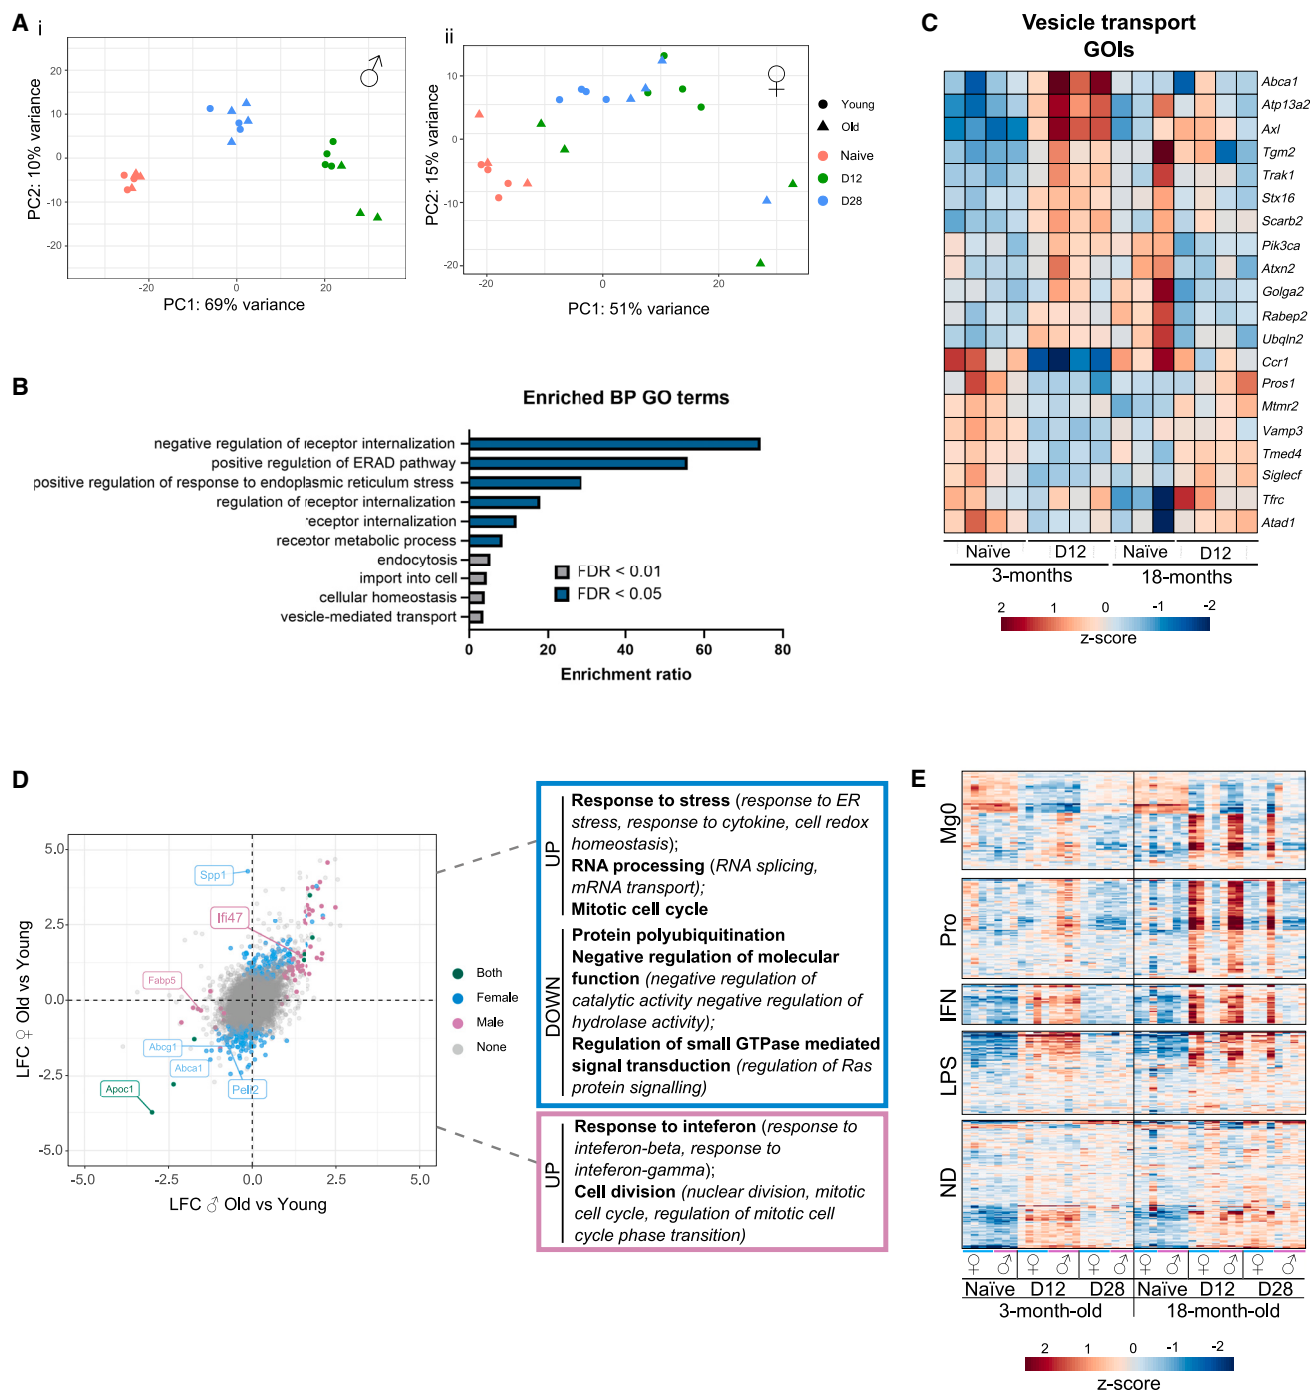

**Figure 6. Aged female microglia undergo the greatest alterations in microglia transcriptomic response to IVT injection of AAV**

(A) PCA clustering analysis identifies similar clustering of samples according to naive and day 12 or day 28 post-AAV injections in males (i), while old females have more variability in the day 12 and day 28 samples (ii). (B) GO (BPs) enrichment analysis of genes differentially expressed by age at day 12 in females. (C) Heatmap to show expression of genes of interest identified within the vesicle-mediated transport enrichment terms. (D) Scatterplot to show log-fold change (LFC) between old (18-month-old) and young (3-month-old) males vs. females. Differentially expressed genes are colored according to change in expression in either old males, old females, or both. Boxes show GO (BPs) enrichment terms identified among the up- or downregulated genes for old females (blue) or males (pink). (E) Heatmap explores changes across age and sex for the expression of disease microglia gene modules<sup>24</sup> for our AAV-stimulated microglia. LPS, lipopolysaccharide response; Mg0, resting state microglia; ND, neurodegeneration-related; Pro, proliferation.

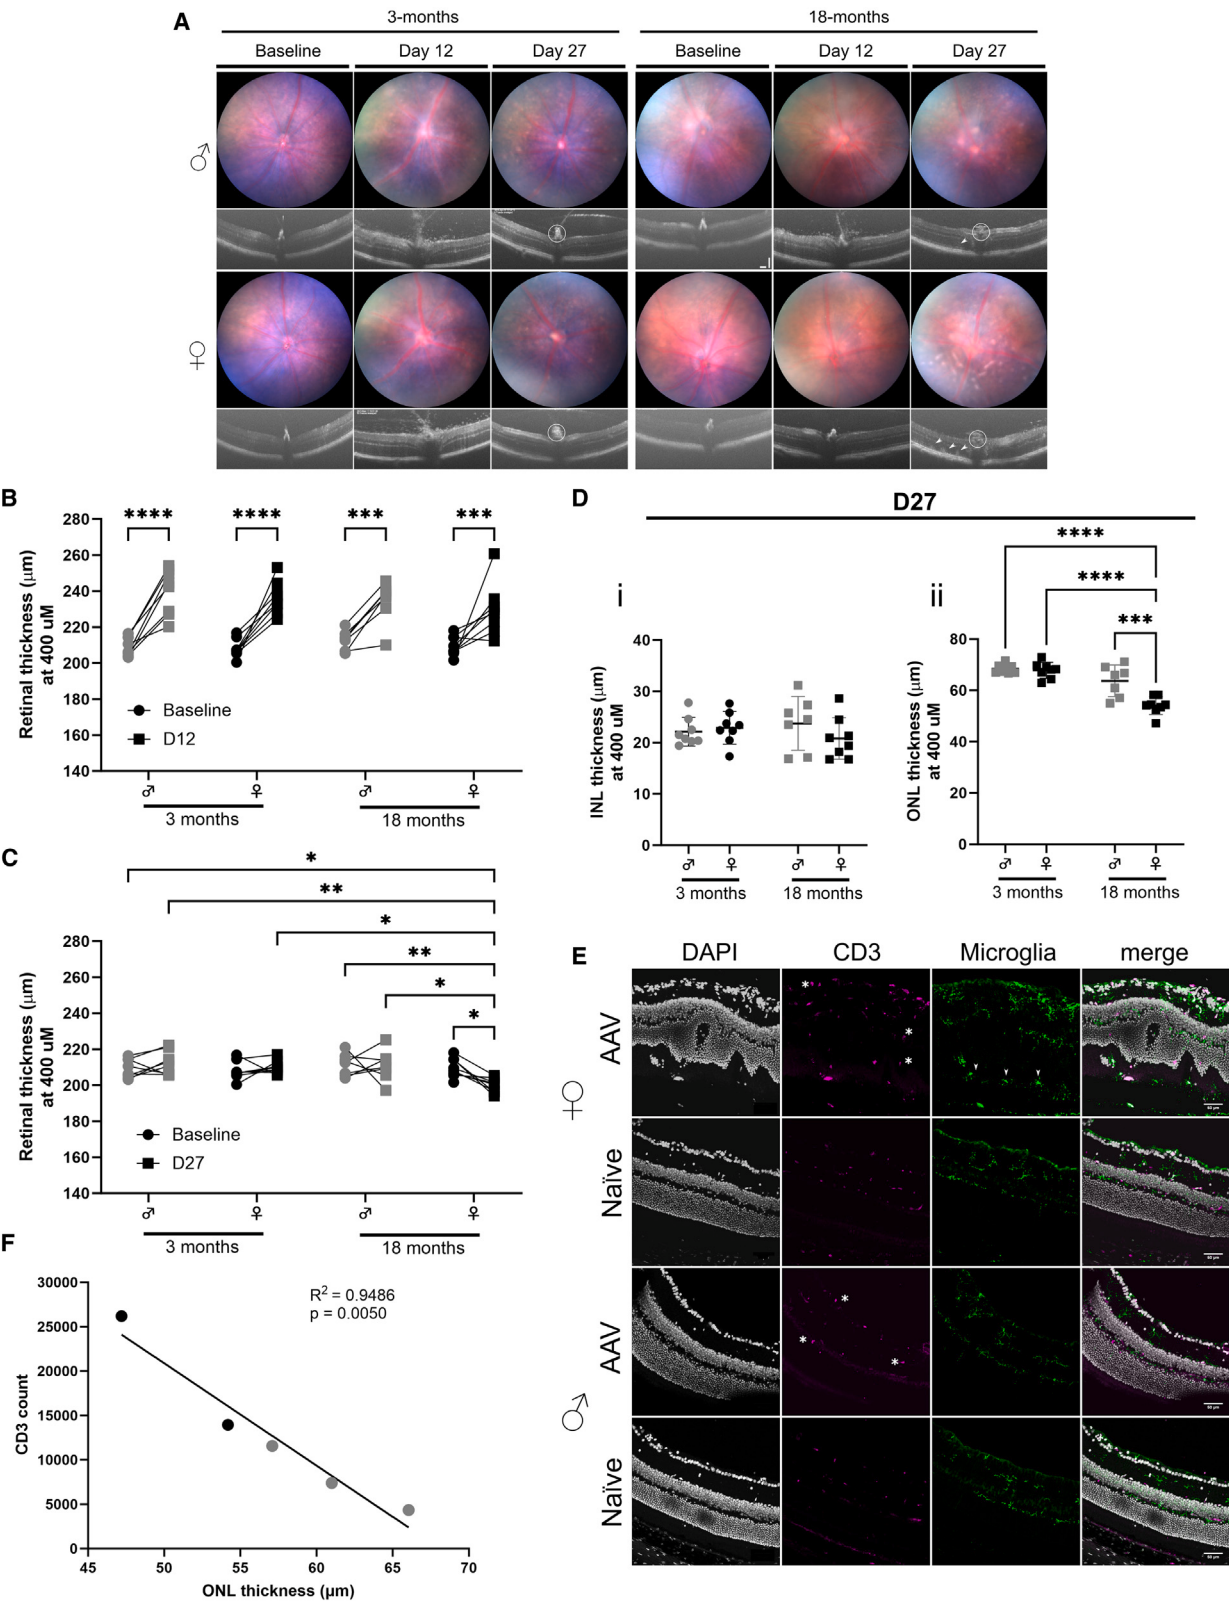

(legend on next page)

OCT images provide an *in vivo* cross-sectional high-resolution image through the retina, allowing us to monitor longitudinal changes in posterior segment morphology and pathology.<sup>36</sup> Here, we assessed OCT images in our 3-month- and 18-month-old animals. At peak inflammation (day 12), hyper-reflective spots were observed in the vitreous, indicating infiltration of immune cells, although they appeared to a lesser extent in 18-month-old animals, concurrent with our observation of a dampened early response with age. Fewer spots are apparent by day 28, although thickening of the optic nerve head is consistent with a continued infiltrate at this site. Hyper-reflective foci in the outer nuclear layer (ONL) appear in aged animals by day 27 and to a greater extent in females (Figure 7A). The clinical presentation of these hyper-reflective foci were observed in all 18-month-old female tdTom mice and to a greater extent compared to males (Figure S10). This was confirmed in C57BL6/J mice aged 11 and 12 months old, with 11/12 (92%) females presenting with a clinical change compared to 6/12 (50%) males ( $p = 0.0686$ , Fisher's exact test; Figure S10). No changes were observed in PBS-injected eyes at day 28 (Figure S10). Analysis of the retinal thickness from OCT images allows for a measure of potential tissue inflammation or resultant damage/degeneration. Measurement includes total retinal thickness (TRT), from retinal nerve fiber layer to the RPE layer (inner to outer retina), at baseline, peak inflammation (day 12), and late inflammation (day 27). Compared to the baseline (pre-injection) image, TRT was significantly thicker for all ages and sexes at peak inflammation (Figure 7B). By late inflammation, TRT had recovered close to baseline levels for 3-month-old mice and 18-month-old males. Old females had significant thinning of TRT compared to their baseline and to age-matched males, young males, and young females at the same time point (day 27; Figure 7C). OCT images can be further segmented to specific retinal layers (Figure S11). Significant ocular inflammation results in the loss of photoreceptors, demonstrated by thinning of the ONL.<sup>37</sup> To establish where retinal cell loss had occurred, we assessed the thickness of the ONL and inner nuclear layer (INL; bipolar cells, amacrine cells, interplexiform neurons, and Müller glia), as a comparator, at late inflammation (day 27). No changes were observed in INL thickness (Figure 6Di), while old females had significant thinning of the ONL compared to age-matched males ( $p = 0.0002$ ), young males ( $p < 0.0001$ ), and young females ( $p < 0.0001$ ; Figure 6Dii), indicating photoreceptor loss. *Ex vivo* analysis of thickness in 3- and 12-month-old C57BL6/J wild-type mice confirmed an increased risk of thinning in old females, although the magnitude of degeneration was not as great at 12 months compared to 18 months (Figure S10).

The clinical presentation of hyper-reflective foci was identified as folds in the retina *ex vivo* and correlated with greater inflammation (presence of CD3<sup>+</sup> cells) and migration of microglia to the SRS (Figure 6E). In our earlier flow cytometric analyses (Figure 3), we identified a greater retention of CD3<sup>+</sup> cells at late inflammation (day 28) in old animals, with the mean number of cells equivalent to those seen at peak inflammation for young animals (day 12). We therefore employed these data to investigate correlation of tissue degeneration and to late (day 28) infiltrating T cells. Plotting the number of CD3<sup>+</sup> immune cells at late inflammation in aged mice against the respective ONL thickness identified a significant inverse correlation ( $p = 0.0050$ ; Figure 6F). These data indicate a degenerative effect of AAV IVT, with increased risk in aged females and correlating to the retention of high numbers of CD3<sup>+</sup> cells at late inflammation (day 28) and migration of microglia to the SRS.

## DISCUSSION

AAV immune response and subsequent toxicity have arguably limited gene transfer and therapeutic efficacy, making the prevention of immunogenicity a key focus of gene therapy research.<sup>20,38,39</sup> However, the inclusion of age and sex as potential determinants of immune response has been largely neglected in preclinical development, despite the known divergence. Here, we provide evidence and a description of changes to characterize the influence of these factors on the retinal inflammatory response to IVT delivery of AAV2. We identify sex and age differences in the innate (resident microglia) and adaptive response (lymphocyte infiltrate) to AAV2. Sex differences in the microglial response are retained with age, although for both sexes, age leads to an enhanced and chronic response to viral stimulus. Old females display the greatest divergence in the microglia response to AAV and display morphological evidence of retinal degeneration. Our data highlight the importance of continued interrogation of age and sex to improve our understanding and develop future strategies to prevent inflammation and produce safer and effective gene therapies for all target patient groups.

Clinically, the inflammatory response to AAV2 stimulus in young animals has similar presentation between male and female mice. We consistently observe an early peak in ocular inflammation (days 10–12) demonstrated by PVS and vitritis (cellular infiltrate), which does spontaneously subside by day 28 (Figure 1). While inflammation appears to be resolving clinically by day 28, *ex vivo* analysis reveals that P2RY12 expression in microglia is only partially recovered and CD45<sup>+</sup> infiltrate remains elevated (Figure S8), supporting the notion

### Figure 7. Old female retinas degenerate after IVT delivery of AAV

(A) Representative clinical images (fundal and OCT) to show changes after AAV injection. White circle in OCT image indicates thickening of optic nerve head, and white arrows indicate hyper-reflective foci in the outer nuclear layer (ONL). (B and C) Graph shows total retina thickness at baseline (pre-injection) compared to day 12 (B) and baseline compared to day 27 (C) post-AAV injection. (D) Graphs show inner nuclear layer (INL) thickness (i) and ONL thickness (ii) at day 27 post-injection. (E) Immunohistochemistry staining of CD3<sup>+</sup> (magenta) cells, tdTomato<sup>+</sup> microglia (green), and DAPI staining of nucleus (white) on sections from 18-month-old male and female mice at day 28 post-AAV injection. Bright CD3<sup>+</sup> (magenta) cells are indicated by white asterisk. Microglia (green) migration to the SRS is indicated by white arrowheads. (F) Simple linear regression analysis of ONL thickness measured from clinical images on day 27 against total number of CD3<sup>+</sup> cells quantified from the same eye on day 28 ( $n = \text{animal}$ ). Black indicates females and gray indicates males. All analysis carried out by two-way ANOVA with Holm-Sidak multiple comparisons; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; graphs are mean  $\pm$ SD. For (B)–(D),  $n = \text{eye}$ .

of a persistent and subclinical change in the ocular immune environment. These findings are consistent with previous observations of GTAU kinetics in response to IVT delivery of AAV2,<sup>3</sup> indicating a robust and definitive inflammatory effect of AAV2 in the eye, which is specific to AAV2-injected eyes compared to buffer-controlled sham injection (Figure S7). Further longitudinal studies may inform whether inflammation fully resolves and returns to naive levels or whether these alterations to the immune threshold persist.

Here, we chose to analyze the effects of AAV2, which, along with AAV2.7m8 (derived from AAV2), make up the current choice in clinical trials for IVT-delivered gene therapies.<sup>27</sup> However, whether these findings are specific to AAV2 or widely applicable to other AAV capsid serotypes is called into question. Wiley et al.<sup>40</sup> provide a detailed comparison of AAV capsids and route of delivery to the eye and the ocular inflammatory response in rats. These data demonstrate subclinical inflammation in AAV2 and AAV6 vectors, while AAV1, AAV8, and AAV9 have mild to no inflammation. Importantly, however, only AAV2 and AAV6 reliably transduced the retina. While Wiley et al.<sup>40</sup> did not observe a correlation with GFP expression and inflammation, a study of suprachoroidal injected AAV8 in non-human primates indicated that GFP expressed scleral fibroblasts as a driver of adaptive inflammation,<sup>41</sup> which could suggest that efficacy of infection along with transgene product expression drive a greater inflammatory response. Furthermore, and in agreement with our findings (Figure 1), Wiley et al. demonstrated the migration of Iba1<sup>+</sup> cells (microglia and circulating monocytes) to the outer retina after IVT injection of both AAV2 and AAV6, suggesting activation and changes to microglia function during infection. However, further studies to directly compare microglial changes in response to different AAV serotypes across age and sex would be required to confirm whether there is a common response.

Despite the similarities in clinical presentation between males and females, our analysis of known inflammatory microglia markers<sup>21</sup> suggested divergence in molecular changes behind the response (Figure 2). Transcriptomic profiling of microglia revealed similar molecular changes, with 70.5% of female-only DEGs at day 12 overlapping with male DEGs. However, males had an enhanced response with the upregulation of viral-specific gene expression changes in IFN response and proliferation compared to females (Figure 3). The magnitude of change could, in part, be explained by sex differences in the baseline naive expression of viral-responsive genes. For example, IFN-associated genes, including IFN regulatory factor (*Irf1*), are enriched in naive female brain microglia<sup>42,43</sup> and subsequently are found to be more responsive to IFN stimulation.<sup>42,44</sup> Indeed, in our data, naive female microglia display higher expression of the IFN-related genes compared to males (Figure 3E). However, sex comparisons of these genes at day 12 still demonstrate much higher expression for these genes in male microglia (Figure 3E), and together these transcriptomics data support a more prominent role for microglia in the male AAV inflammatory response.

While transcriptomic analyses identify a dampened microglia response in females, clinical presentation remains similar, suggesting

that inflammation is achieved through divergent mechanisms and cell types between males and females. Female mice have an expanded resident T cell population in the periphery,<sup>13,45</sup> which expresses higher levels of inflammatory and antiviral genes upon stimulation.<sup>46</sup> Furthermore, in a mouse spinal nerve injury model, allodynia is preferentially mediated by infiltrating T cells in females, while in males, microglia are the main drivers in this pain response.<sup>45</sup> In young mice, we observe sex differences in the proportion of different CD3<sup>+</sup> T cell subsets (CD4<sup>+</sup>, CD8<sup>+</sup> or CD4<sup>−</sup>CD8<sup>−</sup>) and a more rapid increase in CD4<sup>+</sup> cells during peak inflammation days 10–12 (Figure 4). Importantly, even with delivery of a lower, “non-inflammatory” AAV2 dose, only female mice display an increased number of infiltrating T cells to the retina, with elevated CD4<sup>+</sup> counts at early/peak inflammation and CD4<sup>+</sup> and CD8<sup>+</sup> cells both increased at the late stage (Figure S6). These findings could indicate a greater importance for infiltrating T cells in regulating the AAV2 inflammatory response in females. Further analyses of the inflammatory response such as immunophenotyping T cell subsets (e.g., Th1, Th2, Th17), using targeted pharmacological interventions to inhibit the adaptive infiltrate or conversely ablate the microglial compartment, and examining other retinal antigen-presenting cells (e.g., Müller glia) will inform pathways where sexual divergence lies within the mechanisms that ultimately drive a similar clinical response.

The ocular inflammatory response to AAV2 is altered with age, with older males and females demonstrating prolonged and persistent elevation of immune cells (microglia, CD45<sup>+</sup>CD3<sup>+</sup>, CD45<sup>+</sup>CD11b<sup>+</sup>; Figure 5). However, the transcriptomic changes observed in the microglial response to AAV2 across age are more distinct in female mice (Figures 6 and S9). The transcriptomic response to AAV2 for aged male microglia was similar compared to young males, although the magnitude of change in gene expression is greater during peak inflammation for 18-month-old mice, suggesting an enhanced inflammatory response (Figure 6). Female mice similarly have an enhanced response at 9 months of age, comparable to age-matched male counterparts (Figure S9). However, by 18-months, their microglia exhibit a distinct and dysregulated inflammatory response and prolonged expression of a pro-inflammatory microglia gene signature (Figure 6). Age-related sex differences in the functional phenotype of microglia is known in the CNS, where aging female microglia have a greater increase in the expression of genes associated with inflammatory processes and an activated state.<sup>22,47,48</sup> In mouse models of Alzheimer disease (AD), the switch to a disease-associated gene signature in microglia occurs earlier in females<sup>49</sup> and is more pronounced.<sup>50</sup> These findings support a key role for age- and disease-related microglial changes in driving the sex bias for AD prevalence and pathology.<sup>22</sup> Similarly, in response to IVT AAV2, we observe a significant degenerative response (thinning of the retina) in aged females only (Figure 7), which also maintains a dysregulated inflammatory microglia signature and accumulation in the SRS at the late inflammation time point. These observations highlight the risk and potential of adverse reactions to AAV gene therapy in women and emphasize a clear rationale and need for further evaluations to delineate the mechanisms responsible for such sex-specific disease-associated

differences. One hypothesis for the greater variance across age in females could be the change in sex hormones across the lifespan. Certainly, estrogen signaling is important for anti-inflammatory and neuroprotective signatures in microglia in neurological disease, with both reduced hormone levels and reduced receptor expression implicated.<sup>51</sup> Mice enter reproductive senescence between 9 and 12 months,<sup>52</sup> and a reduction in basal levels of estradiol is seen from 10 months.<sup>53</sup> Although we did not assess hormones in this study, the correlation of age-related changes and the anti-inflammatory role of estrogen signaling in the microglia response would warrant further investigation in the context of the dysregulated microglia response to AAV2 in old females. Assessment via targeted interventions (pharmacological or genetic) to modulate the functional phenotype of resident microglia and/or peripheral immune cells or manipulate sex hormone expression will build our understanding of how the identified transcriptomic changes link and contribute to the degenerative phenotype.

How the deposited data were processed for this re-analysis (not part of the article)

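Retinal microglia were sorted from single retinas of naive mice and of mice at day 12 or day 28 after intravitreal AAV2 (1e10 genome copies per eye), in both sexes and at 3, 9 and 18 months of age. Each library comes from 1 retina. The authors amplified cDNA with the SMART-Seq kit, made libraries with the Nextera XT kit and sequenced single-end reads on a NextSeq 500. The authors aligned the reads to mm10 with STAR and counted them per gene with featureCounts, and the first deposited table holds these counts for 25239 genes in 64 libraries, with no correction for batch. The second deposited table holds counts of the same genes in 63 libraries after the authors' ComBat_seq, which took the collection day as batch. Both tables hold whole numbers, and neither is scaled for depth. Each library was joined to its age, sex, day, replicate number and collection day through its deposited labels.

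The batch-corrected counts were the starting point of every result unless another is named. Library sizes were scaled by TMM in edgeR 4.0.16 (R 4.3.3), and genes with low counts were removed by filterByExpr with the groups of the fit. Quasi-likelihood models were fitted to the groups compared, with one mean per group and no batch term. Day 12 and day 28 were compared with naive microglia by glmTreat, against a log2 fold change of 1 and at a Benjamini-Hochberg adjusted p under 0.05. Ages at one day, and the interactions of sex or age with day and of sex with age, were tested by glmQLFTest at an adjusted p under 0.1. PCA used a variance-stabilising transformation (DESeq2 1.42.0, blind to the groups) and the 500 most variable genes. The mean of a gene list was taken over log2 CPM with a prior count of 2. Single values were compared between groups by exact permutation of the libraries, two-sided, except that 100000 random permutations within groups of age and sex were drawn for the marker lists by day (scipy 1.17.1 was used for intervals). Gene coordinates are those of GRCm38, the assembly that mm10 names.

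The genes named are those the paper names in its text or draws in the figure panels concerned, each in the comparison it is named for, the sex-linked genes used as a check of labels, and, for each comparison, the 3 genes with the smallest p among those past the threshold whose 2 groups did not overlap. *Cd3g* at 9 months and *Naaa* are among those 3. The comparisons, tests, thresholds, naming rule and alternatives were fixed before the data were examined, apart from 2 alternatives added afterwards and the tests that the closing section names as chosen later. The 2 alternatives were a batch correction repeated with the groups kept in its model (sva 3.50.0) and one repeated over all 64 libraries.

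Depth differed between libraries. A gene at 3 counts, taken as the smallest amount a library can show, corresponds to 0.298 CPM in the deepest library and 2.07 CPM in the shallowest. Counting error alone is covered by that floor, since amplified reads are not independent molecules. Where every library of a group was at or under the floor, the fold change is given as a lower bound. The steps were tested on simulated data that kept the depth of the libraries and the spread of each gene, with 200 genes changed. Genes were drawn independently of each other. Variation shared by many genes, such as that of 18-month-old females at day 12 on PC1, was therefore not simulated. The recovered shares do not hold for a group with such variation. In the design of 3-month-old males at day 12 against naive, a log2 fold change of 3 was recovered for 76.5% of the changed genes with 1 false call. With a log2 fold change of 2, the design of 18- against 3-month-old females at day 12 recovered 74% with 19 false calls, and that of males at day 28 recovered 74% with 17.

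Labels were checked by *Xist* and 4 Y-linked genes. No pair among the 85 pairs of libraries within a group was identical. Replicate numbers were checked as a possible pairing across groups: over 480 pairs of libraries with group means removed, the mean correlation was -0.0124 for pairs with the same number and 0.00486 for the others, so that no pairing entered the models, and the replicate number as a block was kept as an alternative. The batch-corrected counts were checked by running ComBat_seq again.

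The alternatives were DESeq2 with the same design, its size factors in place of TMM, no filter on low counts, uncorrected counts with and without the collection day in the model, the replicate number as a block, all libraries in one fit, a plain quasi-likelihood test, 2000 genes in the PCA, a prior count of 0.5, the median in place of the mean of a list, an adjusted p under 0.2 as the rule for sharing, the library with 2 day labels placed at day 12, and each library left out in turn. At most 60 splits of the libraries were fitted per comparison (20 for an interaction without a called gene).

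The enrichment analyses, the full published gene modules and the clustering of samples were not repeated here. Flow cytometry, qPCR, imaging and histology were not analysed here. *Trac* and *Ighm*, listed among the T cell and B cell markers, are not in the tables and were left out of the means.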

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

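The tests of the sex-linked genes, of the 9-month-old male library, of the sexes on each collection day, of the correlation between T cell markers and of other splits of the libraries were chosen only after the results were seen, while the tests of cell type RNA and depth between the sexes and ages were chosen before.

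In 163 groups of 4 libraries, a library far from the other 3 was looked for by the gap to its nearest neighbour, and 10 were found where chance gives 8.15. Their number is therefore close to that of chance. For PC1 of the 3- and 9-month-old males, the 9-month-old male at day 12 replicate 2 lay at -5.57 and the others at 24.4 to 28.9. Its total of 1907091 counts was the smallest of its group (the others had 2608704 to 5041498), but the 18-month-old male at day 12 replicate 3, with 1910406 counts, lay at 23.4 on PC1 of the 3- and 18-month-old males, which goes against low depth as the only reason. A mislabelled time point could be a reason, since -5.57 lies within the day 28 libraries of 9-month-old males, at -10.7 to 2.8. The position of this library cannot be told apart from a mislabelled time point or from a retina with a weak response.

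Of the other 9, 2 were totals: 7624778 counts for the 18-month-old naive male replicate 2, against 4059753 to 4524314, and 5622508 for the 3-month-old naive female replicate 4, against 4300452 to 4363643. The remaining 7 were single genes. At 3 months, *Igtp* was at 286 CPM in the day 12 male replicate 4 (others 238 to 243), *Ifi47* at 109 CPM in the day 12 male replicate 2 (others 163 to 174), and *Ndc80* at 12.3 CPM in the day 12 male replicate 3 (others 2.84 to 4.3). In females of that age, *Slamf7* was at 13.4 CPM in the naive replicate 3 (others 3.17 to 4.78), *Apoc1* at 83.7 CPM in the day 12 replicate 3 (others 199 to 211), and *Cp* at 57.4 CPM in the day 28 replicate 4 (others 35.8 to 39.1). *Ch25h* was at 419 CPM in the library labelled 18-month-old female day 28 replicate 1 (others 60.1 to 99.9), which is also the shallowest of its group, at 1852783 counts, and 1 of the libraries whose sex-linked genes went against the label. The libraries of the other 6 genes had 3332765 to 5021679 counts. No explanation of these 9 values was tested, technical or biological.

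A direct test of whether the change from naive differs between the sexes at 3 months gave 7 genes at day 12, a count reached by 1 of 60 splits of same-numbered libraries between the sexes, the real one, the largest other count being 1. At day 28 it gave 1 gene, which 7 of 60 splits reached, with up to 5 genes, so this gene is within what regrouping gives. For the larger number of genes past the threshold in males than in females at day 12, 3 technical explanations were tested. For RNA of T cells, the mean log2 CPM of 9 T cell markers was 1.26 higher in day 12 males (3.22 to 5.16) than in females (2.56 to 3.77), with an exact permutation p of 0.0571, two-sided, and the difference was 1.83 on the first collection day and 0.0511 on the second. By the criterion written beforehand, a p under 0.05 would have counted for this explanation and overlapping scores against it. The scores overlapped, and the explanation was recorded as undecided only after the value was seen. On the second collection day, with 1 male and 3 female libraries, males were higher by 10.8 on PC1 and by 0.83 log2 CPM in the interferon genes, against 6.95 and 0.817 on the first, but 1 male library cannot decide whether T cell RNA contributes. B and plasma cell markers differed by -0.133 (exact permutation p = 0.857), and the male libraries were shallower, by -0.387 in log2 total counts (permutation p = 0.0678, two-sided), both against the explanation concerned. Monocyte markers were not among the explanations tested. They were at 1.65 ± 0.842 log2 CPM in day 12 males and 0.608 ± 0.561 in day 12 females (SD, n = 4 each), with overlapping libraries. The larger male response remains a hypothesis, with the part of T cell RNA undecided and that of monocyte RNA untested.

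The change from naive to day 12 differed between 3 and 18 months for 36 genes in females and 4 in males. In females 1 of 60 splits of same-numbered libraries between the ages reached that count, the real one, and the largest other gave 4 genes. In males 7 of 60 did, with up to 13 genes. For the paper's pattern of more genes changing between 3 and 18 months in females than in males at day 12, photoreceptor RNA and depth were tested. The pattern rested on the setting. The main quasi-likelihood test gave 3 genes in females and 9 in males, and no filter gave 90 and 154. Females had more genes with DESeq2 (258 and 105), with all libraries in one fit (44 and 0, the latter with 554 at an unadjusted p under 0.05), with uncorrected counts and the collection day in the model (13 and 0, with 416) and with the replicate block (3 and 1). Photoreceptor markers differed between the ages by -0.0822 log2 CPM in females (exact permutation p = 0.971) and by 0.239 in males (exact permutation p = 0.4). Total counts in females differed by -0.146 on the log2 scale (exact permutation p = 0.686). Neither explanation was borne out. The 36 genes depended on the normalization and on the batch correction, and the old females at day 12 parted by collection day on PC1. The genes themselves were not tested against the collection day. With 2 old libraries on each day, an effect of age on these genes cannot be told apart from a difference in collection or between animals.

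The sex-linked genes went against the labels of 2 libraries. *Xist* was at 255 CPM in the library labelled 9-month-old male day 28 replicate 1, and Y-linked genes were at 388 CPM in the library labelled 18-month-old female day 28 replicate 1. Both values lie in the range of the other sex (107 to 412 and 140 to 489 CPM), so mislabelled libraries are a candidate explanation. A mixture of both sexes was not borne out, since *Xist* in the library labelled 18-month-old female day 28 replicate 1 was at 0 CPM and Y-linked genes in the library labelled 9-month-old male day 28 replicate 1 were at 0 CPM. An exchange of these 2 libraries with each other would also exchange their ages. On PC1 of the uncorrected counts of all 64 libraries, the library labelled 18-month-old female day 28 replicate 1 lay at 30.2. The libraries labelled 9-month-old male day 28 lay at -8.27 to 5.21, so that position argues against an exchange of these 2 alone. The library labelled 9-month-old male day 28 replicate 1, at 4.74, lay among the others labelled 18-month-old female day 28, at 0.735 to 8.24. An exchange would allow the position of that library. On the same PC1 the library labelled 18-month-old female day 28 replicate 1 lay among the 9-month-old males at day 12 other than replicate 2, at 28.3 to 33.9. That replicate 2, at -5.66, lay within the range of the libraries labelled 9-month-old male day 28. Its deposited column and those of these 2 libraries follow one another. An exchange of labels that takes in that replicate was not tested. The direction of every comparison of libraries labelled 18-month-old female at day 28 was drawn with replicate 1 as labelled. No biological explanation was tested.

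RNA of T cell markers, which the paper's RNA-seq analysis does not discuss, was higher after AAV than in naive libraries. The mean over 9 markers was higher by 3.71 log2 CPM at day 12 (2.95 to 4.6 over the 6 groups of age and sex) and by 2.71 at day 28 (1.25 to 4.16). In 21 of 22 day 12 libraries and 15 of 22 day 28 libraries it exceeded every naive library of the same age and sex. The permutation p was 1e-05 for both, the smallest that the permutations can give, and 2.5e-05 after correction over the 10 tests of marker lists. Naive 18-month-old males ran from -1.08 to 3.93 log2 CPM (SD 2.57, n = 4). Their highest library lay above the 3-month-old females at day 12, at 2.56 to 3.77, so some naive retinas also held RNA of these markers. Within groups the T cell markers rose and fell together, with a mean correlation of 0.619 against a median of 0.0341 for 10000 random lists of genes (percentile 100 among them). The photoreceptor list had 0.514 (percentile 100), and the B and plasma cell, monocyte and microglia lists were at percentiles 99.9, 99.1 and 95.4. A correlation above that of random lists was therefore not particular to T cell markers. T cells or their RNA among the sorted cells may explain the rise of T cell markers, as a hypothesis, although microglia that switch on these genes together would show the same correlation. By single genes, 8 of 9 markers passed the threshold in 3-month-old males at day 12, where 1 of the 9 was lower than in naive. In 3-month-old females 3 of 9 passed at day 12, and at 9 months 5 of 9 in males and 4 of 8 in females. At 18 months 0 of 9 passed at day 12 in either sex, all 9 being higher in both. At day 28, 1 of 9 passed in 3-month-old males, where 1 of the 9 was lower than in naive, and 0 of 9 in females, where 2 were lower. *Cd3g* in 9-month-old males at day 12 was at least 48.9-fold higher than in naive males.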

How the results depend on the processing

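No test of a cause was chosen for the dependencies below, before or after the results were seen, and where a result changed the cause was not tested.

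The counts of genes past the threshold at 3 months against naive kept within a factor of 1.5 with DESeq2's size factors, uncorrected counts with the collection day in the model, DESeq2, the replicate block and each library left out in turn: 314 to 464 genes in males at day 12, 67 to 89 in males at day 28, 211 to 289 in females at day 12 and 35 to 67 in females at day 28 across the fits that each left out 1 library. A prior count of 0.5 and the median over a list changed none of the 6 means of gene lists, and a batch correction over all 64 libraries, added after the data were seen, changed neither of its 2 comparisons. DESeq2's size factors changed 1 of 33 results, the age by day 12 interaction in females, which fell to 0 genes (1720 at an unadjusted p under 0.05).

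With DESeq2 10 of 27 counts stayed within a factor of 1.5 or at 0, and 17 became larger. Those were 18-month-old females at day 12 against naive (13 genes); age by day 12 in females (345) and males (13); age by day 28 in females (12) and males (1); age by sex at 9 months (2) and at 18 months and day 28 (3); sex by day 12 (35) and by day 28 (3); 9 against 3 months in females at day 12 (612) and day 28 (20) and in males (4 and 1); and 18 against 3 months in females at day 12 (258) and day 28 (228) and in males (105 and 6).

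Without a filter on low counts 21 of 27 counts became larger: 102 and 172 genes at day 28 against naive in 3-month-old females and males; 446, 393 and 14 at day 12 against naive in 9-month-old females, 9-month-old males and 18-month-old females; 167 for sex by day 12 and 51 for sex by day 28; 60 and 94 for age by day 12 in females and males, and 29 for age by day 28 in males; 96, 1 and 85 for age by sex at 9 months, at 18 months and day 12, and at 18 months and day 28; 588, 61, 9 and 35 for 9 against 3 months in day 12 and day 28 females and day 12 and day 28 males; and 90, 281, 154 and 19 for 18 against 3 months in the same order. A plain test gave 1061 and 263 genes in 3-month-old females and 1118 and 226 in males.

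With all libraries in one fit 12 of 25 counts fell and 4 rose. At 3 months against naive, 150 and 16 genes passed in females and 210 and 17 in males. At 18 months against naive, 309 passed in males and 44 in females. Sex by day 12 and sex by day 28 gave 0 (752 and 407 at an unadjusted p under 0.05), age by day 12 gave 125 in females and 0 in males (442), and age by sex at 9 months gave 1. Between 3 and 9 months 97 genes passed in females at day 12 and 0 at day 28 (425), and between 3 and 18 months 44 passed in females at day 12, 3 at day 28 and 0 in males at day 12 (554).

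With the replicate block 8 of 25 counts fell and 2 rose. Sex by day 12 went from 7 to 0 (883 at an unadjusted p under 0.05), age by day 12 from 36 to 2 in females and from 4 to 1 in males, 9-month-old females against naive from 284 to 179 and males from 111 to 36, 9 against 3 months in females at day 28 from 4 to 2, and 18 against 3 months from 67 to 28 in females at day 28 and from 9 to 1 in males at day 12. In males at day 28, 2 genes passed between 3 and 9 months and 12 between 3 and 18 months. The log2 fold change of *Tmem167* in the latter changed sign with the replicate block, to 0.07.

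On uncorrected counts with the collection day in the model, age by day 12 gave 0 genes in females (1645 at an unadjusted p under 0.05) and 2 in males, and 18 against 3 months gave 13 and 27 in females at day 12 and day 28 and 0 (416) and 2 in males. Without that term, 3-month-old females at day 28 gave 26 genes, 9-month-old males against naive 53, sex by day 12 gave 1, age by day 12 gave 0 in both sexes (1588 and 538), 9 against 3 months in females gave 171 at day 12 and 0 at day 28 (337), and 18 against 3 months gave 0 and 12 in females (1049 at day 12) and 0 at both days in males (380 and 649). The share of female genes also called in males at day 12 was then 62.4%, and *Igtp* in 3-month-old females changed sign, to -0.02. The difference of 16.3 on PC1 between libraries labelled 18-month-old female and 3-month-old females at day 28 had an exact permutation p of 0.0857 on uncorrected counts, and the IFN genes in day 12 males against females one of 0.0286, at 0.763. PC1 held 53.4% of the variance at 3 months, 60.3% for 3- and 18-month-old males, 51.1% and 59.1% for 3- and 9-month-old females and males, and 53.3% at 9 months. With 2000 genes it held, for these and the 3- and 18-month-old females, 51.6%, 55.4%, 45.5%, 52.9%, 48.8% and 38.4%, and over all libraries 46.4% after and 36.1% before correction.

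A batch correction with the groups kept, chosen after the data were seen, changed 5 of 27 counts: 17 and 2 genes for age by day 12 in females and males, 4 for 18 against 3 months in males at day 12, 0 for sex by day 28 (545 at an unadjusted p under 0.05) and 1 for 9 against 3 months in males at day 12. Placing the library with 2 day labels at day 12 gave 285 genes in 18-month-old males against naive, 2 for age by day 12 in males, and 0 (592) and 4 for 18 against 3 months in males at day 12 and day 28. *Spp1* at day 12 and *Tmem167* at day 28 then changed sign in males, to 1.49 and 0.08. Counting an adjusted p under 0.2 in the other sex gave shares of 78.9% and 77.6%.

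Leaving out each library in turn moved most comparisons of ages and interactions. The counts ran from 0 to 20 genes for sex by day 12 and from 0 to 3 for sex by day 28, from 0 to 225 and from 1 to 58 for age by day 12 in females and males, from 0 to 1 for age by day 28 in either sex, and from 0 to 2, 0 to 4 and 0 to 2 for age by sex at 9 months, at 18 months and day 12, and at 18 months and day 28. Between 3 and 9 months they ran from 147 to 1025 and from 1 to 29 in females at day 12 and day 28, and from 0 to 1 in males at day 28. Between 3 and 18 months they ran from 0 to 36 and from 14 to 112 in females at day 12 and day 28, and from 0 to 215 and from 0 to 4 in males. Against naive, 9-month-old males ran from 78 to 330 (naive males were not left out, since 1 library would remain), 9-month-old females from 190 to 352 and 18-month-old males from 319 to 503. The fits for 9 against 3 months in males at day 12 and for 18-month-old females against naive gave 0 genes each time.

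For single values, leaving out a library gave 7.17 to 9.93 for PC1 of males against females at day 12, 11.4 to 19.6 for PC1 of libraries labelled 18-month-old female against 3-month-old females at day 28, and 1.36 to 1.66 and 0.98 to 1.15 for the LPS and ND genes in the same comparison. These no longer reached a p of 0.05, which 3 against 4 libraries cannot give. PC1 of 18- against 3-month-old females at day 12 ran from -9.68 to 6.31 and changed sign in 4 fits (4.92, 6.31, 1.35 and 0.416). The LPS genes in males ran from -0.00647 to 0.407, *Igtp* in 3-month-old females from -0.02 to 0.32, *Spp1* in males at day 12 from -1.32 to 0.23 (above 0 in 3 fits, at 0.23, 0.16 and 0.08), and *Tmem167* in males at day 28 from -0.2 to 0.12 (above 0 in 3 fits, at 0.03, 0.08 and 0.12). Among the genes named, 243 of 777 such fits no longer passed the threshold and 12 newly passed it. Of 89 genes, 35 no longer passed in one fit of all libraries and 2 newly did, while with DESeq2 2 no longer passed and 9 newly did.

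Depth limits the values near the floor. A gene below 2.07 CPM cannot be measured in the shallowest library, so folds over naive groups at the floor are lower bounds. How far depth limits the counts of genes past a threshold was not tested.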

Differences from the paper's values

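No test of a cause was chosen for these differences, before or after they were seen. Of 16 counts of genes past a threshold that could be compared with the paper's, 13 differed by more than 1.5 times. All 33 log2 fold changes, 15 mean CPM values, 8 shares of variance on PC1 and 2 shares of genes called in both sexes that were compared did not differ by the rule set. For shares that rule also asked for a ratio over 1.5, which is wide. With 2000 genes, PC1 at 3 months held 51.6% against the paper's 67%, and this did not count as a difference.

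At 3 months against naive, 270 genes passed in females at day 12 against the paper's 156, and 49 at day 28 against the paper's 32. Of the alternatives set before the data were examined, uncorrected counts with no batch term (210 and 26 genes) and DESeq2 (201 and 39) came within 1.5 times of the paper's values on both days, as did all libraries in one fit at day 12 (150), the replicate block at day 28 (47, against 49 without the block), and 4 of 8 and 6 of 8 fits that left out 1 library. DESeq2's size factors, no filter on low counts, uncorrected counts with the collection day in the model and a plain test did not on either day, nor did the replicate block at day 12 or all libraries in one fit at day 28.

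Between 3 and 9 months, 0 genes passed in males at day 12 (355 at an unadjusted p under 0.05) against the paper's 67, and none of the 7 alternatives set before the data were examined, nor any of 8 fits that left out 1 library, came near it. In males at day 28, 0 genes passed (357 at an unadjusted p under 0.05) against the paper's 1. DESeq2 gave 1, as did 4 of 6 fits that left out 1 library, and none of the other alternatives set before the data were examined did. In females at day 28, 4 genes passed against the paper's 14. DESeq2 with 20 genes was within 1.5 times, and none of the other alternatives set before the data were examined was.

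For the interaction of age and day, 4 genes passed in males at day 12 against the paper's 12, and 0 at day 28 (331 at an unadjusted p under 0.05) against the paper's 1. DESeq2 gave 13 and 1, 1 of 14 fits that left out 1 library also gave 1 at day 28, and none of the other alternatives set before the data were examined came within 1.5 times. In females 36 genes passed at day 12 against the paper's 108, where all libraries in one fit gave 125 and 1 of 15 fits that left out 1 library was also within 1.5 times, and none of the others, DESeq2 with 345 among them. At day 28, 0 genes passed in females (868 at an unadjusted p under 0.05) against the paper's 14, where DESeq2 gave 12 and none of the other alternatives set before the data were examined came near.

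Between 3 and 18 months, 3 genes passed in females at day 12 against the paper's 278, where DESeq2 gave 258 and none of the others came within 1.5 times. In males at day 12, 9 genes passed against the paper's 69, and none of the 8 alternatives set before the data were examined was within 1.5 times, the nearest being DESeq2 with 105. At day 28, 67 genes passed between libraries labelled 18-month-old female and 3-month-old females against the paper's 213, where no filter on low counts gave 281 and DESeq2 228, and none of the others came within 1.5 times. In males at day 28, 1 gene passed against the paper's 5. DESeq2 gave 6, placing the library with 2 day labels at day 12 gave 4, and 1 of 7 fits that left out 1 library was also within 1.5 times, while none of the other alternatives set before the data were examined was.

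The largest total was 10.1 M counts, against the paper's stated 2.9 M reads per sample as an upper figure, and 52 of 64 libraries were above that. No alternative was set for this value.

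By gene, the paper's tables list genes that were not all called here. Table S1 has 286 genes with an adjusted p under 0.05, and 285 of them were called (269 with DESeq2). At the same threshold, 66 of the 68 genes in Table S2 were called (64 with DESeq2). For Table S3 it was 156 of 156 (152), and for Table S4 31 of 32 (30). Of the 434 genes in Table S6, all had the same direction here, and 198 were called, or 382 with DESeq2. The paper's text gives 69 genes for Table S2, whose legend gives an adjusted p of 0.052. The 68 counted here are those under 0.05, so the 2 numbers were taken at different thresholds.

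The paper names *Ccnd1*, *Ifi205*, *Ifi203* and *Igtp* as higher in 9- than in 3-month-old females at day 12. They were higher here without passing (edgeR adjusted p = 0.103, 0.153, 0.18 and 0.17). DESeq2 called all 4. *Ccnd1* was also called with DESeq2's size factors, with no filter, with uncorrected counts and the collection day in the model, with the replicate block (adjusted p 0.0633) and without the 9-month-old day 12 replicate 1. *Ifi205* was also called with no filter and without the 3-month-old day 12 replicate 2, *Ifi203* without either of these libraries, and *Igtp* with no filter. For males at 9 months the paper names *Top2a*, *Cdca8*, *Ube2c* and *Cenpa*, which were higher here and which no setting called. The paper places 9-month-old males at day 12 beyond 3-month-old ones on PCA apart from 1 library, and with that library their mean PC1 was 18.7 against 19.6. Without that library there was no difference from the paper, the others lying at 24.4 to 28.9 against 18.8 to 20.5 at 3 months.

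For 18-month-old males at day 12 the paper names *Gbp2*, *Gbp5*, *Gbp6*, *Gbp7*, *Ifit1*, *Ccnd2*, *Mad2l1*, *Ndc80*, *Stmn1*, *Top2a* and *Ube2c* as higher and *Fabp5* as lower. Each had that direction here and none passed (edgeR adjusted p = 0.188 to 0.412). DESeq2 and no filter on low counts called each of them, and the fit without the 18-month-old day 12 replicate 3 called each except *Ccnd2* and *Fabp5*. Fig. 6D marks *Spp1*, *Abca1*, *Abcg1* and a gene read as *Peli2* as changed in old females. They had edgeR adjusted p values of 0.149, 0.203, 0.25 and 0.203. DESeq2 and no filter called *Spp1*, *Abca1* and *Peli2*. *Spp1* and *Abca1* were also called in one fit of all libraries and with the replicate block (adjusted p 0.0506 and 0.0967), and *Spp1* with uncorrected counts and the collection day in the model and without the 18-month-old day 12 replicate 1 or replicate 3. No setting called *Abcg1*.

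Of the 20 genes of Fig. 6C, 15 did not pass as an interaction of age and day 12. DESeq2 called all of these except *Ccr1*, which no setting called. One fit of all libraries called *Atad1*, *Atxn2*, *Mtmr2*, *Pros1*, *Scarb2*, *Tfrc*, *Tgm2*, *Trak1* and *Ubqln2*, and no filter called *Atad1*, *Pros1* and *Tgm2*. Without the 18-month-old naive replicate 2 or replicate 3, or the day 12 replicate 3 for *Pros1*, all except *Ccr1*, *Mtmr2*, *Siglecf* and *Vamp3* were called in at least 1 fit.

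At day 28 the paper names 13 LPS and 12 ND genes as higher in old females. Among the LPS genes, *Cybb*, *Tnfaip2*, *Xdh*, *Slfn5*, *AB124611*, *Slamf8*, *Mapkapk2*, *C3* and *Ifitm3* did not pass here (edgeR adjusted p = 0.103 to 0.251). No filter called all of these except *Mapkapk2*, which no setting called, and DESeq2 called *Cybb*, *Tnfaip2*, *Xdh*, *Slfn5* and *AB124611*. *C3* and *Slfn5* were called with DESeq2's size factors and *C3* with uncorrected counts and the collection day in the model. The correction with the groups kept, chosen after the data were seen, called *C3*, *Slfn5*, *Ifitm3* and the ND gene *Cst7*. Among the ND genes, *Cst7*, *Itgax*, *Tlr2*, *Cd274*, *Ptger4*, *Cpd*, *Axl*, *Ccl6* and *Prr5l* did not pass (edgeR adjusted p = 0.11 to 0.21), and DESeq2 and no filter called each. Fits that left out 1 day 28 library called *Tnfaip2*, *Xdh*, *Slfn5*, *AB124611*, *C3*, *Ifitm3*, *Cst7*, *Itgax*, *Tlr2*, *Cd274* and *Cpd*. *Ccl6*, listed by the paper among genes of higher expression, was lower, with a log2 fold change of -0.77. These directions rest on 4 old libraries, among them the library labelled 18-month-old female day 28 replicate 1, whose sex-linked genes went against its label.

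In males at day 28 the paper names 5 genes, of which *Cp*, *Casp12*, *Arsg* and *Tmem167* did not pass here. *Cp* was called with DESeq2, with no filter, with the replicate block (adjusted p 9e-05), with the library with 2 day labels placed at day 12 and without the 18-month-old replicate 4. No setting called the others, and *Tmem167* had a log2 fold change of -0.02. The paper describes a higher IFN response in males than females at 3 months and day 12, where the mean of the 16 genes of Fig. 3E was higher by 0.626 (exact permutation p = 0.114, two-sided), and uncorrected counts gave a p of 0.0286. That test pools collection days on which the sexes were unequally spread. Within the days males were higher by 0.817 and 0.83, the same direction as in the paper. For PC1 of 3- and 18-month-old females the paper's text gives 47% and the figure about 51% in Fig. 6Aii, read by eye, against 50.6% here.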

Other observations

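The tests of collection day and depth in 18-month-old females and all counts of other splits were chosen only after the results were seen, while the tests of the marker lists were not.

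The day 12 libraries of 18-month-old females lay far apart on PC1. The mean of the second collection day was 39.8 above that of the first, while in the other 5 groups of this PCA the same difference ran from -8.34 to 4.85. With 2 libraries on each day, a difference in collection could not be told apart from a difference between animals. Depth was not borne out, since the smallest total of the first day minus the largest of the second was -2074089, the totals of the days overlapping (1998039 and 5435181 counts against 3884438 and 4072128). The mean T cell marker expression in this group ran from -0.425 to 5.3 log2 CPM.

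Besides T cell markers, monocyte markers were higher at day 12 than in naive libraries by 1.38 log2 CPM (permutation p = 3e-05, 6e-05 after correction over 10 tests), above every naive library of the same age and sex in 18 of 22 libraries, and at day 28 the difference was 0.00119 (permutation p = 0.995). Microglia markers were lower, by -1.38 at day 12 and -0.592 at day 28, in each of the 6 groups of age and sex (permutation p = 1e-05 for both, the smallest that the permutations can give, 2.5e-05 after correction). B and plasma cell markers differed by -0.3 at day 12 and photoreceptor markers by -0.559, and neither passed after correction (0.0824 for both).

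For each comparison, other splits of the same libraries that part as many same-numbered pairs were fitted. The real split alone, 1 of 8, reached its count for 3-month-old males and females at day 12 and 3-month-old females at day 28 against naive, for 18-month-old males against naive, for 9 against 3 months in females at day 12 and day 28, and for 18 against 3 months in females at both days and males at day 12. It was 1 of 4 for 3-month-old males at day 28 and 9-month-old females against naive, and 2 of 8 for 18 against 3 months in males at day 28. With 8 splits or fewer no share under 0.05 is possible, so these splits cannot decide. Where no gene had passed, the count was reached by 8 of 8 splits (18-month-old females against naive, with 502 genes at an unadjusted p under 0.05, and 9 against 3 months in males at day 12, with 355), 4 of 4 (9 against 3 months in males at day 28, with 357) and 20 of 20 for the interactions of age with day 28 in females (868) and males (331) and of age with sex at 9 months (471) and at 18 months at day 12 (358) and day 28 (668). Among the latter splits, 1 gave 311 genes for age by sex at 9 months and 1 gave 522 at 18 months and day 12.

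Over all splits, whatever their numbers, the real split alone, 1 of 35, reached its count for 3-month-old males and females at day 12 and 3-month-old females at day 28 against naive, for 18-month-old males against naive, and for 18 against 3 months in males at day 12 and in libraries labelled female at day 28. It was 1 of 10 for 3-month-old males at day 28 and 9-month-old females against naive. For 9 against 3 months in females at day 12, 2 of 35 reached the count. The other, with 2130 genes, exchanged the 9-month-old replicate 1 with the 3-month-old replicate 3. For 9 against 3 months in females at day 28 the count was 3 of 35, with up to 30 genes, for 18 against 3 months in females at day 12 it was 3 of 35, and for 18 against 3 months in males at day 28 it was 6 of 35. In that last comparison the split by collection day gave 3 genes, more than the real split. Other splits mix libraries of both groups, so a true difference between the groups adds to the spread within each and lowers the count. The counts of other splits are therefore no measure of the number of false calls in the real one.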
